# Metabolic and transcriptomic reprogramming during contact inhibition-induced quiescence is mediated by YAP-dependent and YAP-independent mechanisms

**DOI:** 10.1038/s41467-024-51117-y

**Published:** 2024-08-08

**Authors:** Soeun Kang, Maciek R. Antoniewicz, Nissim Hay

**Keywords:** Metabolomics, Biochemistry, Quiescence

## Abstract

Metabolic rewiring during the proliferation-to-quiescence transition is poorly understood. Here, using a model of contact inhibition-induced quiescence, we conducted ^13^C-metabolic flux analysis in proliferating (P) and quiescent (Q) mouse embryonic fibroblasts (MEFs) to investigate this process. Q cells exhibit reduced glycolysis but increased TCA cycle flux and mitochondrial respiration. Reduced glycolytic flux in Q cells correlates with reduced glycolytic enzyme expression mediated by yes-associated protein (YAP) inhibition. The increased TCA cycle activity and respiration in Q cells is mediated by induced mitochondrial pyruvate carrier (MPC) expression, rendering them vulnerable to MPC inhibition. The malate-to-pyruvate flux, which generates NADPH, is markedly reduced by modulating malic enzyme 1 (ME1) dimerization in Q cells. Conversely, the malate dehydrogenase 1 (MDH1)-mediated oxaloacetate-to-malate flux is reversed and elevated in Q cells, driven by high mitochondrial-derived malate levels, reduced cytosolic oxaloacetate, elevated MDH1 levels, and a high cytoplasmic NAD^+^/NADH ratio. Transcriptomic analysis revealed large number of genes are induced in Q cells, many of which are associated with the extracellular matrix (ECM), while YAP-dependent and cell cycle-related genes are repressed. The results suggest that high TCA cycle flux and respiration in Q cells are required to generate ATP and amino acids to maintain *de-novo* ECM protein synthesis and secretion.

## Abstract (web summary)

Metabolic changes happening when cells enter quiescence are poorly understood. Here, the authors report that quiescent cells exhibit reduced glycolysis mediated by YAP inhibition and increased mitochondrial activity mediated by pyruvate carrier induced expression.

## Introduction

Glucose, a major nutrient of most mammalian cells, is metabolized in glycolysis, the pentose phosphate pathway (PPP), the hexosamine pathway, and subsequently in the tricarboxylic acid (TCA) cycle. Glycolysis converts glucose into precursor metabolites for amino acid and fatty acid synthesis and generates adenosine triphosphate (ATP) and nicotinamide adenine dinucleotide (NADH). In glycolysis, 2 ATP and 2 NAD^+^ are consumed, with the production of 4 ATP, 2 NADH, and 2 pyruvates per molecule of glucose. As glycolysis requires NAD^+^, the recycling of NADH back into NAD^+^ is pivotal for optimum glycolytic flux^1^. The PPP utilizes glucose for the production of nicotinamide adenine dinucleotide phosphate (NADPH) and ribose 5-phosphate (R5P), which are required for redox homeostasis and fatty acid and nucleotide synthesis, respectively^2^. Pyruvate is further oxidized in the TCA cycle and generates additional NADH and flavin adenine dinucleotide (FADH_2_), which in turn generate more ATP in the electron transport chain (ETC) in mitochondria. Mitochondrial NADH is oxidized upon donating its electrons to complex I (NADH: ubiquinone oxidoreductase) of the ETC, and mitochondrial NAD^+^ is generated^3^. As both glycolysis and the TCA cycle are oxidative pathways, the oxidized form, NAD^+^, serves as a cofactor for enzymes involved in these pathways, and NADH is produced^4^. Then, NADH produced by the TCA cycle links it to cellular energy generation, carrying electrons to the ETC on the inner mitochondrial membrane^5^. As the TCA cycle and ETC require NAD^+^ and NADH, respectively, an optimal NAD^+^/NADH ratio is needed for efficient mitochondrial metabolism.

Fibroblasts, the most common cell types in mammalian connective tissue, proliferate in the embryonic state, but with age, they arrest in the G_1_ phase of the cell cycle^6^. Therefore, healthy fibroblasts in normal tissue are mostly in a quiescent state, representing a reversible exit from the cell cycle, and they can re‐enter the cell cycle upon special circumstances such as wounding^7,8^. To supplement ATP and building blocks for macromolecule synthesis during the transition to the proliferative state, proliferating cells undergo metabolic reprogramming, such as shifting their metabolism to more anabolic pathways with an increased nutrient uptake and glycolysis^9–11^.It was previously reported that contact-inhibited quiescent human fibroblasts have reduced glycolysis but are still metabolically active^12^. However, how the metabolic flux is reprogrammed and regulated in quiescent cells is not fully understood. Therefore, we conducted quantitative metabolomics and ^13^C-metabolic flux analysis (^13^C-MFA)^13^ to characterize the metabolic differences and transcriptomic analysis between proliferating (P) and quiescent (Q) mouse embryonic fibroblasts (MEFs). We observed changes in glucose consumption, glycolysis, the TCA cycle, malic enzyme 1 (ME1)-mediated flux, and malate dehydrogenase 1 (MDH1)-mediated flux during the transition from a proliferative to a quiescent state. The decrease in glycolytic fluxes in Q cells is mediated by the suppression of yes-associated protein (YAP) activity, which is regulated by E-cadherin-mediated cell‒cell interactions. Transcriptomic analysis confirmed that YAP target genes are downregulated in Q cells and restored by E-cadherin deletion. In contrast, the TCA cycle and mitochondrial metabolism are markedly elevated in Q cells, and pyruvate is diverted to the mitochondria instead of to lactate production. The diversion of pyruvate to the mitochondria is mediated by elevated expression of mitochondrial pyruvate carriers (MPC1 and MPC2), and reduced NAD^+^ demand. ME1-mediated flux is markedly reduced in Q cells by modulating ME1 dimerization. The MDH1-mediated flux is reversed and elevated in Q cells, which is likely mediated by the high level of mitochondrial-derived malate, reduced cytosolic oxaloacetate, high level of MDH1, and relatively high cytoplasmic NAD^+^/NADH ratio. The flux analysis was done mainly in MEFs, but we found similar trends such as reduced glycolysis and increased OXPHOS in other mouse and human fibroblasts as well as in epithelial cells. We used contact inhibition in the presence of growth factors to induce quiescence. However, when quiescence was induced by serum deprivation, which is governed by the lack of growth factors both glycolysis and OXPHOS were reduced.

Finally, many genes are induced in Q cells, including genes associated with the extracellular matrix (ECM). Thus, Q cells display massive reprogramming both metabolically and transcriptionally. The elevated TCA cycle flux and respiration in Q cells could be required to maintain ECM protein synthesis and secretion, which demands high ATP and amino acids generated by mitochondria, and particularly proline, which is enriched in the collagen family of proteins^14^. As the main roles of fibroblasts is to produce the ECM, this underscores the necessity for active mitochondrial metabolism to effectively support their essential cellular functions.

## Results

### Glycolytic flux is decreased, while TCA cycle flux and respiration are markedly increased in quiescent cells

To determine the metabolic changes occurring during the transition from a proliferative to a quiescent state, we generated MEFs immortalized with dominant-negative p53 as previously described^15,16^. The cells were analyzed while actively proliferating (2 days after plating) and when they were quiescent (contact-inhibited for 6 days, 11 days after plating) (Fig. 1a). In Q cells, the levels of p27^Kip1^, a cyclin-dependent kinase inhibitor, were significantly increased, and concomitantly, the cell cycle distribution was mostly in G_1_ phase with significantly reduced S phase and G_2_/M phase (Fig. 1a, b). Transcriptomic analysis in P versus Q cells surprisingly showed that more genes were upregulated in Q cells; among 13,022 significantly differentially expressed genes, 7131 genes were upregulated, and 5891 genes were downregulated in Q cells (Supplementary Data 1). 

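Total RNA was sequenced from cultures of MEFs immortalized with dominant-negative p53. There were 3 proliferating (P) cultures, taken 2 days after plating, and 3 quiescent (Q) cultures, contact-inhibited for 6 days and taken 11 days after plating. The authors aligned the reads, counted them on the Ensembl genes of GRCm39 with featureCounts and deposited the raw counts of 49944 genes, without normalization. Total counts ranged from 12696727 to 17055029 in P cultures, with a median of 16055374, and from 13486828 to 18004305 in Q cultures, with a median of 16294501. At this depth 1 count corresponded to between 0.0550 and 0.0823 CPM. A floor of 3 counts corresponded to between 0.165 and 0.247 CPM. Genes with at least 1 count over the 6 cultures were tested for a difference of Q from P cells with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. CPM values are TMM-normalized means ± SD over the 3 cultures of a state, and fold changes are Q over P. In this fit the variance of every gene was taken from the trend over expression, so its p-values do not use a gene's own spread between cultures. A gene-specific adjusted p is therefore also given, from the same test on the 15475 genes kept by edgeR's filterByExpr, where a gene's own spread enters.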

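At an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 13141 genes differed between P and Q cells. Of these, 7179 were higher and 5962 were lower in Q cells. The gene-specific test on the genes kept by filterByExpr gave 11816 genes, 6145 higher and 5671 lower. edgeR's exact test gave 13032 genes, 7136 higher and 5896 lower. With the replicate number as a block, 12476 genes differed, 6648 higher and 5828 lower in Q cells. Deviations from the state means correlated across genes with a mean coefficient of 0.062 between cultures of the same replicate number and -0.032 between cultures of different numbers. When each culture was left out in turn, between 12084 and 12691 genes passed the same threshold, with 6441 to 6885 higher and 5596 to 5861 lower. Testing protein-coding genes alone moved the count most, to 10801 genes, of which 5552 were higher and 5249 lower. The 3 P values and the 3 Q values did not overlap for 14696 genes, or 43.9% of the genes tested, where chance gives 10%. Among the genes called different, 95.9% had no overlap. The genes called higher in Q cells held 21.0% of the counts of P cultures and 49.9% of the counts of Q cultures.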

The heatmap, using stricter filtering criteria (*q* < 0.01 and logFC < −2 or logFC > 2), shows that out of 3319 genes, 2478 were upregulated and 841 were downregulated in Q cells. 

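Under an adjusted p-value under 0.01 and a log2 fold change over 2 or under -2, 3301 genes passed, with 2455 higher and 846 lower in Q cells. The fit with the replicate block gave 2932 genes, 2153 higher and 779 lower, with the mean correlation of 0.062 between same-numbered cultures. Between 3046 and 3172 genes passed when single cultures were left out. Restricting the test to protein-coding genes gave 2193 genes, of which 1560 were higher. Of the genes that passed, 65.8% were protein-coding in the GENCODE annotation. Many had too few counts in one state for a fold change to be measured. In 1117 of the genes higher in Q cells every P culture had 3 counts or fewer, and in 177 of the genes lower in Q cells every Q culture did. For their folds only lower bounds against the floor of 3 counts are known. The fitted fold changes that put them on the list are not such bounds and can be larger. The collagen gene Col6a5, for example, had a fitted log2 fold change of 3.71 but was only at least 1.63-fold higher. Among the 1609 genes with an average log2 CPM of at least 1, 1047 were higher in Q cells.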

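Gene sets were tested with fgsea, a preranked enrichment test, on the log2 fold changes of all genes tested. The sets were the mouse Reactome sets supplied with that package, matched by Entrez gene identifier. Of 1457 sets, the 762 with 15 to 500 tested genes entered the test. Of the 7111 Entrez genes in the whole collection, 5837 were among the genes tested for expression. After the paper's methods, the statistic was unweighted (classic) and 3000 permutations were drawn. The permutations exchange genes, so their p-values take no account of the spread between cultures. The smallest adjusted p that a set reached was 0.00154, and 345 sets shared it. Because many sets stood at this limit, the competitive test camera of limma, with a preset correlation of 0.01 between genes, was run on the same sets.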

Gene set enrichment analysis (GSEA) was used to understand the pathways that were differentially regulated in P versus Q cells. 

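The Reactome set of cell cycle checkpoints, with 126 genes tested, had a normalized enrichment score of -5.87 in Q cells (adjusted p = 0.00154 from fgsea, the smallest that a set reached). With the replicate block the score was -5.73, where same-numbered cultures had a mean correlation of 0.062. In this set 98 genes were significantly lower and 12 significantly higher in Q cells, and the median log2 fold change was -0.87. The narrower set of G2/M checkpoints, with 54 genes, had a score of -4.65 and a median log2 fold change of -1.31. Its 47 lower genes outnumbered 3 higher ones, and the camera p was 4.9e-31. The heatmap of Supplementary Fig. 1c shows 52 genes, and all of them were lower in Q cells. Their median log2 fold change was -2.86, with a range from -3.85 for Mybl2 to -2.26 for Nusap1. Even the smallest decrease is larger than the median of the G2/M checkpoint set, so the heatmap shows another list of genes. Since that heatmap holds only genes that fell, its direction is not a separate test. One of them, Mki67 (ENSMUSG00000031004), lies on chromosome 7 of GRCm39 from 135291513 to 135318299 and encodes a marker of proliferation. Mki67 was at 1204 ± 108 CPM (SD, n = 3) in P cells and 136 ± 9.33 CPM (SD, n = 3) in Q cells. Its log2 fold change was -3.14 (standard error 0.06, gene-specific adjusted p = 2.7e-19 from edgeR) and stayed between -3.22 and -3.10 when single cultures were left out.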

Specifically, Q cells in comparison to P cells showed significantly downregulated gene sets associated with the cell cycle checkpoint (Supplementary Fig. 1b–d). These results show that P cells and Q cells have distinct gene expression profiles.

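In a principal component analysis of the log2 CPM values, the first component separated the 3 P from the 3 Q cultures and held 92.5% of the variance, against 2.96% for the second. From the numbers of genes that changed and the gene sets that fell, the paper concludes that P and Q cells have distinct gene expression profiles.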

**Fig. 1:**
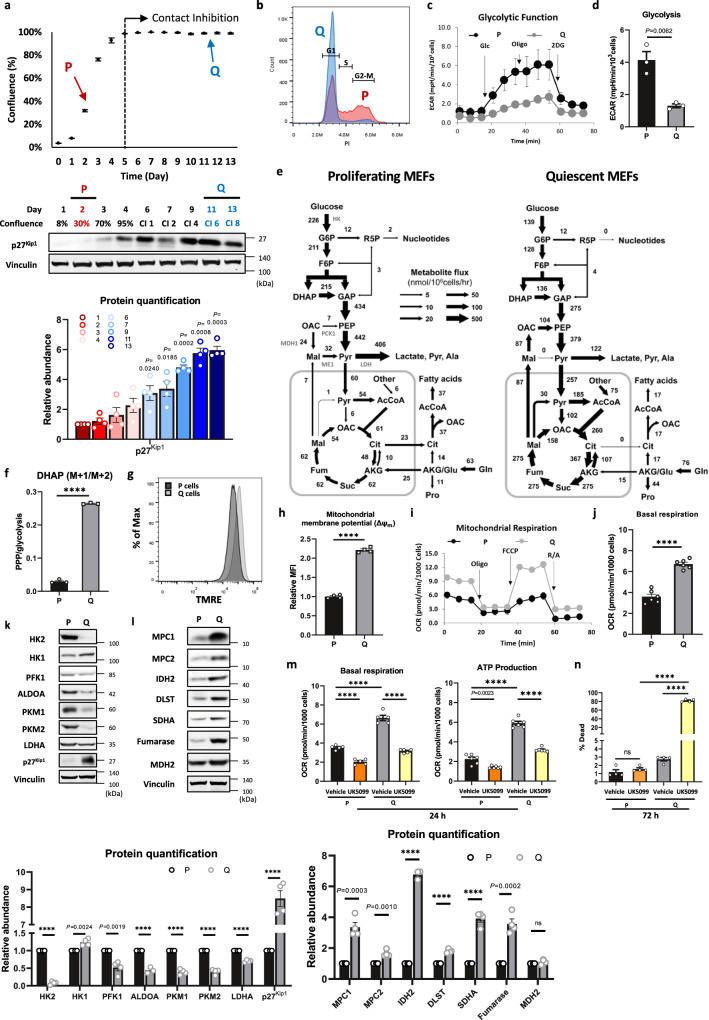
Glycolytic flux is decreased, while TCA cycle flux and respiration are markedly increased in quiescent cells. **a** Growth curve and immunoblots with protein quantification of p27^Kip1^ in MEFs. Proliferating cells (P): 2 days after culture; quiescent cells (Q): contact-inhibited for 6 days (11 days after plating). Values are the mean ± SEM of four independent experiments. *P* values by unpaired two-tailed student’s *t*-test are indicated. Representative immunoblot is shown. **b** Representative histogram of the DNA content of P and Q MEFs after PI staining. The histogram is representative of three independent experiments. G1, S, and G2-M phases are indicated. **c**, **d** Extracellular acidification rate (ECAR) and individual glycolysis parameters of P and Q MEFs. Data are presented as the mean ± SEM of three biologically independent samples. *P* value by unpaired two-tailed student’s *t*-test is indicated. Glc glucose, Oligo oligomycin, 2DG 2-deoxyglucose. **e** Metabolic flux maps for P and Q MEF cells. The flux maps were determined using ^13^C-MFA of multiple datasets at isotopic steady state as described in Methods. **f** Relative PPP/glycolysis represented by the ratio of intracellular 1x^13^C DHAP (M + 1) over 2x^13^C DHAP (M + 2) after 25 mM [1,2-^13^C_2_]-glucose labeling for 24 h. Means ± SEMs (*n* = 3) are shown. ****P < 0.0001 using unpaired two-tailed *t*-test. **g**, **h** Mitochondrial membrane potential (ΔΨ_m_), as reflected by the TMRE fluorescence, of P and Q MEFs. The mean fluorescence intensity (MFI) was calculated based on four independent experiments. Values are the mean ± SEM (*n* = 4). ****P < 0.0001 using unpaired two-tailed *t*-test. **i**, **j** Oxygen consumption rate (OCR) and individual parameters for basal respiration of P and Q MEFs. Values are the mean ± SEM of six biologically independent experiments. ****P < 0.0001 using unpaired two-tailed *t*-test. ****P < 0.0001 using unpaired two-tailed t-test. Oligo oligomycin, FCCP Carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone, R/A rotenone, and antimycin A. **k** Immunoblots and protein quantification of glycolytic enzymes in P and Q MEFs. Representative immunoblots of four independent experiments are shown. HK hexokinase, PFK1 phosphofructokinase 1, ALDOA aldolase A, PKM pyruvate kinase M, LDHA lactate dehydrogenase A. Values are the mean ± SEM of 3–4 biologically independent experiments. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ****P < 0.0001. **l** Immunoblots and protein quantification of mitochondrial pyruvate carriers and TCA cycle enzymes in P and Q MEFs. Vinculin was monitored as a loading control. Each immunoblot is representative of three independent experiments. MPC1-2 mitochondrial pyruvate carrier 1-2, IDH2 isocitrate dehydrogenase 2, DLST dihydrolipoamide S-succinyltransferase, SDHA succinate dehydrogenase, MDH2 malate dehydrogenase 2. Values are the mean ± SEM of 3–4 biologically independent experiments. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ****P < 0.0001 and ns *P* = 0.1795. **m** Basal respiration and ATP production from OXPHOS measured by OCR of P and Q MEFs cultured in vehicle or 100 μM UK5099 for 24 h. Values are the mean ± SEM of 5–6 biologically independent experiments. *P* value by unpaired two-tailed student’s *t*-test is indicated except for **** *P* < 0.0001. **n** The cell death rate (%) determined with Hoechst-PI staining for P and Q MEFs cultured in vehicle or 100 μM UK5099 for 72 h. Values are the mean ± SEM of four biologically independent experiments; ns *P* = 0.2924, **** *P* < 0.0001 using unpaired two-tailed *t*-test.

As expected, P cells exhibited higher glycolytic activity than Q cells, as confirmed by the extracellular acidification rate (ECAR) (Fig. 1c, d). To quantify metabolic fluxes in both P and Q cells, we employed ^13^C-metabolic flux analysis (^13^C-MFA)^13,17–20^ with a parallel labeling strategy using two isotopic tracers, namely, [1,2-^13^C_2_]-glucose and [U-^13^C] glutamine, as previously described^21^. The flux analysis (Fig. 1e, Supplementary Fig. 2a, b, and Supplementary Data 2 and 3) showed that glucose uptake was modestly reduced, and glycolysis was reduced by approximately 2-fold in Q cells. Consistent with the flux analysis, [1,2-^13^C_2_]-glucose tracing experiments showed a significantly lower abundance of (M + 2) glycolytic metabolites, such as G6P, DHAP, pyruvate, and lactate, in Q cells than in P cells (Supplementary Fig. 2c, d). Although glycolytic flux was reduced in Q cells, no change in PPP flux was observed (Fig. 1e), which was also reflected by measuring the ratio of DHAP (M + 1) derived from the PPP versus DHAP (M + 2) derived from glycolysis with [1,2-^13^C_2_]-glucose tracing (Fig. 1f).

The flux of pyruvate to lactate was markedly decreased in Q cells (Fig. 1e and Supplementary Fig. 2b), which was also reflected by a 4-fold decrease in lactate excretion (Fig. 1d). Instead, there was a dramatic increase in pyruvate transport to the mitochondria (Fig. 1e and Supplementary Fig. 3a). Consequently, there was a dramatic increase in all TCA cycle reactions in Q cells (Fig. 1e and Supplementary Fig. 3a). Interestingly, the conversion of pyruvate to acetyl-CoA was markedly increased in Q cells, but the conversion of pyruvate to oxaloacetate is increased even more reaching to about 15-fold higher than in P cells (Fig. 1e). Consistent with high flux of TCA cycle, the mitochondrial membrane potential (ΔΨ_m_) and basal respiration measured by the oxygen consumption rate (OCR) were higher in Q cells than in P cells (Fig. 1g–j). The higher respiration is likely not due to an increase in the number of mitochondria, but we found that mitochondria are more elongated in Q cells (Supplementary Fig. 3b, c), which could indicate fused and more active mitochondria^22–24^. This finding suggests that Q cells produce ATP preferentially from mitochondrial respiration. Finally, the flux of malate to pyruvate in mitochondria catalyzed by malic enzyme 2 (ME2) and the transport of malate from mitochondria to the cytosol are substantially induced in Q cells. Additionally, in Q cells, cytoplasmic malate is not converted to pyruvate catalyzed by ME1, generating NADPH, but rather, is converted to oxaloacetate (OAC), which is in turn converted to phosphoenolpyruvate (PEP) which concomitantly generate more pyruvate (Fig. 1e).

As the glycolytic flux rate is controlled by glycolytic enzyme expression^25^, the expression levels of glycolytic enzymes in P versus Q cells were assessed (Fig. 1k). The expression of most enzymes in glycolysis was significantly downregulated in Q cells compared with P cells. In particular, hexokinase 2 (HK2), phosphofructokinase 1 (PFK1), and pyruvate kinase M1-2 (PKM1-2), the rate-limiting enzymes of glycolysis, were significantly downregulated, although p27^Kip1^ levels were significantly increased in Q cells at both the protein and mRNA levels (Fig. 1k and Supplementary Fig. 2e). GSEA also showed that the expression of gene sets associated with glycolysis was significantly reduced in Q cells (Supplementary Fig. 2f, g).

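The Reactome glycolysis set, with 30 genes tested, had a normalized enrichment score of -1.76 in Q cells (adjusted p = 0.0278 from fgsea). With the replicate block the score was -1.78 and the adjusted p 0.0249, with a mean correlation of 0.062 between same-numbered cultures. The median log2 fold change of the set was -0.72, with 17 genes significantly lower and 5 significantly higher. The set did not pass 0.05 with the weighted statistic (adjusted p = 0.183) or without Q replicate 3 (adjusted p = 0.0753). The camera p of the set was 5.7e-08. The heatmap of Supplementary Fig. 2g shows 89 genes, of which 88 had counts. It is therefore another list than the Reactome set with 30 genes tested. All 88 were lower in Q cells, 78 of them significantly, with a median log2 fold change of -1.03 and a range from -4.54 for Pkp2 to -0.11 for Ak4. This heatmap, too, holds only genes that fell. The gene Ldha (ENSMUSG00000063229) on chromosome 7 of GRCm39, from 46490899 to 46505061, encodes lactate dehydrogenase A. Ldha fell from 599 ± 30.9 CPM (SD, n = 3) in P cells to 170 ± 17.6 CPM (SD, n = 3) in Q cells, a log2 fold change of -1.81 (standard error 0.06, gene-specific adjusted p = 1.6e-15 from edgeR). Pkm, which encodes pyruvate kinase, fell from 1639 ± 81.0 to 404 ± 24.0 CPM, and Pgk1, which encodes phosphoglycerate kinase, from 569 ± 30.8 to 141 ± 11.2 CPM (SD, n = 3 each).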

The expression of mitochondrial pyruvate carriers 1 and 2 (MPC1 and MPC2), the mitochondrial gatekeepers for pyruvate^26^, IDH2, the rate-limiting enzyme of the TCA cycle, and some TCA cycle enzymes (DLST, SDHA, and fumarase) were upregulated in Q cells compared with P cells (Fig. 1l and Supplementary Fig. 3d). The marked increase in MPCs and TCA cycle enzymes together with the reduced expression of LDHA (Fig. 1k, l) could explain the dramatic increase in pyruvate translocation to mitochondria and the enhanced TCA cycle flux in Q cells. Upon MPC inhibition, both basal respiration and ATP production from the oxidative phosphorylation (OXPHOS) are significantly decreased in both P and Q cells (Fig. 1m). Overexpression of MPC1/2 in proliferating cells is sufficient to increase OXPHOS (Supplementary Fig. 3e, f). Thus, it appears that high MPC expression is the driver of increased OXPHOS. Interestingly, the survival of Q cells is dependent on MPC expression, as they are much more vulnerable to prolonged MPC inhibition than are P cells (Fig. 1n). Similar changes in the levels of metabolic enzymes and MPCs were also observed in Q primary MEFs, NIH3T3 cells, and human skin fibroblasts BJ cells (Supplementary Fig. 4a, b). Lastly, ECAR was reduced, and OCR was elevated in Q primary MEFs, NIH3T3, and BJ cells (Supplementary Fig. 4c, d). These results suggest that attenuated glycolysis and induced mitochondrial metabolism and respiration are common phenomena in quiescent fibroblasts. Interestingly, elevated MPC levels and OXPHOS and reduced glycolysis were also observed in Q Chinese hamster ovary (CHO) cells (Supplementary Fig. 4e–h), and the same was recently reported in Q neural stem cells^24^.

### E-Cadherin and yes-associated protein (YAP) regulate glycolysis during the transition from a proliferative to a quiescent state

Cell‒cell interactions lead to cellular quiescence by contact inhibition^27,28^. Surprisingly, we found that E-cadherin (E-Cad) is induced when the cells reach confluence with a concomitant decrease in the expression of the rate-limiting glycolytic enzymes, HK2 and PKM2 (Fig. 2a). Interestingly, the induced expression of E-Cad to a different extent after quiescence was observed in independently isolated primary MEFs and immortalized MEFs by either dominant-negative p53 or SV40 large T cells (Supplementary Fig. 5a, b). Therefore, we hypothesized that cell‒cell interactions through E-Cad could control intracellular glucose metabolism during the transition from a proliferative to a quiescent state. To determine whether E-Cad plays a role in metabolic programming, we deleted E-Cad and found that E-Cad deletion restored the ECAR in Q cells (Fig. 2b). In addition, the deletion of E-Cad restored the expression of HK2, PKM1, and PKM2 in Q cells, although p27^Kip1^ levels were maintained at both the protein and mRNA levels (Fig. 2c and Supplementary Fig. 5c). ^13^C-MFA showed that glycolysis was rescued in Q E-Cad KO cells (Fig. 2d). This rescue is also reflected by a significantly higher abundance of (M + 2) pyruvate and lactate after [1,2-^13^C_2_]-glucose tracing in Q E-Cad KO cells (Fig. 2e, f). However, the flux of pyruvate transport to the mitochondria and the TCA cycle flux remained higher in Q E-Cad KO cells and was even higher than that in control Q cells (Supplementary Fig. 5d). Consistently, the OCR measurements showed that basal respiration was even higher in Q E-Cad KO cells than in control Q cells (Supplementary Fig. 5e). This result suggests that Q E-Cad KO cells are more energetic and produce ATP from both glycolysis and mitochondrial respiration. These results also suggest that E-Cad mediates the reduced glycolysis by inhibiting glycolytic enzyme expression in Q cells but not the increase in the TCA cycle and OXPHOS.

**Fig. 2:**
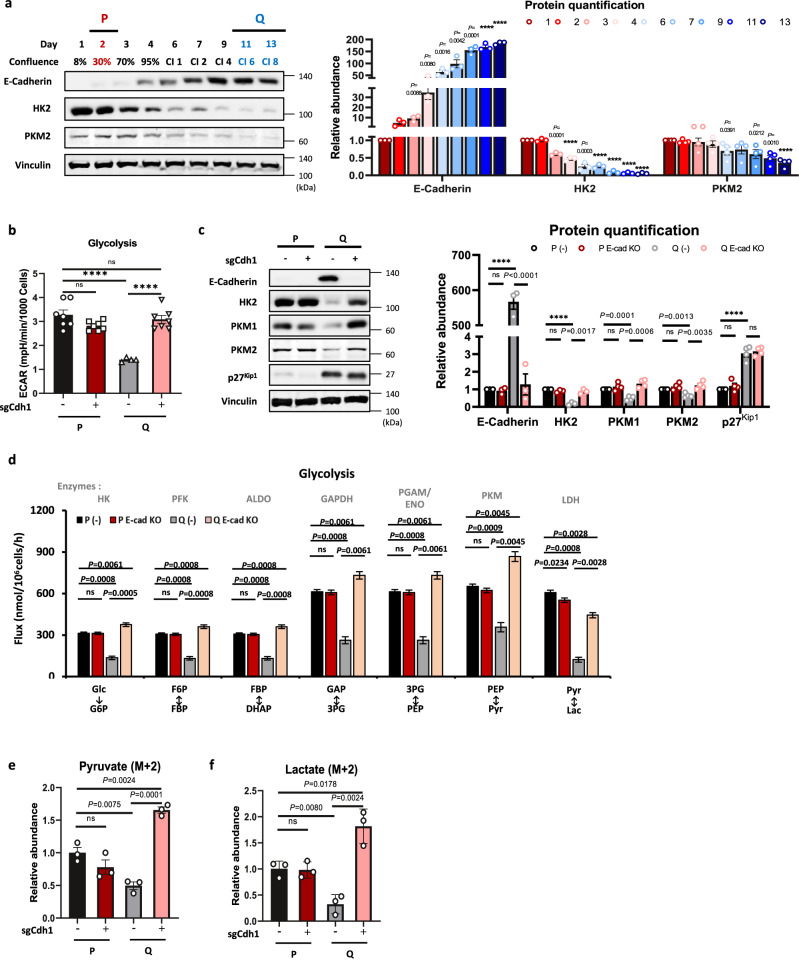
E-Cadherin and YAP regulate glycolysis during the transition from a proliferative to a quiescent state. **a** Immunoblots and protein quantification of E-cadherin, hexokinase 2 (HK2), and pyruvate kinase M2 (PKM2) in MEFs from Day 1 to Day 13. Each immunoblot is representative of three independent experiments. Values are the mean ± SEM of 3–4 biologically independent experiments. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ****P < 0.0001. **b** Glycolytic function monitored by the extracellular acidification rate (ECAR) in control or E-cadherin KO MEFs in the P and Q states. Means ± SEMs (*n* = 4–7) are shown. ns (P E-cad KO *P* = 0.0593, Q E-cad KO *P* = 0.7064), ****P < 0.0001 using unpaired two-tailed *t*-test. **c** Immunoblots and protein quantification of E-cadherin, HK2, PKM1-2, and p27^kip1^ in control or E-cadherin KO MEFs in the P and Q states. Each immunoblot is representative of 3–4 independent. Means ± SEMs of 3-4 experiments are shown. ns (E-cad *P* = 0.5084, HK2 *P* = 0.0807, PKM1 *P* = 0.2089, PKM2 *P* = 0.1437, P p27^Kip1^ *P* = 0.2581, Q p27^Kip1^ *P* = 0.6608), ****P < 0.0001 using unpaired two-tailed *t*-test. **d** Comparison of key intracellular glycolytic fluxes (estimated flux ± SD) in control or E-cadherin KO MEFs in the P and Q states. All flux fits passed the chi-square goodness-of-fit test. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ns (Glc → G6P *P* = 0.8439, F6P ↔ FBP *P* = 0.7353, FBP ↔ DHAP *P* = 0.7353, GAP ↔ 3PG *P* = 0.7151, 3PG ↔ PEP *P* = 0.7151, PEP ↔ Pyr *P* = 0.1662). **e**, **f** Relative abundance of intracellular 2x^13^C (M + 2) glycolytic metabolites (pyruvate and lactate) in control or E-cadherin KO MEFs in the P and Q states after 25 mM [1,2-^13^C_2_]-glucose labeling for 24 h. The area under the curve (AUC) was normalized to the levels of protein and internal standard. Means ± SEMs (*n* = 3) are shown. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ns (Pyruvate *P* = 0.1875, Lactate *P* = 0.1875).

E-Cad was reported to drive contact inhibition and inhibition of cell proliferation via the Hippo-dependent signaling pathway and the inhibition of yes-associated protein (YAP) activity^29,30^. The Hippo pathway negatively regulates the nuclear localization and activity of the transcriptional coactivator yes-associated protein (YAP)^31^. P cells showed an increase in nuclear YAP localization and the expression of connective tissue growth factor (CTGF), a direct YAP target gene, whereas Q cells showed less total YAP intensity, probably due to degradation of cytosolic YAP along with significantly reduced CTGF expression (Supplementary Fig. 5f–h). YAP transcriptional activity, measured by 8XGTIIC (TEAD luciferase reporter)^32^, was also significantly decreased in Q cells compared with P cells (Supplementary Fig. 5i). A similar YAP translocation pattern was observed in P versus Q primary MEFs (Supplementary Fig. 5j). 

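Fig. 3a shows 28 YAP target genes, which were tested as a list with camera against all other genes. Every one of the 28 was significantly lower in Q cells, and 16 of them fell by more than 2 on the log2 scale. The median log2 fold change was -2.20 (camera p = 9.8e-55) and -2.20 with the replicate block (camera p = 1.4e-34, mean correlation of same-numbered cultures 0.062). Upper-quartile scaling moved the median most, to -2.29. Changes ranged from -5.60 for Fosl1 to -0.33 for Tead3. Averaged per culture, the median log2 CPM of the list was 6.84 ± 0.08 (SD, n = 3) in P cells and 4.79 ± 0.01 (SD, n = 3) in Q cells. The P and Q values did not overlap (2-sided exact permutation test, p = 0.1, the smallest p that 3 cultures against 3 allow). Ccn2 (ENSMUSG00000019997), on chromosome 10 of GRCm39 from 24471333 to 24474900, was at 1681 ± 137 CPM in P cells and 204 ± 13.7 CPM in Q cells (SD, n = 3 each), a log2 fold change of -3.04 (standard error 0.06, gene-specific adjusted p = 6.6e-19 from edgeR). Ccn1 fell from 708 ± 65.1 to 157 ± 6.78 CPM and Myc from 173 ± 12.1 to 19.8 ± 0.26 CPM (SD, n = 3 each). The 19 genes of the list that act in the cell cycle had a median log2 fold change of -2.10 and the other 9 genes a median of -2.72. All genes shown in Fig. 3a fell, and its legend does not say how they were chosen. A separate list of 22 YAP target genes, which shares only Ccn1 and Ccn2 with Fig. 3a, had a median log2 fold change of -0.58, with 14 genes lower and 8 higher, and -0.58 with the replicate block. Its median per culture was 6.99 ± 0.04 log2 CPM (SD, n = 3) in P cells and 6.92 ± 0.04 log2 CPM (SD, n = 3) in Q cells (2-sided exact permutation test, p = 0.2). That median is of expression levels and need not follow the changes of single genes. In 21 of the 22 genes the P and Q values did not overlap.

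**Figure D1:**
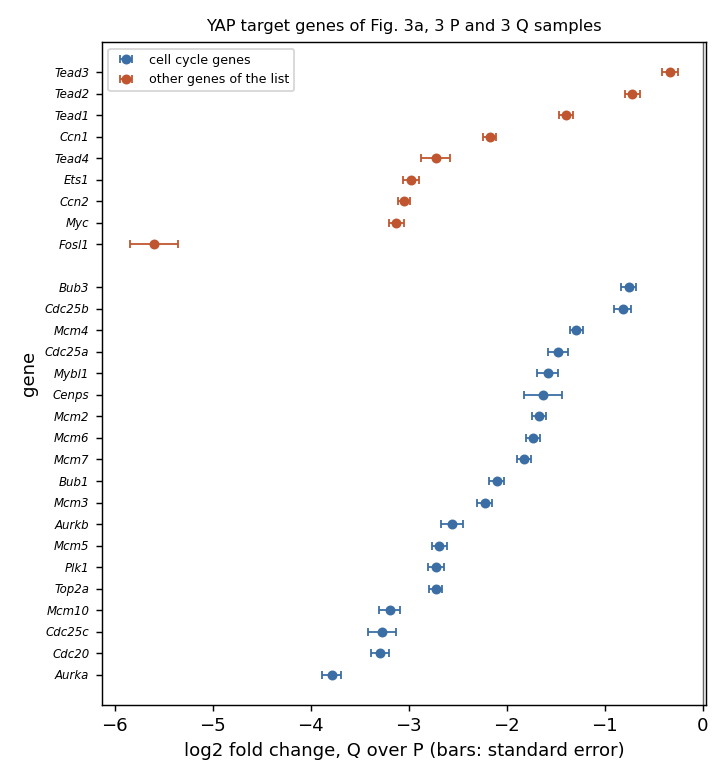
Log2 fold change (Q over P, horizontal axis) of each YAP target gene of Fig. 3a from the 3 P and 3 Q cultures, with cell cycle genes in blue and the other genes of the list in orange. Points are edgeR estimates and bars are standard errors, and all 28 points lie below 0.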

Transcriptomic analysis consistently showed that the transcription of YAP target genes was markedly reduced in Q cells (Fig. 3a). Interestingly, in Q E-Cad KO cells, the nuclear localization of YAP was significantly enhanced (Fig. 3b, c), and concomitant YAP transcriptional activity as well as the mRNA levels of YAP target genes were restored (Fig. 3d and Supplementary Fig. 6a). Interestingly, Q E-Cad KO cells were arrested in the G_1_ cell cycle phase (Supplementary Fig. 6b). Thus, although YAP activity was restored, Q E-Cad KO cells maintained their quiescent characteristics. Given that YAP is more transcriptionally active in P cells and can induce glycolytic enzyme expression^33,34^, we hypothesized that cell‒cell interactions through E-Cad control intracellular glucose metabolism by regulating YAP activity.

**Fig. 3:**
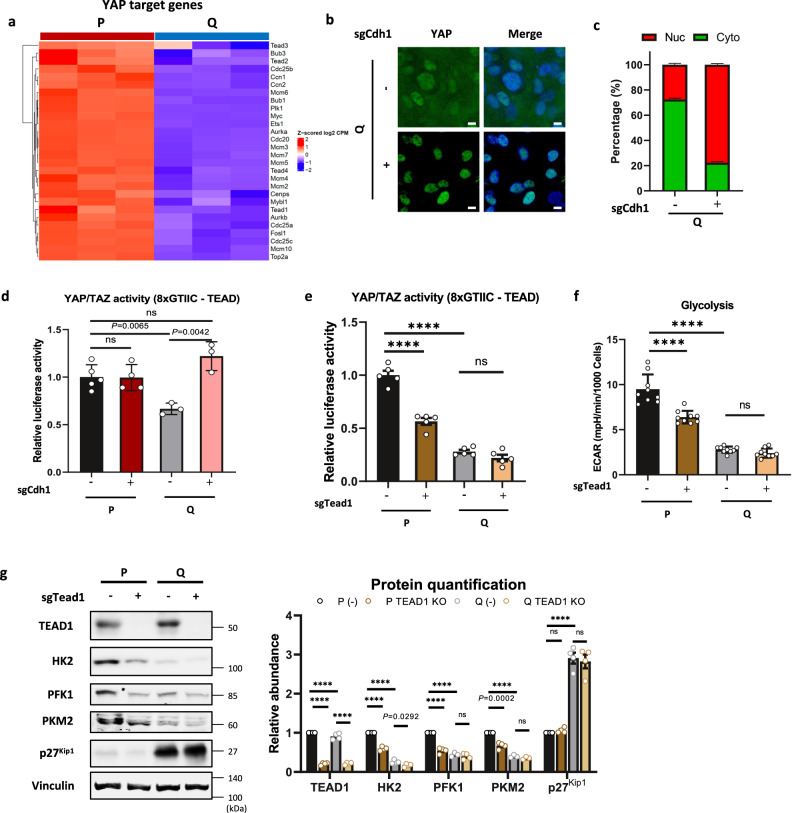
TEAD deletion attenuates YAP transcriptional activity and glycolysis in P cells. **a** Heatmap showing the expression of YAP target genes in P and Q MEFs as determined by RNA sequencing. Data represent values from three independent experiments, and Z-scored log2-fold change values are color-coded as indicated. **b**, **c** Localization analysis of YAP (green) in control or E-cadherin KO MEFs in the Q state by immunofluorescence. Hoechst 33342 (blue) was used to show the nuclei, and the scale bar size represents 10 μm. Each experiment included observation of at least 10 randomly selected fields (400× magnification). The quantified percentages (%) of nuclear (red) and cytosolic (green) YAP are indicated, and the data represent the mean ± SEM. The statistical significance of the differences was determined by two-way ANOVA; *P* < 0.0001. **d** Luciferase assays with the 8 × GTIIC-Lux reporter in control or E-cadherin KO MEFs in the P and Q states. Data are normalized to sgCdh1 (-) P cells (wild-type) and are presented as the mean ± SEM (*n* = 3–5). *P* values by unpaired two-tailed student’s *t*-test are indicated except for ns (P E-cad KO *P* = 0.9571, Q E-cad KO *P* = 0.0713). **e** Luciferase assays with the 8 × GTIIC-Lux reporter in control or TEAD1 KO MEFs in the P and Q states. Data are normalized to sgTead1 (-) P cells (wild-type) and are presented as the mean ± SEM of *n* = 5 biologically independent samples. **** *P* < 0.0001, ns *P* = 0.1242 using unpaired two-tailed *t*-test. **f** Glycolytic function monitored by extracellular acidification rate (ECAR) in control or TEAD1 KO MEFs in the P and Q states. Data are presented as the mean ± SEM of *n* ≥ 9 biologically independent samples. ****P < 0.0001, ns *P* = 0.0744 using unpaired two-tailed *t*-test. **g** Immunoblots and protein quantification of TEAD1, glycolytic enzymes, and p27^kip1^ in control or TEAD1 KO MEFs in the P and Q states. Each immunoblot is a representative of four biologically independent experiments. Values are the mean ± SEM of 3–4 biologically independent experiments. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ****P < 0.0001 and ns (PFK1 *P* = 0.4610, PKM2 *P* = 0.1934, P p27^kip1^ *P* = 0.1074, Q p27^kip1^ *P* = 0.7180). HK hexokinase, PFK1 phosphofructokinase 1, PKM2 pyruvate kinase M2. Values are the mean ± SEM of 3–4 biologically independent experiments.

To determine whether YAP is responsible for metabolic reprogramming in Q cells, we knocked out TEAD, which is required for YAP and the PDZ-binding domain (TAZ) to interact with DNA. The 8XGTIIC (TEAD luciferase reporter) activity was significantly reduced in TEAD KO cells compared with sgTead1 (-) (wild-type) cells in the P state, and the activity was even lower in both conditions in the Q state (Fig. 3e). ECAR was reduced in P cells after TEAD KO (Fig. 3f) with a concomitant decrease in the expression of the rate-limiting enzymes of glycolysis, namely, HK2, PFK1, and PKM2, at the protein and mRNA levels (Fig. 3g and Supplementary Fig. 6c). p27^Kip1^ levels were not affected in both P and Q cells by TEAD KO (Fig. 3g).

To further investigate the effect of YAP, YAP knockout MEFs were generated, followed by the exogenous expression of YAP wild-type (WT) or a constitutively active YAP mutant (5SA)^35^ (Supplementary Fig. 7a). As all possible inhibitory phosphorylation sites are mutated in YAP 5SA, it is constitutively localized to the nucleus in both P and Q cells (Supplementary Fig. 7b, c). YAP transcriptional activity was significantly reduced in Q WT cells compared with P WT cells, but its activity was even higher in both P 5SA cells and Q 5SA cells (Fig. 4a). The mRNA levels of YAP target genes were also restored in Q 5SA cells (Supplementary Fig. 7d). The measurement of ECAR showed that glycolysis was reduced in Q WT cells but markedly increased in Q 5SA cells (Fig. 4b, c). In addition, the expression of glycolytic enzymes was restored in Q 5SA cells at both the protein and mRNA levels (Fig. 4d and Supplementary Fig. 7e). We confirmed that Q 5SA cells were arrested in the G_1_ cell cycle phase with elevated p27^Kip1^ levels and BrDU-PI staining (Fig. 4d and Supplementary Fig. 7e, f). Q 5SA cells had enhanced glucose uptake and lactate excretion levels that were higher than the levels of P 5SA cells (Fig. 4e and Supplementary Data 3). ^13^C-MFA revealed that while the glycolytic flux was reduced in Q WT compared with P WT cells, it was markedly induced in Q 5SA compared with P 5SA cells (Fig. 4f, g and Supplementary Data 2).

**Fig. 4:**
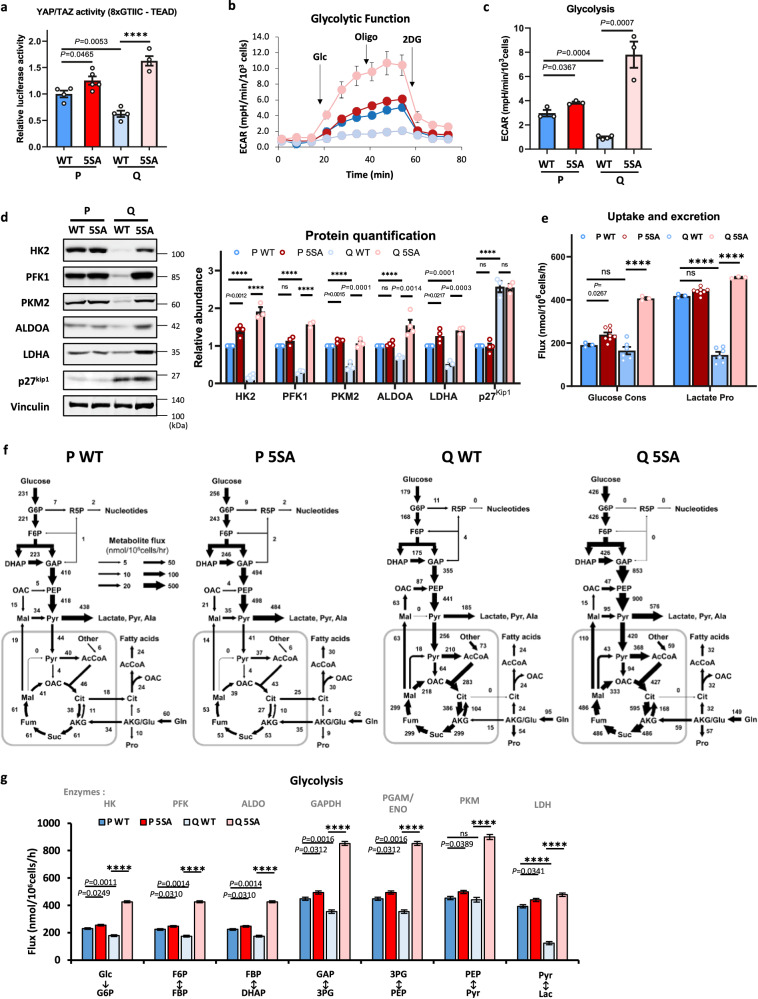
Constitutively active YAP (YAP 5SA) expression rescues YAP transcriptional activity and glycolysis in Q cells. **a** Luciferase assays with the 8×GTIIC-Lux reporter in WT and 5SA cells in the P and Q states. Data are normalized to WT P cells and are presented as the mean ± SEM of 4–5 biologically independent samples. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ****P < 0.0001. **b**, **c** The extracellular acidification rate (ECAR) and individual glycolysis parameters in WT and 5SA cells in the P and Q states. Data are presented as the mean ± SEM of 3–4 biologically independent samples. *P* values by unpaired two-tailed student’s *t*-test are indicated. Glc glucose, Oligo oligomycin, 2DG 2-deoxyglucose. **d** Immunoblots and protein quantification of glycolytic enzymes and p27^kip1^ in WT and 5SA cells in the P and Q states. Vinculin was monitored as a loading control. Representative immunoblots of four independent experiments are shown. Values are the mean ± SEM of 3-4 biologically independent experiments. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ****P < 0.0001 and ns (PFK1 *P* = 0.0667, ALDOA *P* = 0.1451, P p27^kip1^ *P* = 0.7940, Q p27^kip1^ *P* = 0.9048). HK hexokinase, PFK1 phosphofructokinase 1, PKM pyruvate kinase M, ALDOA aldolase A, LDHA lactate dehydrogenase A. **e** Comparison of the quantified key extracellular metabolic fluxes (estimated flux ± SD) in WT and 5SA cells in the P and Q states. The flux rates of glucose uptake and lactate excretion are plotted. *P* values by unpaired two-tailed student’s t-test are indicated in the figure except for ****P < 0.0001 and ns *P* values (Glucose Cons. Q WT *P* = 0.3440, Lactate Pro P 5SA *P* = 0.0557) **f** Metabolic flux maps of WT and 5SA cells in the P and Q states. The flux maps were determined using ^13^C-MFA of multiple datasets at isotopic steady state as described in Methods. **g** Comparison of key intracellular glycolytic fluxes (estimated flux ± SD) in WT and 5SA cells in the P and Q states. All flux fits passed the chi-square goodness-of-fit test. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ns *P* = 0.5742.

Interestingly, the flux to the PPP was silenced in Q 5SA cells, but the malate-to-pyruvate flux was increased almost 3-fold, probably to compensate for the reduced production of NADPH by the PPP (Fig. 4f). TCA cycle fluxes, which were markedly induced in Q WT cells, were further enhanced in Q 5SA cells (Fig. 4f and Supplementary Fig. 7g). Consistently, the basal respiration measured by the OCR was much higher in Q 5SA cells than in P cells (Supplementary Fig. 7h). These results are similar to the results obtained after the knockout of E-Cad in Q cells (Supplementary Fig. 5d, e). MPC1 and MPC2, as well as TCA cycle enzyme (IDH2 and SDHA) levels, were maintained at high levels in the Q state in all E-Cad KO, TEAD KO, and YAP 5SA cells (Supplementary Fig. 7i–k). Taken together, these results strongly indicate that in P cells, YAP elevates glycolysis by maintaining glycolytic enzyme expression, but in Q cells, YAP activity is attenuated, at least in part, by E-Cad and thus inhibits glycolytic enzyme expression and reduces glycolysis. However, the flux of pyruvate to mitochondria, the TCA cycle flux, and mitochondrial respiration remained elevated as well as the reversed MDH1 flux in Q cells regardless of YAP activity.

### The NAD^+^/NADH ratio is elevated in quiescent cells compared with proliferating cells largely because of elevated complex I activity

We found that the whole-cell NAD^+^/NADH ratio and cytosolic NAD^+^/NADH ratio were higher and that mitochondrial NADH was lower in Q cells than in P cells (Fig. 5a–c). In addition to the high level of malate derived from mitochondria, the high cytosolic NAD^+^/NADH ratio in Q cells could also contribute to the reversal of the MDH1 flux (from malate to oxaloacetate), as the reversal reaction could be driven by the relatively high level of NAD^+,^^36^. Immunoblotting analysis showed that the MDH1 protein level was elevated in Q cells (Fig. 5d), which is consistent with the significantly higher absolute flux rate of malate to oxaloacetate (Fig. 1e). Given that aerobic glycolysis reflects increased cell demand for NAD^+,^^37^, the higher cytosolic NAD^+^/NADH ratio in Q cells could be explained, at least in part, by the lower demand for NAD^+^ in Q cells compared to highly glycolytic P cells. Indeed, increasing NAD^+^ in the cytosol by stable expression of cytoLbNOX elevated glycolysis only in P cells (Fig. 5e, f). However, an increase in mitochondrial NAD^+^ by mitoLbNOX expression did not affect glycolysis in either P or Q cells. Surprisingly, we found that glycerol 3-phosphate dehydrogenase 1 (GPD1), which converts DHAP to glycerol 3-phosphate (G3P), was markedly elevated in Q cells (Supplementary Fig. 8a). Since GPD1 converts DHAP to G3P in a reaction that generates NAD^+^, its high expression in Q cells could also contribute to the higher cytosolic NAD^+^/NADH ratio.

**Fig. 5:**
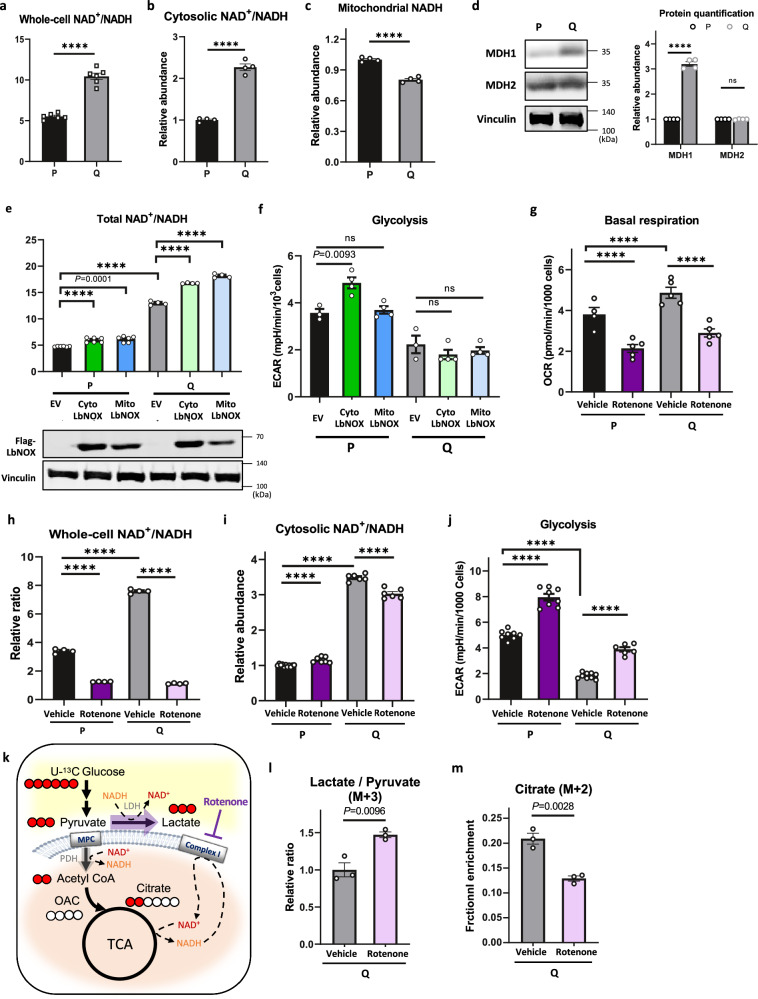
The NAD^+^/NADH ratio is elevated in Q cells compared with P cells because of elevated complex I activity. **a** Whole-cell NAD^+^/NADH ratio of P and Q MEFs. Data are presented as the mean ± SEM of 6 biologically independent samples. ****P < 0.0001 using unpaired two-tailed *t*-test. **b** Cytosolic NAD^+^/NADH ratio of P and Q MEFs measured by the pMOS023: Peredox NADH/NAD^+^ sensor (cytosolic) using flow cytometry. The mean MFI was calculated based on 4 biologically independent experiments. Data are presented as the mean ± SEM. ****P < 0.0001 using unpaired two-tailed *t*-test. **c** The relative abundance of mitochondrial NADH in P and Q MEFs measured by the pC1-mitoRexYFP sensor using flow cytometry. The mean MFI was calculated based on 4 biologically independent experiments. Data are presented as the mean ± SEM. **** *P* < 0.0001 using unpaired two-tailed *t*-test. **d** Immunoblots and protein quantification of MDH1 and MDH2 in P and Q MEFs. Values are the mean ± SEM of 4 biologically independent experiments. ****P < 0.0001, ns *P* = 0.3892 using unpaired two-tailed *t*-test. **e** The whole-cell NAD^+^/NADH ratio in either empty vector (EV), cytosolic (Cyto) or mitochondrial (Mito) LbNOX-expressing P or Q MEFs. Representative immunoblots confirm Flag-tagged LbNOX expression. Data are presented as the mean ± SEM of 4-6 independent experiments. *P* value by unpaired two-tailed student’s *t*-test is indicated except for ****P < 0.0001. **f** Glycolysis measured by the extracellular acidification rate (ECAR) in EV-, CytoLbNOX-, and MitoLbNOX-expressing cells in P and Q MEFs. Data are presented as the mean ± SEM of 3–4 biologically independent samples. *P* value by unpaired two-tailed student’s *t*-test is indicated except for ns (P MitoLbNOX *P* = 0.5999, Q CytoLbNOX *P* = 0.3209, Q MitoLbNOX *P* = 0.5020). **g** Basal respiration measured by oxygen consumption rate (OCR) of P and Q MEFs cultured in vehicle or 0.2 μM rotenone for 24 h. Values are the mean ± SEM of 4–5 independent experiments. ****p < 0.0001 using unpaired two-tailed *t*-test. **h** The whole-cell NAD^+^/NADH ratio in P or Q MEFs cultured in vehicle or 0.2 μM rotenone for 24 h. Data are presented as the mean ± SEM of 4 biologically independent samples. ****P < 0.0001 using unpaired two-tailed *t*-test. **i** The cytosolic NAD^+^/NADH ratio in P or Q MEFs cultured in vehicle or 0.2 μM rotenone for 24 h. Data are presented as the mean ± SEM of 6 biologically independent samples. ****P < 0.0001 using unpaired two-tailed *t*-test. **j** Glycolysis measured by the extracellular acidification rate (ECAR) of P and Q MEFs cultured in vehicle or 0.2 μM rotenone for 24 h. Data are presented as the mean ± SEM of 6–8 biologically independent samples. ****P < 0.0001 using unpaired two-tailed *t*-test. **k** Simplified schematic of the ^13^C labeling patterns of metabolites in glycolysis and the TCA cycle with [U-^13^C] glucose tracing (Created with Biorender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license). Red fills indicate ^13^C-labeled carbons. The mitochondrial pyruvate carrier (MPC) and Complex I are depicted on the mitochondrial membrane. **l** Relative ratio of (M + 3) lactate and pyruvate after 25 mM [U-^13^C] glucose labeling in Q MEFs cultured with vehicle or 0.2 μM rotenone for 24 h. Means ± SEMs (*n* = 3) are shown. *P* value by unpaired two-tailed student’s *t*-test is indicated. **m** Relative abundance of intracellular (M + 2) citrate after 25 mM [U-^13^C] glucose labeling in Q MEFs cultured with vehicle or 0.2 μM rotenone for 24 h. Means ± SEMs (*n* = 3) are shown. *P* value by unpaired two-tailed student’s *t*-test is indicated.

Given that Q cells have higher mitochondrial membrane potential (ΔΨ_m_) and basal respiration than those of P cells (Fig. 1g–j), we hypothesized that complex I activity could also be higher in Q cells and may have contributed to the increase in both the mitochondrial and whole-cell NAD^+^/NADH ratios. To determine that, we pharmacologically inhibited complex I. As expected, basal respiration was significantly attenuated following complex I inhibition (Fig. 5g). Inhibition of complex I with either rotenone or metformin significantly decreased the whole-cell NAD^+^/NADH ratio (Fig. 5h, Supplementary Fig. 8b). Complex I inhibition also significantly increased mitochondrial NADH and markedly decreased the mitochondrial membrane potential (ΔΨ_m_) (Supplementary Fig. 8c–e). Taken together, these results suggest that hyperactive complex I in Q cells contributes to the higher whole-cell NAD^+^/NADH ratio in Q cells. Interestingly, in contrast to the whole-cell NAD^+^/NADH ratio, the cytosolic NAD^+^/NADH ratio was slightly elevated in P cells and was only slightly reduced in Q cells after complex I inhibition (Fig. 5i). This response is probably to support the elevated glycolysis after the inhibition of complex I in both P and Q cells (Fig. 5j). Indeed, glucose consumption was significantly increased even in Q cells by complex I inhibition (Supplementary Fig. 8f). A [U-^13^C] glucose tracing experiment revealed that the conversion of pyruvate to lactate by lactate dehydrogenase (LDH) was significantly enhanced by complex I inhibition in Q cells (Fig. 5k, l). Instead, the fractional enrichment of citrate (M + 2) was significantly reduced (Fig. 5m). Given that LDH generates cytosolic NAD^+^ as a byproduct and pyruvate dehydrogenase (PDH) consumes mitochondrial NAD^+^ (Fig. 5k), these results suggest that when mitochondrial NAD^+^ demand is increased by complex I inhibition, pyruvate is shunted to lactate instead of being metabolized in mitochondria.

### ME1 flux is suppressed in quiescent cells, whereas malate dehydrogenase 1 (MDH1) flux is reversed and elevated and phosphoenolpyruvate carboxykinase 1 (PCK1) flux is elevated

Interestingly, the ME1-mediated flux was diminished in Q cells (0 nmol/10^6^ cells/h; from malate (Mal.c) to pyruvate (Pyr.c)), while it was active in P cells (31.6 nmol/10^6^ cells/h) (Fig. 1e). The reduction in ME1-mediated flux cannot be explained by the reduced expression of ME1, as its expression level was similar in P and Q cells (Fig. 6a). The discrepancy between enzyme expression levels and metabolic flux by ME1 led us to assess whether there is any posttranslational modification regulating ME1 activity. As was previously reported, ACAT1-mediated K337 acetylation leads to ME1 dimerization and activation, and SIRT6-mediated K337 deacetylation leads to ME1 monomerization and deactivation (Fig. 6b)^38^. Therefore, to assess the multimerization of ME1, we treated both P and Q cells with bis(sulfosuccinimidyl)suberate (BS^3^), a water-soluble compound that has previously been used in the cross-linking of proteins^39^. Interestingly, treatment with BS^3^ resulted in the cross-linking of dimers in P cells but not in Q cells (Fig. 6c).

**Fig. 6:**
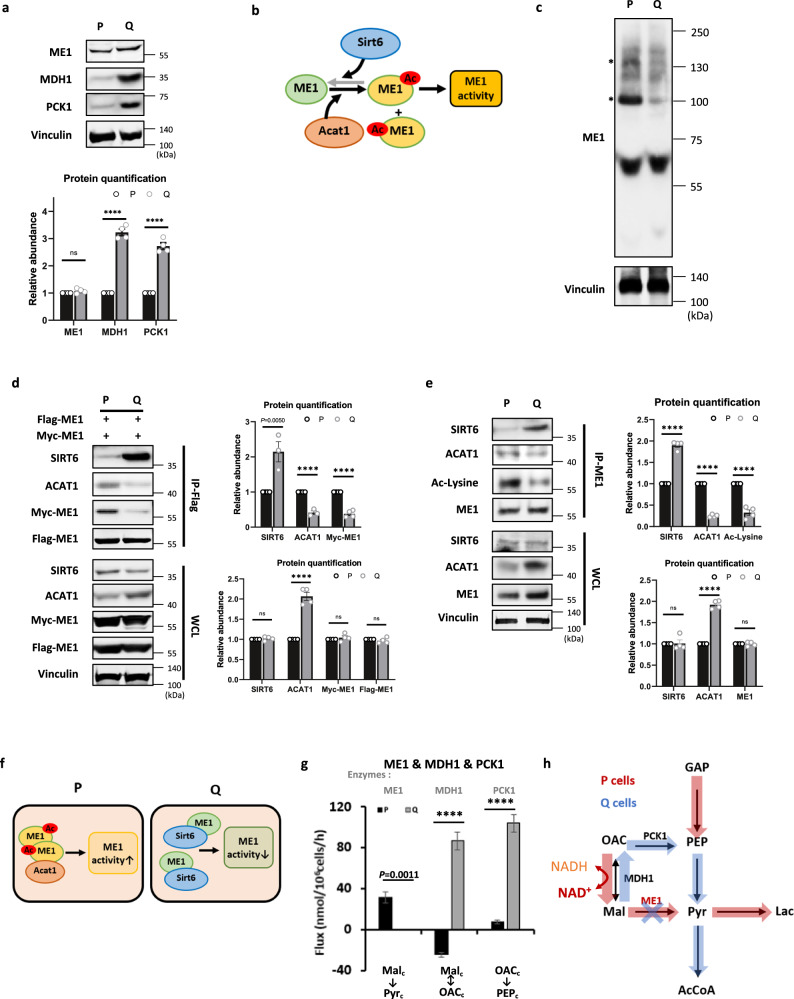
ME1 dimerization and ME1-mediated flux are suppressed, whereas the fluxes through MDH1 and PCK1 are elevated in Q cells. **a** Immunoblots and protein quantification of ME1, MDH1, and PCK1 in P and Q MEFs. Vinculin was used as a loading control. Values are the mean ± SEM of 4 biologically independent experiments. ns *P* = 0.1412, ****P < 0.0001 using unpaired two-tailed *t*-test. ME1 malic enzyme 1, MDH1 malate dehydrogenase 1, PCK1 phosphoenolpyruvate carboxykinase 1. **b** Schematic of ME1 acetylation by ACAT1 and deacetylation by SIRT6. **c** BS^3^ cross-linking assay in P and Q MEFs. After the addition of BS^3^, shifted bands that indicated protein–protein cross-linking could be seen; the shifted bands are marked with an asterisk. Representative data from six independent experiments are presented. **d** Coimmunoprecipitation (Co-IP) assay shows that ME1 dimerization is enhanced in P cells. Both Flag-tagged ME1 and Myc-tagged ME1 were expressed in MEFs, and the extracts were subjected to Co-IP with an anti-Flag tag antibody. Both immunoprecipitates with Flag (IP-Flag) and whole-cell lysates (WCL) were analyzed by Western blotting and protein quantification with means ± SEMs (*n* = 3–4) are shown. *P* value by unpaired two-tailed student’s *t*-test is indicated in the figure except for ****P < 0.0001 and ns (SIRT *P* = 0.4538, Myc-ME1 *P* = 0. 3851, Flag-ME1 *P* = 0.3780). **e** Co-IP assay shows that ME1 acetylation is enhanced in P cells. Extracts were subjected to Co-IP with the anti-ME1 antibody. Both immunoprecipitates with endogenous ME1 (IP-ME1) and whole-cell lysates (WCL) were analyzed by Western blotting and protein quantification with means ± SEMs (*n* = 3–4) are shown. ****P < 0.0001 and ns (SIRT *P* = 0.9095, ME1 *P* = 0.8684) using unpaired two-tailed *t*-test. **f** Schematic of ME1 acetylation and dimerization in P and Q MEFs. **g** Comparison of the quantified ME1-, MDH1-, and PCK1-mediated fluxes (estimated flux ± SD) in P and Q MEFs. P cells are shown in black bars, and Q cells are shown in gray bars. All flux fits passed the chi-square goodness-of-fit test. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ****P < 0.0001. **h** Schematic of ME1-, MDH1- and PCK1-mediated fluxes in P and Q MEFs.

We recapitulated these results by expressing Flag-tagged and Myc-tagged ME1 followed by coimmunoprecipitation (Co-IP) with anti-Flag antibodies, which showed impaired dimerization with Myc-tagged ME1 in Q cells (Fig. 6d). The reduced dimerization of ME1 in Q cells is associated with increased binding of ME1 to SIRT6 and decreased binding to ACAT1 (Fig. 6d). In addition, acetylation of ME1, likely mediated by ACAT1, was higher in P cells than in Q cells (Fig. 6e). These data suggest that induced SIRT6-mediated deacetylation and reduced ACAT1-mediated acetylation result in decreased ME1 dimerization and activity in Q cells (Fig. 6f). The reaction catalyzed by ME1, which also generates NADPH, might be suppressed in Q cells because they may not require high NADPH levels, and NADPH generated by the PPP in these cells might be sufficient. Indeed, both cytosolic NADPH and NADP^+^ levels measured by the iNap1 sensor^40^ were significantly lower in Q cells than in P cells, and the cytosolic NADP^+^/NADPH ratio was higher in Q cells (Supplementary Fig. 9a–c). Interestingly, although the glycolytic fluxes were reduced in Q cells, the PPP flux was not reduced. Since the major source of NADPH in Q cells is the PPP, it could explain previous results showing that Q cells are sensitive to the inhibition of the PPP^12^.

The ^13^C-MFA also revealed that P cells and Q cells have an opposite direction of net malate dehydrogenase 1 (MDH1)-mediated flux, which is typically considered reversible^36^; while P cells have a downward flux from oxaloacetate to malate (OAC.c → Mal.c, 24.4 nmol/10^6^ cells/h), Q cells have a significantly upregulated upward flux from malate to oxaloacetate (Mal.c → OAC.c, 86.6 nmol/10^6^ cells/h) (Figs. 1e and 6g, h and Supplementary Data 2). As indicated above, this could be explained by the high levels of malate derived from mitochondria (Mal.m → Mal.c), by the relatively high level of cytosolic NAD^+^, and by the upregulated MDH1 expression in Q cells (Figs. 1e, 5b, 6a and Supplementary Fig. 9d). In addition, the relatively low levels of cytosolic OAC (OAC.c) derived from mitochondria in Q cells compared to P cells (Fig. 1e and Supplementary Fig. 9e) could also contribute to the upward flux from malate to oxaloacetate (Mal.c → OAC.c) in Q cells. Indeed, the major source of OAC.c in P cells was cytosolic citrate (Cit.c), the majority of which seemed to be derived from mitochondria (Cit.m) (Fig. 1e and Supplementary Fig. 9f). However, in Q cells, OAC.c was mainly produced from cytosolic malate (Mal.c) by enhanced MDH1 flux (Fig. 6g–h); in contrast, OAC.c derived from Cit.c was suppressed probably caused by the diminished flux from Cit.m to Cit.c (Fig. 1e and Supplementary Fig. 9f).

The phosphoenolpyruvate carboxykinase 1 (PCK1)-mediated flux was significantly increased in Q cells (104 nmol/10^6^ cells/h; from OAC.c to phosphoenolpyruvate (PEP.c)) compared with P cells (7.4 nmol/10^6^ cells/h) (Figs. 1e and 6g, h). This is mediated by the high level of OAC.c generated by MDH1 and by the induced expression of PCK1 (Fig. 6a). Consequently, PEP.c is produced at high levels, independent of glycolysis, to generate sufficient pyruvate that is shuttled to mitochondria. Collectively, these results suggest that, through the upregulation of MDH1 (reversed) and PCK1 fluxes, Q cells recycle malate derived from the TCA cycle (Mal.m) and regenerate pyruvate in cytosol (Pyr.c). This process additionally facilitates the TCA cycle and mitochondrial respiration.

### Quiescent cells suppress the malate-aspartate shuttle (MAS), whereas proliferating cells are dependent on it for cell proliferation

To maintain a high cytosolic NAD^+^/NADH ratio necessary for sustained active glycolysis, highly glycolytic cells employ several strategies. Firstly, these cells activate lactate dehydrogenase (LDH), utilizing NADH to catalyze the reduction of pyruvate to lactate, thereby replenishing the NAD^+^ pool^41^. Alternatively, NADH electrons in the cytosol can be transferred to the mitochondria via the malate-aspartate shuttle (MAS) and the glycerol 3-phosphate shuttle (G3PS). These shuttles rely on specific cytosolic enzymes, namely malate dehydrogenase 1 (MDH1) and glycerol 3-phosphate dehydrogenase 1 (GPD1), respectively^42,43^.

Since glycolytic activity was decreased, the reaction catalyzed by MDH1 is reversed, and the major source of cytosolic malate (Mal.c) is exported from mitochondria (Mal.m) in Q cells (Figs. 1c–e and 6g and Supplementary Fig. 9d), we expected that the MAS may not play a role in regulating the NAD^+^/NADH ratio in Q cells. Indeed, Q cells show reduced expression of SLC25A11 (also known as oxoglutarate carrier, OGC) and SLC25A13 (aspartate-glutamate carrier, AGC), which are transporters involved in the MAS (Fig. 7a, b). Consistently, when we treated cells with the MAS inhibitor aminooxyacetic acid (AOA)^44^ or deleted SLC25A11, we found that it significantly reduced the cytosolic NAD^+^/NADH ratio and mitochondrial NADH only in P cells (Fig. 7c–e and Supplementary Fig. 10a). These results show that P cells are more dependent on the MAS than are Q cells for NAD^+^/NADH homeostasis.

**Fig. 7:**
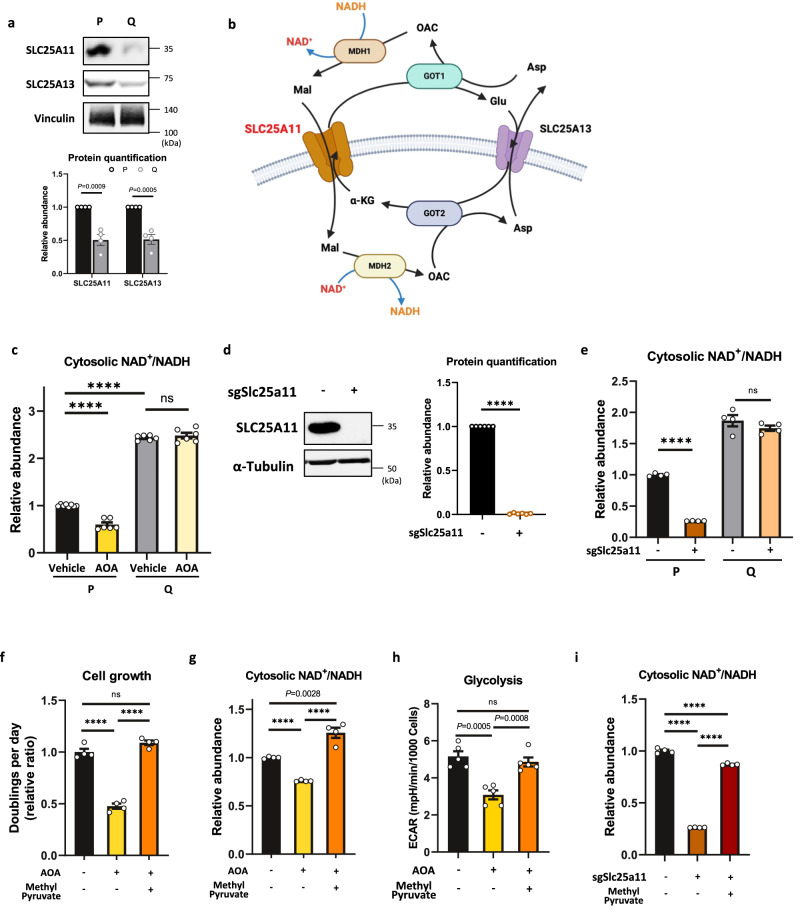
Quiescent cells suppress the malate-aspartate shuttle (MAS), whereas proliferating cells are dependent on it for cell proliferation. **a** Immunoblots and protein quantification of SLC25A11 and SLC25A13 in P and Q MEFs. Vinculin was monitored as a loading control. Representative immunoblot is shown. Values are the mean ± SEM of 4 biologically independent experiments. *P* values by unpaired two-tailed student’s *t*-test are indicated. **b** The schematic of malate-aspartate shuttle (MAS) (created with Biorender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license). MDH malate dehydrogenase, GOT glutamic-oxaloacetic transaminase, SLC25A11 solute carrier family 25 member 11. **c** The cytosolic NAD^+^/NADH ratio of P and Q MEFs cultured in vehicle or 2 mM AOA for 24 h measured by the pMOS023: Peredox NADH/NAD^+^ sensor (cytosolic) using flow cytometry. Values are the mean ± SEM of 6 biologically independent experiments. ****P < 0.0001 and ns *P* = 0.4623 using unpaired two-tailed *t*-test. **d** Immunoblot and protein quantification of SLC25A11 in MEFs. α-Tubulin was monitored as a loading control. Each immunoblot is representative of 6 biologically independent experiments. Values are the mean ± SEM of 6 biologically independent experiments; ****P < 0.0001 using unpaired two-tailed *t*-test. **e** The cytosolic NAD^+^/NADH ratio of P and Q MEFs with or without SLC25A11 deletion. The ratios are measured by the pMOS023: Peredox NADH/NAD ^+^sensor (cytosolic) using flow cytometry. Values are the mean ± SEM of 4 biologically independent experiments. ****P < 0.0001, ns *P* = 0.2711 using unpaired two-tailed *t*-test. **f** Proliferation rates of P MEF cells cultured in vehicle or 2 mM AOA or AOA + 4 mM methyl pyruvate for 24 h. The relative ratio of doublings per day is presented as the mean ± SEM of 4 biologically independent samples. ****P < 0.0001, ns *P* = 0.0605 using unpaired two-tailed *t*-test. **g** The cytosolic NAD^+^/NADH ratio of P cells cultured in vehicle or 2 mM AOA or AOA + 4 mM methyl pyruvate for 24 h. Data are presented as the mean ± SEM of 4 biologically independent samples. *P* value by unpaired two-tailed student’s *t*-test is indicated except for ****P < 0.0001. **h** Glycolysis measured by the extracellular acidification rate (ECAR) in P cells cultured in vehicle or 2 mM AOA or AOA + 4 mM methyl pyruvate for 24 h. Data are presented as the mean ± SEM of 5 biologically independent samples. *P* values by unpaired two-tailed student’s *t*-test are indicated except for ns *P* = 0.4414. **i** The cytosolic NAD^+^/NADH ratio of P MEFs with or without SLC25A11 deletion and cultured in vehicle or 4 mM methyl pyruvate for 24 h. Data are presented as the mean ± SEM of 4 biologically independent samples. ****P < 0.0001 using unpaired two-tailed *t*-test.

Interestingly, MAS inhibition significantly slowed the proliferation of P cells (Fig. 7f). As MAS inhibition reduced glycolysis in both P and Q cells (Supplementary Fig. 10b), we hypothesized that the delayed cell growth by MAS inhibition was due to the reduced cytosolic NAD^+^/NADH ratio, which can slow glycolysis. Therefore, we supplemented the cells with cell-permeable pyruvate to upregulate cytosolic NAD^+^ by LDH-mediated flux (from pyruvate to lactate). Indeed, pyruvate supplementation rescued the proliferation, cytosolic NAD^+^/NADH ratio, and glycolysis (Fig. 7f–i). These data suggest that satisfying cytosolic NAD^+^ demand is critical for optimal levels of glycolysis and proper cell growth in P cells.

### Transcriptomic reprogramming in the transition from a proliferative to a quiescent state

The transcriptomic analysis showed that Q cells were transcriptionally active, and surprisingly, large number of genes were elevated; among 13,022 significantly differentially expressed genes, 7131 genes were upregulated, and 5891 genes were downregulated in Q cells (Supplementary Data 1). The heatmap, using stricter filtering criteria (q 2), shows that out of 3319 genes, 2478 were upregulated and 841 were downregulated in Q cells (Supplementary Fig. 1a). From a total of 1251 Reactome pathway database gene sets considered, 28 were upregulated and 240 were downregulated in Q/P (FDR ≤ 0.05). 

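At an adjusted p of 0.05 or less in fgsea, 47 of the Reactome sets tested were higher and 441 were lower in Q cells. With the replicate block, 42 sets were higher and 441 lower, and same-numbered cultures had a mean correlation of 0.062. The weighted statistic moved the lower count most, to 251, with 40 sets higher. Ranking genes by the signed root of the quasi-likelihood F statistic moved the higher count most, to 122, with 489 sets lower. The camera test gave 54 higher and 352 lower sets. The division into P and Q cultures gave 488 changed sets in total, and the 9 other divisions of the 6 cultures into groups of 3 gave between 463 and 497 by the same procedure. Each other division sets 2 cultures of one state and 1 of the other against the rest, so its order of genes keeps part of the difference between P and Q cells. Similar numbers of sets were therefore likely, and they are no evidence for or against an accidental grouping.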

The top 30 down- and 28 upregulated gene sets by significance are shown (Supplementary Fig. 1b). 

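The Reactome set of extracellular matrix organization, with 241 genes tested, had a normalized enrichment score of 2.99 in Q cells (adjusted p = 0.00154 from fgsea). With the replicate block its score was 2.84, with a mean correlation of 0.062 between same-numbered cultures. Of its genes, 132 were significantly higher and 49 significantly lower in Q cells, and the median log2 fold change was 0.97. The set of collagen formation, with 68 genes, had a score of 2.80 (2.76 with the block) and a median log2 fold change of 1.60. In camera the p-values of these sets were 1.6e-15 and 1.1e-20.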

Upregulated gene sets were related to extracellular matrix (ECM) formation and interactions (Supplementary Fig. 1b). 

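Among the matrix sets named here, collagen biosynthesis and modifying enzymes (57 genes) had the highest score in fgsea, 3.12. With the replicate block it was again highest, at 3.11, where same-numbered cultures had a mean correlation of 0.062. With the genes kept by filterByExpr, extracellular matrix organization scored higher, 4.25 against 4.17. In the set of collagen biosynthesis and modifying enzymes 44 genes were significantly higher and 5 significantly lower in Q cells. The set of ECM proteoglycans (62 genes) scored 2.49, with 40 genes higher and 11 lower. Molecules associated with elastic fibres (35 genes) scored 1.81 (adjusted p = 0.0233). This set did not pass 0.05 in 4 of the 6 fits that each left out a culture, where the adjusted p was at most 0.142. Keratan sulfate biosynthesis (26 genes) scored 1.49 and did not pass (adjusted p = 0.104 from fgsea, and 0.104 with the block). It passed with the weighted statistic (adjusted p = 0.0121), with the genes kept by filterByExpr (adjusted p = 0.0493) and with the signed root of the F statistic (adjusted p = 0.00217). In keratan sulfate biosynthesis 13 genes were significantly higher and 3 lower in Q cells, with a camera p of 2.8e-09. The collection used has no set of collagen chain trimerization, so that set was not analysed here.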

Specifically, gene sets associated with collagen biosynthesis and modifying enzymes, collagen trimerization, ECM proteoglycans, keratin sulfate biosynthesis and molecules associated with elastic fibers were significantly upregulated in Q cells. On the other hand, downregulated gene sets included those associated with cell cycle checkpoints, M phase, DNA replication and repair and S phase (Supplementary Fig. 1b). 

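The Reactome set of M phase, with 234 genes tested, had a normalized enrichment score of -7.92 in Q cells (adjusted p = 0.00154 from fgsea) and of -7.86 with the replicate block, with a mean correlation of 0.062 between same-numbered cultures. In it 185 genes were significantly lower and 20 significantly higher, and the median log2 fold change was -1.04. With the weighted statistic the M phase set scored -3.31, with an adjusted p of 0.0597 from fgsea. The smallest p open to this set under that statistic was not recorded, so this p does not show a weak decrease. The camera p of the set was 8.4e-50. The S phase set, with 119 genes, scored -5.49, with 92 genes lower and 13 higher. DNA replication, with 100 genes, scored -5.69 and had 82 genes lower and 10 higher. DNA repair, with 136 genes, scored -4.87 and had 89 genes lower and 19 higher, with a median log2 fold change of -0.59.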

Among the genes that were suppressed at the mRNA level in Q cells are YAP target genes (Fig. 3a), G_2_M checkpoint-related genes (Supplementary Fig. 1b–d), and glycolysis-related genes (Supplementary Fig. 2f, g). Interestingly, some genes are regulated by posttranscriptional mechanisms. For example, GPD1, which is markedly upregulated at the protein level in Q cells (Supplementary Fig. 8a), did not appear to be upregulated at the mRNA level (Supplementary Data 1). 

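The gene Gpd1 (ENSMUSG00000023019), which encodes the cytosolic glycerol-3-phosphate dehydrogenase, lies on chromosome 15 of GRCm39 from 99615396 to 99622893. It had 13, 5 and 18 counts in the P cultures and 40, 44 and 21 counts in the Q cultures. This was 0.76 ± 0.32 CPM (SD, n = 3) in P cells and 2.12 ± 0.52 CPM (SD, n = 3) in Q cells. The log2 fold change was 1.43 (standard error 0.36, adjusted p = 1.5e-04 and gene-specific adjusted p = 0.00118 from edgeR's quasi-likelihood test). With the replicate block it was 1.43 (adjusted p = 1.1e-04, mean correlation of same-numbered cultures 0.062). When single cultures were left out it stayed between 1.19 and 1.74. The P and Q values did not overlap, and at these counts the size of the change is known only roughly. On the opposite strand Gpd1 overlaps Gm16537, a transcript at 0.145 CPM in P cells and 0.278 CPM in Q cells.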

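Slc25a11 (ENSMUSG00000014606), the gene of the mitochondrial oxoglutarate carrier, lies on chromosome 11 of GRCm39 from 70524697 to 70538305. Its expression was 31.8 ± 0.93 CPM (SD, n = 3) in P cells and 38.1 ± 3.96 CPM (SD, n = 3) in Q cells. The log2 fold change was 0.27 (standard error 0.09, adjusted p = 0.00704 and gene-specific adjusted p = 0.00514 from edgeR), and 0.26 with the replicate block (adjusted p = 0.00823, mean correlation of same-numbered cultures 0.062). It remained positive in every setting but did not pass 0.05 with upper-quartile scaling (adjusted p = 0.0913), without Q replicate 1 (adjusted p = 0.118) or without Q replicate 2 (adjusted p = 0.0900). Slc25a11 overlaps Rnf167 on the opposite strand, which rose from 8.19 to 33.6 CPM. The paper's text does not say whether reads were counted by strand, which leaves open how reads in the shared stretch were assigned.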

SLC25A11, which is downregulated at the protein level in Q cells (Fig. 7a), did not appear to be downregulated at the mRNA level (Supplementary Data 1).

### Active mitochondrial metabolism supports extracellular matrix (ECM) biosynthesis in quiescent cells

To understand whether the metabolic changes we observed are required for quiescence, we revisited the transcriptomic analysis encompassing the entire gene expression spectrum. As previously highlighted, GSEA identified ECM formation and interactions as significantly enriched pathways in Q cells (Supplementary Fig. 1b). *De-novo* mRNA translation and secretion of ECM proteins requires ATP, which is generated by the marked increase of OXPHOS in quiescent cells. In addition to ATP production, the TCA cycle generates essential metabolites for macromolecule synthesis^45^, with amino acid metabolism particularly reliant on mitochondrial enzymes^46^. 

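Fig. 8a shows 38 collagen genes, of which 35 were significantly higher and 3 significantly lower in Q cells. The 3 lower genes were Col18a1 (log2 fold change -0.84), Col4a3 (-1.28) and Col7a1 (-3.41). The median log2 fold change of the list was 2.60 (camera p = 1.6e-32) and 2.56 with the replicate block (camera p = 7.1e-20, mean correlation of same-numbered cultures 0.062). The list moved most without P replicate 2, to a median of 2.45. With the block, 33 of the 35 higher genes passed, without Col25a1 (adjusted p = 0.191 from edgeR) and Col6a6 (adjusted p = 0.067). In DESeq2, 32 of the 35 passed. The annotation holds 44 collagen genes with counts, and the 6 that Fig. 8a leaves out are those that did not pass the threshold. The legend does not say how the 38 were chosen, so the list may be a selection on these same data. Over all 44 genes the median log2 fold change was 2.48. Together the listed genes held 1.25% of the counts of P cultures and 5.21% of the counts of Q cultures. Per culture, the median log2 CPM of the list was 2.22 ± 0.21 (SD, n = 3) in P cells and 5.05 ± 0.06 (SD, n = 3) in Q cells (2-sided exact permutation test, p = 0.1, the smallest p possible). Col1a1 (ENSMUSG00000001506), on chromosome 11 of GRCm39 from 94827050 to 94843868, rose from 2578 ± 254 to 9629 ± 102 CPM (SD, n = 3 each), a log2 fold change of 1.90 (standard error 0.06, gene-specific adjusted p = 8.0e-16 from edgeR). Col3a1 rose 31.4-fold and Col8a1 21.0-fold. In 10 genes of the list every P culture had 3 counts or fewer, so their folds are given here as lower bounds. Col14a1 had 2, 1 and 1 counts in the P cultures and was at least 275-fold higher in Q cells. Col9a1 was at least 39.0-fold and Col23a1 at least 16.9-fold higher.

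**Figure D2:**
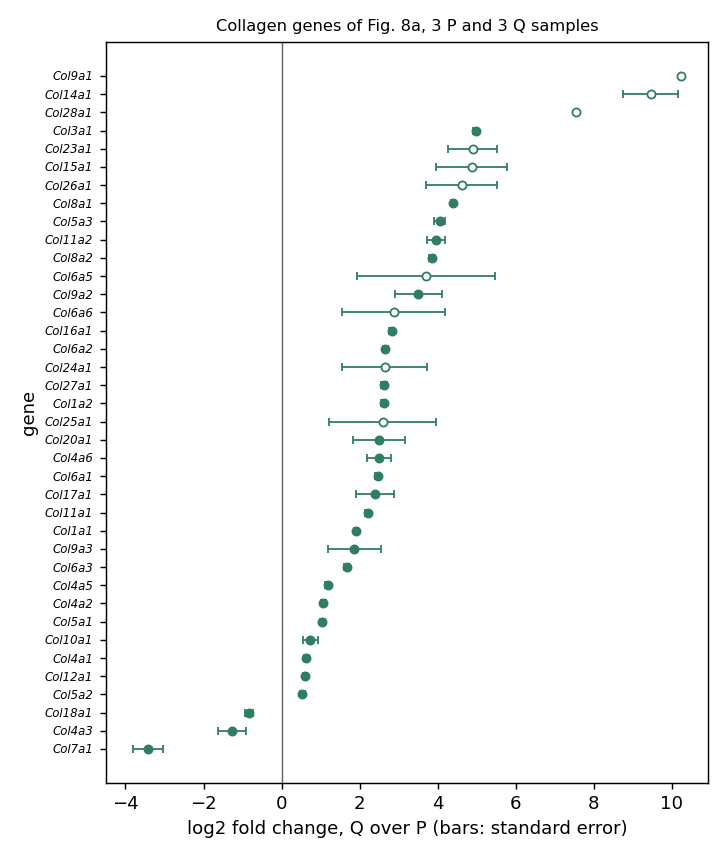
Log2 fold change (Q over P, horizontal axis) of each collagen gene of Fig. 8a from the 3 P and 3 Q cultures. Points are edgeR estimates and bars are standard errors, except for Col9a1 and Col28a1, which had 0 counts in P cultures and have no standard error. Open points mark the 10 genes with 3 counts or fewer in every P culture, and the 3 points below 0 are Col18a1, Col4a3 and Col7a1.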

The expression of genes associated with the collagen family, a key ECM component^47^, are markedly upregulated in Q cells compared with P cells (Fig. 8a–c and Supplementary Data 1). We confirm the induction of collagen genes at the protein levels as well (Fig. 8d). Collagen family proteins are highly enriched in proline, which is exclusively generated by mitochondria from glutamate^14^. It was previously shown that proline is required for collagen synthesis in fibroblasts^48–50^. Indeed, we found that Q cells exhibit elevated flux of proline synthesis (Fig. 8e, and Supplementary Data 2 and 3). Finally, pyrroline-5-carboxylate synthase (P5CS) and pyrroline-5-carboxylate reductase 1 (PYCR1), the key mitochondrial enzymes responsible for proline biosynthesis, are significantly induced in Q cells, with PYCR1 being more robustly induced (Fig. 8f, g). 

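At the RNA level, Pycr1 (ENSMUSG00000025140), on chromosome 11 of GRCm39 from 120526484 to 120539269, rose from 24.7 ± 0.88 CPM (SD, n = 3) in P cells to 54.0 ± 1.47 CPM (SD, n = 3) in Q cells. This was a 2.18-fold increase, with a log2 fold change of 1.13 (standard error 0.09, adjusted p = 2.0e-37 and gene-specific adjusted p = 5.2e-12 from edgeR). The block fit gave 1.13 (adjusted p = 2.4e-38, mean correlation of same-numbered cultures 0.062). Aldh18a1 (ENSMUSG00000025007), the gene of P5CS, lies on chromosome 19 of GRCm39 from 40538698 to 40576949. Its RNA was at 207 ± 8.72 CPM (SD, n = 3) in P cells and 225 ± 8.42 CPM (SD, n = 3) in Q cells. The log2 fold change of Aldh18a1 was 0.13 (standard error 0.07) and was not significant (adjusted p = 0.136 from edgeR, and 0.139 with the replicate block). It passed 0.05 with the genes kept by filterByExpr (adjusted p = 0.0364), with library size alone (adjusted p = 0.0112), with protein-coding genes alone (adjusted p = 0.0204), without P replicate 2 (adjusted p = 0.0331) and without Q replicate 3 (adjusted p = 0.0397). Upper-quartile scaling gave the highest adjusted p, 0.647.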

The inhibition of MPCs or complex I which decrease OXPHOS and ATP production (Figs. 1m and 5g) reduced the expression of collagen proteins (Fig. 8h, i), which is consistent with previous results showing that mitochondrial activity is required for the generation of proline to synthesize collagens^50^. These findings collectively suggest that the augmented TCA cycle and OXPHOS in Q cells serve not only to elevate ATP production but also contribute to enhanced amino acid synthesis, thereby fortifying the production of ECM. Of note, as the main roles of fibroblasts is to produce and maintain turnover of the ECM, this underscores the necessity for sustained robust mitochondrial metabolism to effectively support these essential cellular functions.

**Fig. 8:**
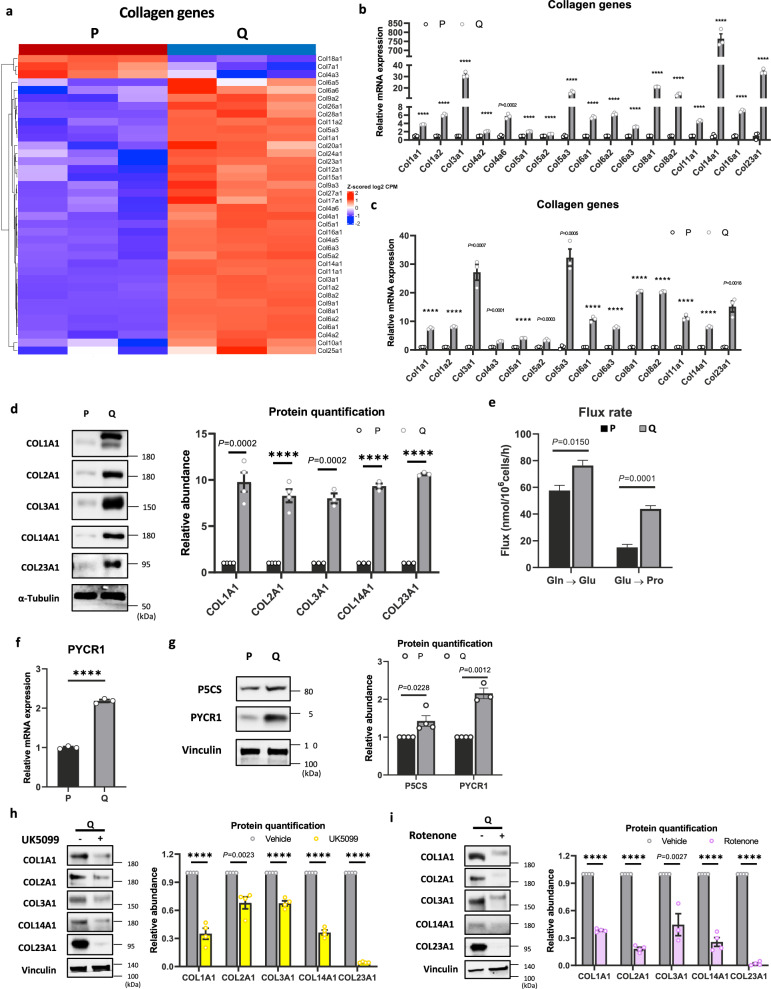
Active mitochondrial metabolism supports ECM biosynthesis in quiescent cells. **a** Heatmap of the 38 genes encoding collagen between P and Q MEFs as determined by RNA sequencing. Data represent values from three independent experiments, and Z-scored log2-fold change values are color-coded as indicated. **b** Relative mRNA expression of collagen genes quantified by RNA sequencing in P and Q MEFs. Means ± SEMs (*n* = 3) are shown. *P* value by unpaired two-tailed student’s *t*-test is indicated except for ****P < 0.0001. **c** Relative mRNA expression of collagen genes quantified by RT-qPCR in P and Q MEFs. Means ± SEMs (*n* = 3) are shown. *P* value by unpaired two-tailed student’s *t*-test is indicated except for ****P < 0.0001. **d** Immunoblots and protein quantification of Collagen Iα1 (COL1A1), Collagen IIα1 (COL2A1), Collagen IIIα1 (COL3A1), and Collagen XXIIIα1 (COL23A1) in P and Q MEFs. Representative immunoblots are shown. Values are the mean ± SEM of 3 biologically independent experiments. *P* value by unpaired two-tailed student’s *t*-test is indicated except for ****P < 0.0001. **e** Comparison of the quantified intracellular metabolic fluxes (estimated flux ± SD) of Proline synthesis (Gln → Glu and Glu → Pro) in P and Q MEFs. All flux fits passed the chi-square goodness-of-fit test. *P* values by unpaired two-tailed student’s *t*-test are indicated. **f** Relative mRNA expression of pyrroline-5-carboxylate reductase 1 (PYCR1) quantified by RNA sequencing in P and Q MEFs. Means ± SEMs (*n* = 3) are shown. **** *P* < 0.0001 using unpaired two-tailed *t*-test. **g** Immunoblots and protein quantification of P5CS and PYCR1 in P and Q MEFs. Representative immunoblots are shown. Values are the mean ± SEM of 3–4 biologically independent experiments. *P* values by unpaired two-tailed student’s *t*-test are indicated. **h** Immunoblots and protein quantification of Collagen Iα1 (COL1A1), Collagen IIα1 (COL2A1), Collagen IIIα1 (COL3A1), Collagen XIVα1 (COL14A1), and Collagen XXIIIα1 (COL23A1) in Q MEFs cultured in vehicle or 100 μM UK5099 for 24 h. Representative immunoblots are shown. Values are the mean ± SEM of 4 biologically independent experiments. *P* value by unpaired two-tailed student’s *t*-test is indicated except for ****P < 0.0001. **i** Immunoblots and protein quantification of Collagen Iα1 (COL1A1), Collagen IIα1 (COL2A1), Collagen IIIα1 (COL3A1), Collagen XIVα1 (COL14A1), and Collagen XXIIIα1 (COL23A1) in Q MEFs cultured in vehicle or 0.2 μM rotenone for 24 h. Representative immunoblots are shown. Values are the mean ± SEM of 3 or 4 biologically independent experiments. *P* value by unpaired two-tailed student’s *t*-test is indicated except for **** *P* < 0.0001.

## Discussion

The metabolic and transcriptomic reprogramming that occurs during the transition of cells from a proliferative to a quiescent state has not been thoroughly studied previously. Here, our ^13^C-metabolic flux analysis (^13^C-MFA) and transcriptomic analysis in MEFs provided evidence that Q cells are metabolically more active at the mitochondrial level than P cells and that they are also transcriptionally active. Our metabolic flux analysis showed that glycolytic fluxes are decreased but that the PPP is maintained in Q cells. We showed that the decrease in the glycolytic flux in Q cells is culminated in a decrease in lactate excretion. The decrease in lactate excretion is much more pronounced than the decrease in glycolytic fluxes because pyruvate is shunted to the TCA cycle instead of to lactate production. The decrease in glycolysis is associated with a decrease in glycolytic enzyme expression. These decreases in glycolytic enzyme expression and the glycolytic flux rate are largely dependent on YAP activity, which is diminished in Q cells. We showed that YAP activity is reduced in Q cells because of increased E-Cad expression. However, ECM proteins such as collagen, which are also induced in Q cells, could also in principle inhibit YAP activity^51^. We also showed that the expression of constitutively active YAP (YAP 5SA) dramatically increased glycolysis in Q cells.

Surprisingly, we found that the flux of the TCA cycle and OXPHOS were markedly increased in Q cells in a YAP-independent manner. In Q cells, pyruvate is shunted to the TCA cycle instead of to lactate production, which is associated with reduced LDH expression and a marked increase in the expression of the mitochondrial pyruvate transporters MPC1 and MPC2. Indeed, Q cells are specifically vulnerable to prolonged inhibition of MPC1 and MPC2, as this inhibition-induced cell death of Q cells but not of P cells. Thus, Q cells are metabolically active while not dividing but generate ATP primarily through the increase in OXPHOS. Mechanistically, pyruvate is shunted to the mitochondria instead of to lactate in Q cells because of induced MPCs expression and reduced demand for cytosolic NAD^+^. Interestingly, it was recently reported that in quiescent neural stem/progenitor cells, MPCs expression  is induced as well as mitochondrial metabolism^24^. Thus, the increases in MPC levels and mitochondrial metabolism are not limited to quiescent MEFs and might be a common feature of quiescent cells. It should be noted that we analyzed Q cells after contact inhibition in the presence of growth factors. However, quiescence can also be acquired when cells are deprived of growth factors. When we deprived MEFs of growth factors, we found that both glycolysis, as measured by ECAR, and OXPHOS, as measured by OCR were decreased (Supplementary Fig. 11). This suggests that growth factors might be required for contact-inhibited Q cells to elevate the TCA cycle and OXPHOS.

The oxidative PPP appears to be the primary source of cytosolic NADPH in Q cells because ME1, which generates cytosolic NADPH by converting malate to pyruvate, is not active in these cells. This is consistent with previous results showing that Q cells are dependent on the PPP for their survival^12^. Mechanistically, this phenomenon could be mediated by deacetylation of ME1 by SIRT6 and monomerization. Since NAD^+^ is an essential cofactor for sirtuins^52^, a relatively high cytosolic NAD^+^/NADH ratio might have contributed to the high SIRT6 activity in Q cells. Another intriguing observation is that the conversion of malate to oxaloacetate catalyzed by MDH1 is markedly increased in Q cells, suggesting that the MAS is not operating or is working in reverse in Q cells. Consistently, we found that the expression levels of the mitochondrial transporter SLC25A11, which transports malate from the cytosol to the mitochondria, and SLC25A13, which transports aspartate from the mitochondria to the cytosol, were decreased in Q cells.

Intriguingly, ^13^C-metabolic flux analysis revealed that the major source of cytosolic oxaloacetate (OAC.c) is different between P and Q cells. In P cells, OAC.c is mainly produced from cytosolic citrate (Cit.c). However, in Q cells, OAC.c is mainly derived from cytosolic malate (Mal.c) exported from mitochondria (Mal.m) and converted to OAC.c by MDH1. This notion is supported by the high cytosolic NAD^+^/NADH ratio in Q cells, as relatively high NAD^+^ levels can drive MDH1 to convert Mal.c to OAC.c. In P cells, the import of malate into mitochondria from the cytosol was active (Mal.c → Mal.m), which is mediated by the active MAS to support the high cytosolic NAD^+^ demand. However, as Q cells have reduced cytosolic NAD^+^ demand and MAS activity, the flux rate of malate exported from the mitochondria to the cytosol (Mal.m → Mal.c) is higher than the flux rate of malate import into mitochondria (Mal.c → Mal.m). Much more malate production in mitochondria from the active TCA cycle may also have contributed to this flux in Q cells.

Importantly, the deletion of E-Cad or expression of 5SA mutant of YAP did not inhibit quiescence. Both E-Cad deletion and the expression of YAP 5SA elevate glycolytic fluxes. However, they also further elevate the TCA cycle and OXPHOS. Therefore, we speculate that the metabolic hallmark of quiescent cells is a high ratio of OXPHOS to glycolysis and a reversed MDH1-mediated flux.

Transcriptomic reprogramming in Q cells is partially mediated by YAP. In agreement with previous results with human skin fibroblasts^12^, we observed a dramatic induction of ECM-associated genes in Q cells. It is highly possible that many of the mRNA changes in Q cells are due to changes in mRNA stability, as was previously shown in human skin fibroblasts^53^. We also observed some discrepancy between the changes in protein expression levels and the changes in mRNA levels, suggesting that some of the changes in protein expression in Q cells occur at the translational or protein stability level. The inhibition of MPC or inhibition of complex I by rotenone, which inhibits OXPHOS reduced the expression of collagens. Therefore, we propose that high TCA cycle flux and OXPHOS in quiescent cells are required to maintain *de-novo* ECM protein synthesis by generating ATP and amino acids, especially proline, which is enriched in collagen family proteins. The secretion of ECM proteins is also a process that demands ATP. In summary, our findings underscore the metabolically and transcriptionally active nature of quiescent fibroblasts, despite their non-proliferative status, and illuminate the occurrence of specific metabolic reprogramming events. Physiologically, it remains to be determined if contact-inhibited fibroblasts in the body or quiescent cancer-associated fibroblasts undergo similar reprogramming process.

## Methods

List of plasmids, antibodies, reagents, cell lines, and primers used can be found in Supplementary Table 1.

### Cell culture

Mouse embryonic fibroblasts (MEFs) were isolated and immortalized as previously described^15,16^ and were cultured in DMEM (Corning) containing 10% FBS (Gemini) and 1% penicillin/streptomycin (Corning). NIH 3T3 cells, BJ cells, and Chinese hamster ovary (CHO) cells were obtained from the American Type Culture Collection and were grown according to recommendations. Cells were routinely checked for mycoplasma contamination with an in-house PCR method. Cells were not used for more than 10 passages.

### Proliferating cells (P) and quiescent cells (Q)

The cells were analyzed while actively proliferating (2 days after plating) and when they were quiescent (contact-inhibited for 6 days, 11 days after plating) for MEFs, primary MEFs, NIH 3T3, BJ, and Chinese hamster ovary (CHO) cells. Cell culture medium was changed every other day for both proliferating and quiescent states. All assays were done 24 h after changing medium unless it is indicated.

### Cloning

Each sgRNA sequence was inserted into the lentiCRISPR v2 vector-Blast (Addgene plasmid #83480) or lentiCRISPR v2 vector-Hygro (Addgene plasmid # 98291) according to the recommended protocol on Addgene’s webpage. sgRNAs were designed on CRISPOR.tefor.net or were taken from previously published works. For transfection of sgRNA plasmids in MEFs, 3 × 10^5^ cells were plated in 6-well plates one day before transfection using 3 µg of each sgRNA plasmid. After 24 h of transfection, selection was carried out with blasticidin (10 µg/ml) or hygromycin (200 µg/ml). An untransduced negative control plate was used to determine when selection was performed. The cDNA for human YAP WT (pBABEpuro-Flag-YAP2, Addgene plasmid #27472) and the constitutively active mutant YAP 5SA (pCMV-flag YAP2 5SA, Addgene plasmid #27371) were cloned into the pBABE Hygro vector using Gibson Assembly according to the manufacturer’s protocol (NEB).

### Lentivirus and retrovirus production, transduction, and antibiotic selection

For lentivirus production, each lentiviral plasmid was cotransfected with 9 µg of Virapower packing mix in 293FT cells on poly-L-lysine (Sigma)-coated 10-cm plates using Lipofectamine 2000 as described in a protocol on the Addgene website. Lentivirus infection was performed overnight in the presence of polybrene, and selection was carried out with blasticidin (10 µg/ml) or hygromycin (200 µg/ml). An untransduced negative control plate was used to determine when selection was performed.

For retrovirus production, Phoenix-AMPHO cells were transfected at 70–80% confluency on a 10-cm plate. Twelve micrograms of pBabe plasmid with 6 µg of VSVG was packaged in 60 µl of Lipofectamine 2000 in 3 ml of optiMEM with 10 ml of complete medium. 16 h after transfection, the medium was aspirated, and 10 ml of complete medium was added. 48 h later, the medium was collected, centrifuged, and filtered through a 0.45-μm filter (Millipore). Retrovirus infection was performed during 48 h of proliferation, and selection was carried out with hygromycin (200 µg/ml). An untransduced negative control plate was used to determine when selection was performed.

### RNA sequencing

A total of 3.0 × 10^5^ cells were plated onto 6-well plates. After reaching proper growth states (P and Q), the cells were then rapidly washed two times in ice-cold PBS, and total RNA was isolated following the Direct-zol RNA Microprep Kit (ZYMO RESEARCH) manufacturer’s manual. General quality-control metrics for next-generation sequencing data were obtained using FastQC. Sequencing trimming was performed using cutadapt^54^. Reads were aligned to the reference genome in a splice-aware manner using STAR^55^, and apparent PCR duplicates were checked or removed with Picard. Reads were aligned to the reference genome using BWA MEM (arXiv:1303.3997). Afterward, the abundance of genomic features was quantified as raw counts based on read alignments using featureCounts^56^. The gene annotation database was Ensembl annotations for mouse genome v.mm39 (GRCm39).

### Gene set enrichment analysis (GSEA)

To gain insight into the transcriptional difference between P and Q cells, the GSEA tool was used to analyze the association between the P and Q profiles. In our study, the genomic expression profiles of 49,638 features (genes) were preranked using the log fold change as a ranking metric. A GSEA using the classic algorithm and the Reactome database was run with 3000 permutations.

### Proliferation rates

Cells were plated in replicate 6-well plates in 3 mL at an initial seeding density of 3.0 × 10^4^ cells per well. Cells were permitted to settle overnight. The number of cells seeded for each cell line allowed for exponential growth over the course of the assay. The following day, one 6-well plate of each condition was counted to determine the initial number of cells at the time of treatment. After 2 days of culture, final cell counts were measured. The cells were counted using a mixed solution of propidium iodide (PI) and Hoechst 33342 (Hoechst) with a final concentration of 2 µg/mL PI and 10 µg/ml Hoechst for 30 min at 37 °C. Plates were then imaged on a Celigo Image Cytometer (Nexcelcom Bioscience), and the number of PI-positive cells was divided by the total number of cells (Hoechst positive) to show the percentage of dead cells (% Dead). The following formula was used to calculate the proliferation rate: Doublings per day = [log_2_(final day 2 cell count/initial day 0 cell count)]/2 days.

### Cell density and growth curve

The average cell density in a population was measured by a Celigo Image Cytometer (Nexcelcom Bioscience). Confluence (%) was monitored every 24 h for 13 days in a low using ‘confluence’ application with a hardware autofocus system. The mean ± SEM (*n* = 3) of confluence (%) of each population was plotted versus time (day) as a growth curve.

### Cell viability

Cells were plated on 12-well plates and allowed to grow until the P and Q states were reached. After reaching proper growth states (P and Q), the medium was aspirated and replenished with the indicated concentration of vehicle or UK5099. After 72 h, a mixed solution of propidium iodide (PI) and Hoechst 33342 (Hoechst) was added for a final concentration of 2 µg/mL PI and 10 µg/ml Hoechst for 30 min at 37 °C. Plates were then imaged on a Celigo Image Cytometer (Nexcelcom Bioscience), and the number of PI-positive cells was divided by the total number of cells (Hoechst positive) to show the percentage of dead cells (% Dead).

### Extracellular acidification rate (ECAR) and oxygen consumption rate (OCR)

The extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were measured using an Agilent Seahorse XFe96 Analyzer using standard methods. Briefly, cells were plated at 1.5 × 10^3^ cells per well in Seahorse Bioscience 96-well plates. After settling, the cells were washed three times and incubated in Seahorse XF base medium (Agilent, 102353-100) pH adjusted to 7.4 with the indicated treatment. The assay medium for ECAR measurements contained glutamine (4 mM; Sigma), and the following compounds were injected: glucose (10 mM; Sigma‒Aldrich), oligomycin A (2 µM), and 2DG (100 mM; Sigma‒Aldrich). This allowed for calculation of the glycolytic rate, glycolytic capacity, and glycolytic reserve. The basal ECAR was measured prior to the addition of glucose. The assay medium for OCR measurements contained glucose (25 mM; Sigma) and glutamine (4 mM; Sigma). The following inhibitors were injected for the OCR: oligomycin A (2 µM; Cayman Chemical, Ann Arbor, MI, USA), carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP) (2 µM; Sigma‒Aldrich), antimycin A (1 µM; Sigma‒Aldrich) and rotenone (1 µM; Sigma‒Aldrich). This method allowed for the calculation of the OCR-linked ATP production, maximal respiratory capacity, and spare respiratory capacity. Basal respiration was measured prior to the addition of oligomycin A.

### Measurement of glucose consumption

Medium was collected from cells cultured in vehicle or 0.2 µM rotenone for 24 h. The glucose concentrations were measured on a YSI-2700 Biochemistry Analyzer (Yellow Springs Instruments) as described previously^57^, and the rate of glucose consumption from the media was normalized to the cell counts.

### Metabolite measurement by GC-MS

For metabolite measurement by isotope labeling, 3.0 × 10^5^ cells were plated onto 6-well plates. After reaching proper growth states (P and Q), isotope labeling experiments were performed for 24 h with either 25 mM [1,2-^13^C] glucose (Cambridge Isotope Laboratories), 25 mM [U-^13^C] glucose, or 4 mM [U-^13^C] glutamine, and extra plates were included for cell counts. At the time of collection, the plates were washed twice with 1 mL of (9 g/L) NaCl. Then, the cells were incubated with 600 μL of mixed solvent (water:methanol:acetonitrile = 1:1:1) containing 2 μL of 2 mg/mL Norvaline (Sigma–Aldrich) dissolved in distilled water as an internal standard and then scraped down with cell scrapers. The solution was shaken at 500 × *g* for 30 min and centrifuged at 16,000 × *g* for 15 min at 4 °C. The supernatant (280 μL) was transferred to a clean tube and lyophilized under nitrogen gas. For the analysis of DHAP, pyruvate, lactate and citrate, the lyophilized samples were derivatized with 15 µL of 2 wt% methoxyamine  hydrochloride (Thermo Fisher) for 60 min at 42 °C. Next, 35 µL of N-methyl-N-(tert-butyldimethylsilyl)-trifluoroacetamide (MTBSTFA) + 1% tert-butyldimetheylchlorosilane (t-BDMCS) (Sigma–Aldrich) was added, and the samples were incubated for 70 min at 75 °C. For the analysis of G6P, the lyophilized samples were derivatized with 20 µL of 2 wt% methoxyamine hydrochloride (Thermo Fisher) for 60 min at 42 °C. Next, 20 µL of N-methyl-N-(trimethylsilyl)trifluoroacetamide (MSTFA) (Sigma–Aldrich) was added, and the samples were incubated for 30 min at 37 °C. The derivatized samples were then centrifuged at 16,000 × *g* for 5 min at 4 °C, and the supernatant (1 μL) was subjected to GC‒MS measurement.

GC‒MS analysis was performed using an Agilent 7890B GC equipped with a DB-5ms column (30 m × 0.25-mm inner diameter; film thickness, 0.25 μm; Agilent J&W Scientific). The front inlet temperature was 280 °C, and the helium flow was maintained at 1.428 mL/min. For DHAP, pyruvate, lactate, and citrate analysis, the column temperature was held at 60 °C for 1 min followed by 1 min of run time, with an increase of 10 °C/min to 320 °C and holding for 1 min followed by a postrun of 320 °C for 9 min. For the analysis of G6P, the initial rate was held at 60 °C for 1 min followed by 1 min of run time, with an increase of 10 °C/min to 325 °C and holding for 10 min followed by a postrun of 60 °C for 1 min^58,59^. The peak area of each quantified ion was calculated and corrected for natural isotope abundances by following the procedure reported by Fernandez et al.^60^ and then normalized by the peak area of norvaline as an internal standard and cell counts.

### ^13^C-Metabolic flux analysis (^13^C-MFA)

3.0 × 10^5^ cells were plated onto 6-well plates. After reaching proper growth states (P and Q), isotope parallel labeling experiments were performed for 0, 6, 18, and 24 h timepoints with either 25 mM [1,2-^13^C] glucose (Cambridge Isotope Laboratories), or 4 mM [U-^13^C] glutamine (Cambridge Isotope Laboratories). Extra plates were included for cell counts for all time points, including the starting point. For each of the labeled plates, 200 µL of sample media was collected for extracellular metabolites. For intracellular metabolites, plates were washed twice with 1 mL of (9 g/L) NaCl. Then, the cells were incubated with 1.5 mL of ice-cold methanol for 5 min, scraped down with cell scrapers, and transferred into glass centrifuge tubes (Kimble Chase). Next, 1.5 mL of chloroform was added to the tubes and vortexed at high speed for 10 s. Then, 1.5 mL of HPLC grade water was added, and the tubes were vortexed at high speed for 1 min, capped, and stored at 4 °C overnight. The next day, the samples were centrifuged at 650 × *g* for 20 min at 4 °C. Then, 3 mL of the aqueous phase was transferred to two 1.5-mL centrifuge tubes, dried completely under nitrogen gas at 37 °C, and stored at −80 °C. Finally, 1.5 mL of the organic phase was transferred to new glass centrifuge tubes and stored at −80 °C. Samples were then subjected to GC/MS analysis.

### Determination of external rates for ^13^C-MFA

To quantify concentrations of metabolites in spent media, samples were collected at 0, 6, 18, and 24 h and mixed with an internal standard solution containing ^13^C-labeled metabolites with a known concentration. The samples were then derivatized using MOX-TBDMS and analyzed by GC-MS as described before^61^. Metabolite uptake and secretion rates were then calculated as described by Antoniewicz^62^, using equations 4 and 5 in this reference for proliferating and quiescent cells, respectively.

### Measurement of isotopic labeling for ^13^C-MFA

For GC-MS analysis of isotopic labeling of intracellular metabolites, dried cell extracts were derivatized using the MOX-TBDMS derivatization method as described by Oates and Antoniewicz^61^. The identity of the measured metabolites was verified using pure analytical standards as described by Long and Antoniewicz^13^. For GC-MS analysis of isotopic labeling of ribose from RNA, the protocol described by Long et al.^63^ was used. In all cases, GC-MS analysis was performed on an Agilent 7890 A GC system equipped with a HP-5MS capillary column (30 m, 0.25 mm i.d., 0.25μm-phase thickness; Agilent J&W Scientific), connected to an Agilent 5977B Mass Spectrometer operating under ionization by electron impact (EI) at 70 eV. Helium flow was maintained at 1 mL/min. The source temperature was maintained at 230 °C, the MS quad temperature at 150 °C, the interface temperature at 280 °C, and the inlet temperature at 280 °C. Mass spectra were recorded in single ion monitoring (SIM) mode with 4 ms dwell time on each ion. Mass isotopomer distributions were obtained by integration of ion chromatograms^64^ and corrected for natural isotope abundances^60^.

Intracellular metabolic fluxes were determined by fitting extracellular uptake and secretion rates (glucose, glutamine, lactate, alanine, pyruvate, glutamate, and proline) and the measured mass isotopomer distributions of intracellular metabolites (pyruvate, lactate, alanine, malate, aspartate, α-ketoglutarate, glutamine, citrate, glycerol 3-phosphate, phosphoenolpyruvate, 3-phosphoglycerate, and ribose from RNA) to a compartmentalized metabolic network model using the Metran software^13^. The model contains three distinct metabolic compartments: extracellular, cytosol, and mitochondrion. The metabolites pyruvate, acetyl-CoA, citrate, α-ketoglutarate, malate, oxaloacetate, alanine, glutamate, and aspartate are metabolically active in both the cytosol and mitochondrion. During the extraction process, intracellular pools of metabolites are homogenized. As such, the measured isotopic labeling of these metabolites reflects the mixture of distinct metabolic pools. In the ^13^C-MFA model, we included mixing reactions to account for the mixing of mitochondrial and cytosolic metabolite pools during extraction^65^. The model also accounts for dilution of intracellular metabolites due to incorporation of unlabeled CO_2_ and influx of unlabeled metabolites from the medium such as glutamate, aspartate, and pyruvate.

For ^13^C-MFA, data from four parallel labeling experiments for each condition, two biological replicates using [1,2-^13^C] glucose as tracer and two biological replicates using [U-^13^C] glutamine as tracer (samples collected 24 h after tracer addition), were fitted simultaneously to the network model to estimate intracellular fluxes. To ensure that the global best solution was identified, flux estimation was repeated at least 50 times starting with random initial values. At convergence, a chi-square test was applied to test the goodness-of-fit, and accurate 95% confidence intervals were calculated by determining the sensitivity of the sum of squared residuals to flux parameter variations^66^.

### Coimmunoprecipitation (Co-IP) and immunoblotting

For coimmunoprecipitation (Co-IP), cells grown in 6-well plates were lysed in RIPA lysis buffer (Cell Signaling) with a protease inhibitor mini tablet (Thermo Fisher), and a phosphatase inhibitor mini tablet (Thermo Fisher, 1 tablet per 10 ml of lysis buffer). Solubilized proteins were collected by centrifugation and quantified using protein assay reagent (Bio-Rad). Protein extracts were incubated with each primary antibody with rotation overnight and then were added to protein A/G agarose beads (Santa Cruz, sc-2003) for an additional 1 h. The immunoprecipitates were washed three times with RIPA buffer and then resuspended in sample buffer for immunoblotting.

For immunoblotting, protein extracts were prepared in lysis buffer as described previously^67^. Solubilized proteins were collected by centrifugation and quantified using protein assay reagent (Bio-Rad). Samples containing equal amounts of protein were resolved by electrophoresis on a 6–15% gel, and the proteins were transferred to polyvinylidene difluoride (PVDF) membranes (Millipore). Primary antibody incubation was performed in 2.5% milk or 2.5% BSA in TBS-T, and secondary antibody incubation was performed in 2.5% milk. Standard enhanced chemiluminescence (ECL) was used, and an Azure or LI-COR machine was used to image the blots. ImageStudio software (Licor) was used to quantify the bands on the blots.

### RT‒qPCR

RNA was isolated with a GeneJET RNA Purification Kit (Thermo Fisher K0732) according to the manufacturer’s protocol. cDNA was synthesized with an iScript cDNA synthesis kit (Bio-Rad 1708891), and RT‒qPCR was performed with Bio-Rad iQ SYBR Green Supermix (Bio-Rad 1708882) according to the manufacturer’s protocol on a Bio-Rad CFX96. Vinculin or cyclophilin E was used as a reference gene. RT‒qPCR primer sequences are provided in Supplementary Table 1. Values are recorded as the fold change calculated by the ddCT method.

### Immunofluorescence

Cells were plated in triplicate in 8-well culture slides. Cells were fixed in 4% paraformaldehyde (PFA) for 30 min followed by four washes in ice-cold PBS. After fixation of the cells, the localization of YAP (green) and nuclei (blue; Hoechst 33342) was examined under a confocal microscope (Zeiss LSM 700 or LSM 900) in at least 10 randomly selected fields at 400× magnification.

### 8XGTIIC (TEAD) luciferase reporter assay

A total of 3.0 × 10^5^ cells were plated onto 6-well plates. After reaching proper growth states (P and Q), the cells were then cotransfected with 8xGTIIC-luciferase and Renilla construct using FuGENE (Promega) following the manufacturer’s instructions. 48 h post-transfection, the cells were lysed, and firefly/Renilla luciferase activity was quantified by luminescence using a Dual-Luciferase® Reporter Assay System (Promega) following the manufacturer’s instructions.

### Bis(sulfosuccinimidyl)suberate (BS^3^) cross-linking analysis

Cross-linking analysis was performed with BS^3^ Crosslinkers (Thermo) following the manufacturer’s instructions. Briefly, cells were suspended and washed three times with ice-cold PBS (pH 8.0) to remove amine-containing culture media and proteins from the cells. Then, 2 mM BS^3^ solution was added, and the reaction mixture was incubated for 30 min at room temperature. Next, quenching solution was added to a final concentration of 10–20 mM Tris and incubated for 15 min at room temperature. The samples were then lysed and prepared for electrophoresis.

### Bromodeoxyuridine (BrdU) and Propidium Iodide (PI) staining for cell cycle

A total of 3.0 × 10^5^ cells were plated onto 6-well plates. After reaching proper growth states (P and Q), the cells were then incubated with 3 ug/mL BrDU for 3 h, and then were harvested and fixed. Cells were denaturized in 2 N HCl + 0.5% Triton X and washed, then the residual acid was neutralized with 0.1 M sodium borate pH8.5. Cells were incubated with primary monoclonal antibody, Ms anti-Bromodeoxyuridine Clone Bu20a (Dako M0744), overnight. After washed, cells were incubated in anti-Ms Alexa 488 for 2 h protected from light. The pellets were resuspended in PI solution with RNase A for 30 min protected from light. Cells were washed with PBS, and resuspended in FACS buffer (2% FBS, 2 mM EDTA). Alexa 488 for BrdU and PE for PI fluorescences were measured on a Beckman Coulter CytoFLEX S flow cytometer.

### Mitochondrial membrane potential (ΔΨ_m_) measurement

Mitochondrial membrane potential (ΔΨ_m_) was assessed using TMRE (tetramethylrhodamine, ethyl ester) (Invitrogen, T669). The intensity of TMRE was determined as described previously^68^. Cells were plated onto 12-well plates at a plating density of 3.0 × 10^4^ cells per well. After reaching proper growth states (P and Q), the cells were then treated with 100 nM TMRE for 30 min, trypsinized, washed with PBS, and resuspended in FACS buffer (2% FBS, 2 mM EDTA). TMRE fluorescence was measured on a Beckman Coulter CytoFLEX S flow cytometer.

### Whole-cell NAD^+^/NADH ratio measurement

A total of 3.0 × 10^5^ cells were plated onto 6-well plates. After reaching proper growth states (P and Q), the cells were then rapidly washed two times in ice-cold PBS and extracted in 100 mL of ice-cold lysis buffer (1% dodecyltrimethylammonium bromide [DTAB] in 0.2 N NaOH diluted 1:1 with PBS). The NAD^+^/NADH ratio was measured using an NAD/NADH-Glo Assay kit (Promega, G9072) according to a modified protocol as described previously^69^. Briefly, to measure NAD^+^, the lysate was diluted with lysis buffer and 0.4 N HCl and subsequently incubated at 60 °C for 15 min. For NADH measurement, the lysate was incubated at 75 °C for 30 min. Acidic conditions permit the selective degradation of NADH, while basic conditions degrade NAD^+^. Following incubation, the samples were spun on a bench-top centrifuge and quenched with neutralizing solution. The neutralizing solution consisted of 0.5 M Tris base for NAD^+^ samples and 0.25 M Tris in 0.2 N HCl for the NADH samples. The instructions in the Promega G9072 technical manual were then followed to measure NAD^+^ and NADH levels using a luminometer (BioTek).

### Cytosolic and mitochondrial NAD^+^/NADH ratio measurement

For cytosolic NAD^+^/NADH ratio measurement with the Peredox probe, cells were transduced with the pMOS023: Peredox NADH/NAD^+^ sensor (cytosolic) plasmid (Addgene 163060). For mitochondrial NADH measurement, cells were transfected with pC1-mitoRexYFP (Addgene 60246). Cells were plated onto 12-well plates at a plating density of 3.0 × 10^4^ cells per well. After reaching proper growth states (P and Q), the cells were trypsinized and rapidly washed two times in ice-cold PBS. Cells were analyzed on a CytoFlex flow cytometer. Data analysis was performed using FlowJo software. Data were reported as the mean fluorescence intensity (MFI) normalized to the untransduced negative control sample.

### Cytosolic NADP^+^/NADPH ratio measurement with the iNap1 sensor

For cytosolic NADP^+^, NADPH, and NADP^+^/NADPH ratio measurement with the iNap1 sensor, cells were transduced with the pPB iNap1 sensor (cytosolic) plasmid^40^. Cells were plated onto 12-well plates at a plating density of 3.0 × 10^4^ cells per well. After reaching proper growth states (P and Q), the cells were trypsinized and rapidly washed two times in ice-cold PBS. Cells were analyzed on a CytoFlex flow cytometer. iNap1 signals were acquired with excitation wavelengths of 405 nm and 488 nm and an emission wavelength of 525 nm. Data analysis was performed using FlowJo software. Data are reported as the MFI normalized to the untransduced negative control sample.

### Quantification and statistical analysis

Statistical analysis was performed with built-in statistics tools in Prism9 (GraphPad Software). Statistical significance was determined using unpaired two-tailed Student’s t-test and ordinary one-way analysis of variance (ANOVA) with Dunnett’s or Holm‒Sidak’s multiple comparison test or two-way ANOVA with Tukey’s post hoc multiple comparison test in comparisons of more than two groups of samples. Welch’s unequal variances t-test used for the flux analyses. Statistical tests and error bars can be found in the figure legends. *P* values for comparisons between groups are indicated in the figures. The statistical method used, and sample size (*n*) are indicated in the legends for each figure.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source Data

## Data Availability

Data are available within the Article, Supplementary data tables, Supplementary Information or Source Data file. The RNA-seq data reported in this study has been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE272680. Source data are provided with this paper.

# Supplementary material for: Metabolic and transcriptomic reprogramming during contact inhibition-induced quiescence is mediated by YAP-dependent and YAP-independent mechanisms
**Source:** Nat Commun. 2024 Aug 8;15:6777. doi: 10.1038/s41467-024-51117-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Metabolic and transcriptomic reprogramming during contact inhibition-induced quiescence is mediated by YAP-dependent and YAP-independent mechanisms**

**The file includes Supplementary Table 1 and Supplementary Figures 1-11**

Soeun Kang<sup>1</sup>, Maciek R. Antoniewicz<sup>2</sup>, Nissim Hay<sup>1,3,4</sup>

**Supplementary Table 1**

**Key resources table**

| REAGENT or RESOURCE        | SOURCE                                        | IDENTIFIER                                   |
|----------------------------|-----------------------------------------------|----------------------------------------------|
| <b>Plasmids</b>            |                                               |                                              |
| <b>Plasmid Backbone</b>    | <b>Insert</b>                                 | <b>Ref</b>                                   |
| pBabe hygro                | EV                                            | Addgene #1765                                |
| pBabe hygro                | YAP WT                                        | This paper                                   |
| pBabe hygro                | YAP 5SA                                       | This paper                                   |
| LentiCRISPRv2 Blast        | EV                                            | Addgene #83480                               |
| LentiCRISPRv2 Blast        | sgCdh1                                        | This paper                                   |
| LentiCRISPRv2 Blast        | sgYAP1                                        | This paper                                   |
| LentiCRISPRv2 Blast        | sgTead1                                       | This paper                                   |
| LentiCRISPRv2 Hygro        | sgSlc25a11                                    | This paper                                   |
| pPB Blast                  | hME1-Myc                                      | Vector builder (Vector ID: VB201218-1018fnx) |
| pPB Neo                    | hME1-Flag                                     | Vector builder (Vector ID: VB201218-1275dct) |
| pPB Neo                    | iNap1                                         | Vector builder (Vector ID: VB210324-1055kjr) |
| pLX304                     | pMOS023: Peredox NADH/NAD+ sensor (cytosolic) | Addgene #163060                              |
| pC1                        | mitoRexYFP                                    | Addgene #60246                               |
| pLV                        | EV                                            | Navdeep Chandel (Northwestern University)    |
| pLV                        | Cyto-LbNOX                                    | Navdeep Chandel (Northwestern University)    |
| pLV                        | Mito-LbNOX                                    | Navdeep Chandel (Northwestern University)    |
| pLVX                       | tetONE-zeo-MPC2-P2A-T2A-MPC1                  | Jared Rutter (University of Utah)            |
|                            |                                               |                                              |
| <b>Antibodies</b>          |                                               |                                              |
| <b>Target</b>              | <b>Company</b>                                | <b>Catalogue #</b>                           |
| MYC TAG                    | Cell Signaling Technology                     | 2276S                                        |
| Flag TAG                   | Cell Signaling Technology                     | 2368S                                        |
| Mouse monoclonal anti-FLAG | Sigma-Aldrich                                 | F1804; RRID:AB_262044                        |
| HA TAG                     | Sigma-Aldrich                                 | H-9658                                       |
| Vinculin                   | Sigma                                         | V9131; RRID:AB_477629                        |
| Tubulin                    | Sigma                                         | 7-9062                                       |
| HK1                        | Invitrogen                                    | MA5-15675                                    |

|                                                                               |                           |            |
|-------------------------------------------------------------------------------|---------------------------|------------|
| HK2                                                                           | Cell Signaling Technology | 2867S      |
| PFK1                                                                          | abcam                     | ab97443    |
| ALDOA                                                                         | Cell Signaling Technology | 8060S      |
| PKM1                                                                          | Cell Signaling Technology | 7067T      |
| PKM2                                                                          | R&D Systems               | MAB72442   |
| LDHA                                                                          | Invitrogen                | MA5-17246  |
| p27 <sup>Kip1</sup>                                                           | BD Biosciences            | 610241     |
| MPC1                                                                          | Cell Signaling Technology | 14462S     |
| MPC2                                                                          | Cell Signaling Technology | 46141S     |
| IDH2                                                                          | Cell Signaling Technology | 56439S     |
| DLST                                                                          | Cell Signaling Technology | 11954S     |
| SDHA                                                                          | Cell Signaling Technology | 11998S     |
| Fumarase                                                                      | Cell Signaling Technology | 4567T      |
| CS                                                                            | Cell Signaling Technology | 14309T     |
| MDH2                                                                          | Invitrogen                | PA5-21760  |
| YAP1                                                                          | Cell Signaling Technology | 12395      |
| Phosphorylated YAP1 (S127)                                                    | Cell Signaling Technology | 4911S      |
| TEAD1                                                                         | Cell Signaling Technology | 12292S     |
| PCK1                                                                          | Cell Signaling Technology | 12940S     |
| MDH1                                                                          | Invitrogen                | PA5-97965  |
| ME1                                                                           | Invitrogen                | MA5-23524  |
| ME1                                                                           | Proteintech               | 16619-1-AP |
| SIRT6                                                                         | Invitrogen                | MA5-24768  |
| ACAT1                                                                         | Cell Signaling Technology | 44276S     |
| Acetylated Lysine                                                             | Cell Signaling Technology | 9441S      |
| SLC25A11                                                                      | Invitrogen                | PA5-101673 |
| SLC25A13                                                                      | Proteintech               | 10789-1-AP |
| ALDH18A1 (P5CS)                                                               | Invitrogen                | PA5-52546  |
| PYCR1                                                                         | Cell Signaling Technology | 47935      |
| TOMM20                                                                        | Invitrogen                | PA5-52843  |
| COL1A1                                                                        | NOVUS BIO                 | NBP1-30054 |
| COL2A1                                                                        | NOVUS BIO                 | NBP1-77795 |
| COL3A1                                                                        | Proteintech               | 22734-1-AP |
| COL14A1                                                                       | Invitrogen                | PA5-49916  |
| COL23A1                                                                       | Invitrogen                | MA5-24188  |
| Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 | Invitrogen                | A11001     |
| Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Cyanine3        | Invitrogen                | A10520     |
| <b>Bacterial and Virus Strains</b>                                            |                           |            |
| Stbl3 bacteria                                                                | Thermo Fisher Scientific  | C737303    |

|                                                               |                               |                    |
|---------------------------------------------------------------|-------------------------------|--------------------|
| DH5α competent cells                                          | NEB                           | C2987H             |
| FastDigest BsmBI & 10X FD buffer                              | Thermo Fisher Scientific      | FD0454             |
| FastAP                                                        | Thermo Fisher Scientific      | EF0651             |
| T4 PNK                                                        | NEB                           | M0201S             |
| Quick Ligase                                                  | NEB                           | M2200S             |
|                                                               |                               |                    |
| <b>Chemicals, Peptides, and Recombinant Proteins</b>          |                               |                    |
| <b>Reagents</b>                                               | <b>Source</b>                 | <b>Catalogue #</b> |
| Fetal bovine serum                                            | Gemini                        | 100-106            |
| Dialyzed fetal bovine serum                                   | Gemini                        | 100-108            |
| Penicillin/streptomycin                                       | Corning                       | 30-002-CI          |
| DMEM / High Glucose                                           | Corning                       | 10-017-CV          |
| DMEM w/o Glucose, Sodium pyruvate                             | Gibco                         | 1966-025           |
| DMEM w/o Glucose, Glutamine, Serine, Glycine, Sodium pyruvate | USBiological                  | D9802-01           |
| OptiMEM                                                       | Thermo Fisher Scientific      | 31985070           |
| 0.25% Trypsin 2.21 mM EDTA                                    | Corning                       | 25-053-CI          |
| DMSO                                                          | Fisher bioreagents            | BP231-100          |
| HPLC Grade Water                                              | Sigma                         | 7732-18-5          |
| HPLC Grade Methanol                                           | Alfa Aesar                    | 22909              |
| HPLC Grade Chloroform                                         | Alfa Aesar                    | 22920              |
| Seahorse XF base medium                                       | Agilent                       | 102353-100         |
| Lipofectamine 2000                                            | Thermo Fisher Scientific      | 11668019           |
| FuGENE                                                        | Promega                       | E5911              |
| 1,2- <sup>13</sup> C <sub>2</sub> glucose                     | Cambridge Isotopes Laboratory | CLM-504-PK         |
| U <sup>13</sup> C glucose                                     | Cambridge Isotopes Laboratory | CLM-1396           |
| U <sup>13</sup> C glutamine                                   | Cambridge Isotopes Laboratory | CLM-1822           |
| MOX <sup>TM</sup> Reagent                                     | Thermo Scientific             | TS45950            |
| MTBSTFA                                                       | Cerilliant                    | M-108-5X1ML        |
| N-Methyl-N-(trimethylsilyl)trifluoroacetamide                 | Sigma                         | 394866-10X1ML      |
| Glutamine                                                     | Sigma                         | G8540              |
| Glucose                                                       | Sigma                         | G7021              |
| Polybrene                                                     | Sigma                         | H9268              |
| Puromycin                                                     | Gibco                         | A11138-03          |
| Blasticidin                                                   | Gibco                         | A11139-03          |
| Virapower                                                     | Thermo Fisher Scientific      | K497500            |
| VSV-G                                                         | Addgene                       | 8454               |
| 10X RIPA buffer                                               | CST                           | 9806               |
| Protease inhibitor tablet                                     | Thermo Fisher Scientific      | A32963             |

|                                                              |                          |            |
|--------------------------------------------------------------|--------------------------|------------|
| Phosphatase inhibitor tablet                                 | Thermo Fisher Scientific | A32957     |
| Protein Assay Dye                                            | Bio-Rad                  | 5000006    |
| Ponceau                                                      | Sigma-Aldrich            | P7170      |
| Difco™ skim milk                                             | BD                       | 232100     |
| Immobilon®-FL PVDF Membrane                                  | Millipore                | IPFL00010  |
| Tween                                                        | Thermo Fisher Scientific | 3005       |
| BSA                                                          | Sigma-Aldrich            | A2153-100G |
| Hoechst 33342, trihydrochloride, trihydrate                  | Thermo Fisher Scientific | H3569      |
| Propidium iodide                                             | Sigma-Aldrich            | P4170-25MG |
| PureLink™ RNase A                                            | Invitrogen               | 12091-021  |
| 0.45µm filter                                                | Millipore                | SLHV004SL  |
| 0.22µm filter                                                | Millipore                | SLGVV255F  |
| Poly-L-lysine                                                | Sigma                    | P4707      |
| Metformin hydrochloride                                      | Sigma-Aldrich            | PHR1084    |
| FCCP (carbonyl cyanide 4-(trifluoromethoxy)phenyl hydrazone) | Sigma-Aldrich            | C2920      |
| Rotenone                                                     | Sigma-Aldrich            | R8875      |
| Oligomycin A                                                 | Sigma-Aldrich            | 75351      |
| Antimycin A                                                  | Sigma-Aldrich            | A8674      |
| Tetramethylrhodamine, Ethyl Ester, Perchlorate (TMRE)        | Invitrogen               | T669       |
| A/G agarose beads                                            | Santa Cruz               | sc-2003    |
| Ms anti-Bromodeoxyuridine Clone Bu20a                        | Dako                     | M0744      |
| <b>Critical commercial assays</b>                            |                          |            |
| GeneJET RNA purification kit                                 | Thermo Fisher Scientific | K0732      |
| GeneJET Plasmid Miniprep kit                                 | Thermo Fisher Scientific | K0503      |
| NAD/NADH-Glo Assay kit                                       | Promega                  | G9072      |
| Dual-Luciferase® Reporter Assay System                       | Promega                  | E1980      |
| iScript cDNA Synthesis Kit                                   | Bio-Rad                  | 1708891    |
| iQ SYBR Green Supermix                                       | Bio-Rad                  | 1708882    |
| Direct-zol RNA Microprep Kit                                 | ZYMO RESEARCH            | R2060      |
| Pierce™ Rapid Gold BCA Protein Assay Kit                     | Thermo Scientific        | A53225     |

|                                        |                                                                     |                                                               |
|----------------------------------------|---------------------------------------------------------------------|---------------------------------------------------------------|
| QIAquick PCR Purification Kit          | QIAGEN                                                              | 28104                                                         |
|                                        |                                                                     |                                                               |
| <b>Experimental models: Cell lines</b> |                                                                     |                                                               |
| <b>Name</b>                            | <b>From</b>                                                         | <b>Ref</b>                                                    |
| Mouse embryonic fibroblast (MEFs)      | In house                                                            | 15,16                                                         |
| Primary MEFs                           | In house                                                            | 15,16                                                         |
| NIH 3T3                                | ATCC                                                                | CRL-1658                                                      |
| BJ                                     | ATCC                                                                | CRL-2522                                                      |
| 293FT                                  | ThermoFisher                                                        | R70007                                                        |
| Phoenix-AMPHO                          | ATCC                                                                | CRL-3213                                                      |
| CHO-K1                                 | ATCC                                                                | CCL-61                                                        |
|                                        |                                                                     |                                                               |
|                                        |                                                                     |                                                               |
|                                        |                                                                     |                                                               |
| <b>Oligonucleotides – qPCR primers</b> |                                                                     |                                                               |
| <b>qPCR Oligo</b>                      | <b>Sequence</b>                                                     | <b>Ref</b>                                                    |
| HK1                                    | For : GCTCAGAAAAGGGGATTTC<br>Rev : GATGTTCTCTGGGGTGTCGT             | Primer-3                                                      |
| HK2                                    | For : TGATCGCCTGCTTATTCACGG<br>Rev : AACCGCCTAGAAATCTCCAGA          | 54                                                            |
| PFK1                                   | For : CCATGTTGTGGGTGTCTGAG<br>Rev : ACAGGCTGAGTCTGGAGCAT            | Primer-3                                                      |
| ALDOA                                  | For : CTGAGCGACCACCATGTCTA<br>Rev : GGCAATCTCCTCATTGGAAA            | Primer-3                                                      |
| PKM1/2                                 | For : CGATCTGTGGAGATGCTGAA<br>Rev : AATGGGATCAGATGCAAAGC            | Primer-3                                                      |
| LDHA                                   | For : AGGCTCCCCAGAACAAGATT<br>Rev : TCTCGCCCTTGAGTTTGTCT            | Primer-3                                                      |
| P27 <sup>Kip1</sup>                    | For : AACTAACCCGGGACTTGGAG<br>Rev : CCAGGGGCTTATGATTCTGA            | Primer-3                                                      |
| Cyclophilin E                          | For :<br>TTCACAAACCACAATGGCACAGGG<br>Rev : TGCCGTCCAGCCAATCTGTCTTAT | Lester Lau (UIC)                                              |
| MPC1                                   | For : TTGAAAGAGACAGTGCTCCAG<br>Rev : GTTAGGGACTCTCGGCTATTC          | this paper                                                    |
| MPC2                                   | For : CTGCAGAGAGAAAGTGACGAG<br>Rev : TGCCGGGTGGTTGTAAAG             | this paper                                                    |
| NDUFS2                                 | For : TTTCGGGAGCTGTCATGTACC<br>Rev : TGGTCACCGCTTTTCCTTCA           | 55                                                            |
| IDH2                                   | For : GGCTGTCAAGTGTGCCACAATC<br>Rev : TTGGCTCTCTGAAGACGGTTCC        | <a href="https://www.origene.com">https://www.origene.com</a> |
| DLST                                   | For : CCACCTGTGTGGAGGTATTG<br>Rev : GTGCTTTCTGGAAGAGGTAGAG          | this paper                                                    |
| SDHA                                   | For : CAGACCTGTTATCGACAAGACC                                        | this paper                                                    |

|         |                                                                        |                                                                                         |
|---------|------------------------------------------------------------------------|-----------------------------------------------------------------------------------------|
|         | Rev : GTTTCATCAGTAGGAGCGGATAG                                          |                                                                                         |
| CCN1    | For : GAGGCTTCCTGTCTTTGGCAC<br>Rev : ACTCTGGGTTGTCATTGGTAAC            | 56                                                                                      |
| Cdc25c  | For :<br>GGTCCAAACAAAGGAAGATATTACAC<br>Rev : GTCCTCAAGGTCAGCAGAAG      | this paper                                                                              |
| Cdc20   | For : GTGTCCTTAGCTTGTCTGGAAA<br>Rev : GTTGAAGCAGTGAGTGCAAATC           | this paper                                                                              |
| Aurka   | For : GTCTTGGTGACTGAGCAGATT<br>Rev : GTTATTGAGCCGGGACACAG              | this paper                                                                              |
| Aurkb   | For : TGAGATTGGGCGTCCTTTG<br>Rev : CGCCTGGATTTTCGATCTCTC               | this paper                                                                              |
| Plk1    | For : GATCTCAGACGCAGACACAAA<br>Rev : ATACAAAGTCGCTGTCCTCAAA            | this paper                                                                              |
| Cenps   | For : AATGAAGAGATTGCCCAGCTTA<br>Rev : GCTGCTTCCAGATGAGATGAA            | this paper                                                                              |
| Bub1    | For : GCTGAGTACAACAGTGACC<br>Rev : CCTCATTGTGAATTCCTGTCT               | this paper                                                                              |
| Mcm2    | For :<br>CGAGGAGGATGAAGAGATGATCG<br>Rev : GCTCCTTGAAGACGTTGTGG         | this paper                                                                              |
| Col1a1  | For : CGATGGATTCCCGTTCGAGT<br>Rev : CGATCTCGTTGGATCCCTGG               | 57                                                                                      |
| Col1a2  | For : GCAGGTTACCTACTCTGTCCT<br>Rev : CTTGCCCCATTCAATTTGTCT             | 58                                                                                      |
| Col3a1  | For : CTGGAGAACCTGGTGCAAAT<br>Rev : CCTCGGAAGCCACTAGGAC                | 58                                                                                      |
| Col4a3  | For : TGTGGATGCACGGTGTGTT<br>Rev : GTTCTCTTCACGGTGTGCTTGA              | 57                                                                                      |
| Col5a1  | For :<br>AAGCGTGGGAAACTGCTCTCCTAT<br>Rev :<br>AGCAGTTGTAGGTGACGTTCTGGT | 59                                                                                      |
| Col5a2  | For : GAAAGGCTGGTGATCAAGGT<br>Rev : TTTCTCCCCGAGGTCCTAAT               | 58                                                                                      |
| Col6a1  | For : GATGAGGGTGAAGTGGGAGA<br>Rev : CAGCACGAAGAGGATGTCAA               | <a href="#">hc9 2023 04 20 hirsov<br/>a hep4-22-<br/>0898r1_sdc2.pdf<br/>(lwww.com)</a> |
| Col6a3  | For : CATGACTCGCCAACA<br>Rev : GGATGGCATTGAAGTTGGAT                    | 58                                                                                      |
| Col8a1  | For : TCTGCCACCTCAAATCCCTCCTCA<br>Rev : TCTCCGCGCAAACCTGGCTAACG        | 60                                                                                      |
| Col8a2  | For : GAGCGACGCGGAGTTCTG<br>Rev : CCCCCTGCATGGCGTCTGTG                 | 60                                                                                      |
| Col11a1 | For : GACCAGAAGACACACTGAAAGCA                                          | 61                                                                                      |

|                                                   |                                                                            |                                   |
|---------------------------------------------------|----------------------------------------------------------------------------|-----------------------------------|
|                                                   | Rev :<br>TCCATGCCATCTGAGTAGTCAAGA                                          |                                   |
| Col14a1                                           | For : GACAGAGTGAACGACAGGAAAG<br>Rev : TGGCGCCTAGGGAAGATTA                  | this paper                        |
| Col23a1                                           | For : CCAAGGGCAAGATGGAGTT<br>Rev : CATCTTTCCCAGTGTCACCA                    | this paper                        |
| Col5a3                                            | For : TCTCCAGCAGATCCTCACA<br>Rev : CTCCGGCAGCTTCTCATC                      | this paper                        |
| <b>Oligonucleotides</b>                           |                                                                            |                                   |
| <b>Cloning Oligo</b>                              | <b>Sequence</b>                                                            | <b>Ref</b>                        |
| sgCdh1                                            | For :<br>CACCGGAACGTGTCCGGCTCTCGAG<br>Rev :<br>AAACCTCGAGAGCCGGACACGTTCC   | CRISPOR.tefor.net                 |
| sgYAP1                                            | For :<br>CACCGCCAGAGACAACGCCACTGGCT<br>Rev :<br>AAACAGCCAGTGGCGTTGTCTCTGGC | <sup>62</sup>                     |
| sgTead1                                           | For :<br>CACCGCCGATTGACAACGACGCGGA<br>Rev :<br>AAACTCCGCGTCGTTGTCAATCGGC   | CRISPOR.tefor.net                 |
| sgSlc25a11                                        | For :<br>CACCGGCTGAAAGTCGTCCGCTATG<br>Rev :<br>AAACCATAGCGGACGACTTTCAGCC   | CRISPOR.tefor.net                 |
| <b>Equipment and Software</b>                     |                                                                            |                                   |
| <b>Machine</b>                                    | <b>Company</b>                                                             | <b>Model</b>                      |
| Chemiluminescent western blot developer           | Azure                                                                      | cSeries Imaging Systems c400      |
| Near-infrared fluorescence western blot developer | Licor                                                                      | Odyssey CLx                       |
| qPCR machine                                      | Bio-Rad                                                                    | CFX96                             |
| Flow-cytometer                                    | Beckman Coulter                                                            | CytoFLEX S                        |
| Live cell imaging                                 | Nexcelom Bioscience                                                        | Celigo Imaging Cytometer          |
| GC-MS                                             | Agilent                                                                    | 7890A/5975C                       |
| Plate reader                                      | BioTek                                                                     | CYTATION1                         |
| Biochemistry Analyzer                             | Yellow Springs Instruments (YSI)                                           | YSI-2700 Select                   |
| Seahorse                                          | Seahorse Bioscience                                                        | XFe96 Extracellular Flux Analyzer |
| Confocal microscope                               | Zeiss                                                                      | LSM 700 & LSM 900                 |
| <b>Software</b>                                   | <b>Company</b>                                                             | <b>Prod #</b>                     |

|                       |                     |                                                                                                                                                                                                                                                                                         |
|-----------------------|---------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| ZEN Blue              | Zeiss               | <a href="https://www.zeiss.com/microscopy/en/products/software/zeiss-zen-lite">https://www.zeiss.com/microscopy/en/products/software/zeiss-zen-lite</a>                                                                                                                                 |
| Image Studio Lite     | Licor               | <a href="https://www.licor.com/bio/image-studio-lite/">https://www.licor.com/bio/image-studio-lite/</a>                                                                                                                                                                                 |
| Prism 9               | GraphPad            | <a href="https://www.graphpad.com/">https://www.graphpad.com/</a>                                                                                                                                                                                                                       |
| FlowJo 10.1           | FlowJo LLC          | <a href="https://www.flowjo.com/">https://www.flowjo.com/</a>                                                                                                                                                                                                                           |
| Matlab R2016b (9.7.0) | MathWorks           | <a href="https://uk.mathworks.com">https://uk.mathworks.com</a>                                                                                                                                                                                                                         |
| R (4.2.2)             |                     | <a href="https://cran.r-project.org/bin/windows/base/">https://cran.r-project.org/bin/windows/base/</a>                                                                                                                                                                                 |
| Wave                  | Agilent XF Software | <a href="https://www.agilent.com/en/product/cell-analysis/real-time-cell-metabolic-analysis/xf-software/seahorse-wave-desktop-software-740897">https://www.agilent.com/en/product/cell-analysis/real-time-cell-metabolic-analysis/xf-software/seahorse-wave-desktop-software-740897</a> |
| Wave                  | Agilent XF Software | <a href="https://www.agilent.com/en/product/cell-analysis/real-time-cell-metabolic-analysis/xf-software/seahorse-wave-desktop-software-740897">https://www.agilent.com/en/product/cell-analysis/real-time-cell-metabolic-analysis/xf-software/seahorse-wave-desktop-software-740897</a> |
|                       |                     |                                                                                                                                                                                                                                                                                         |

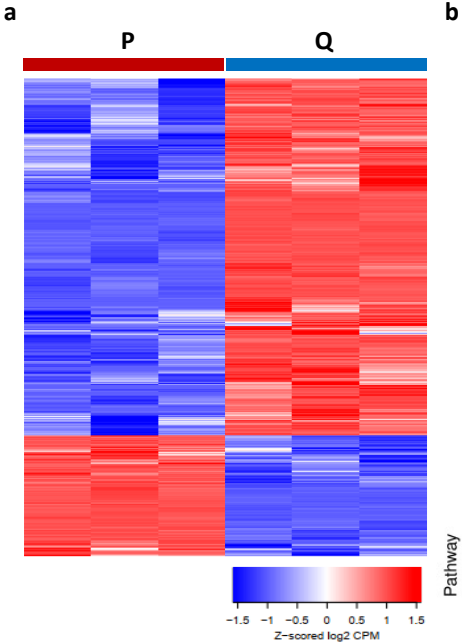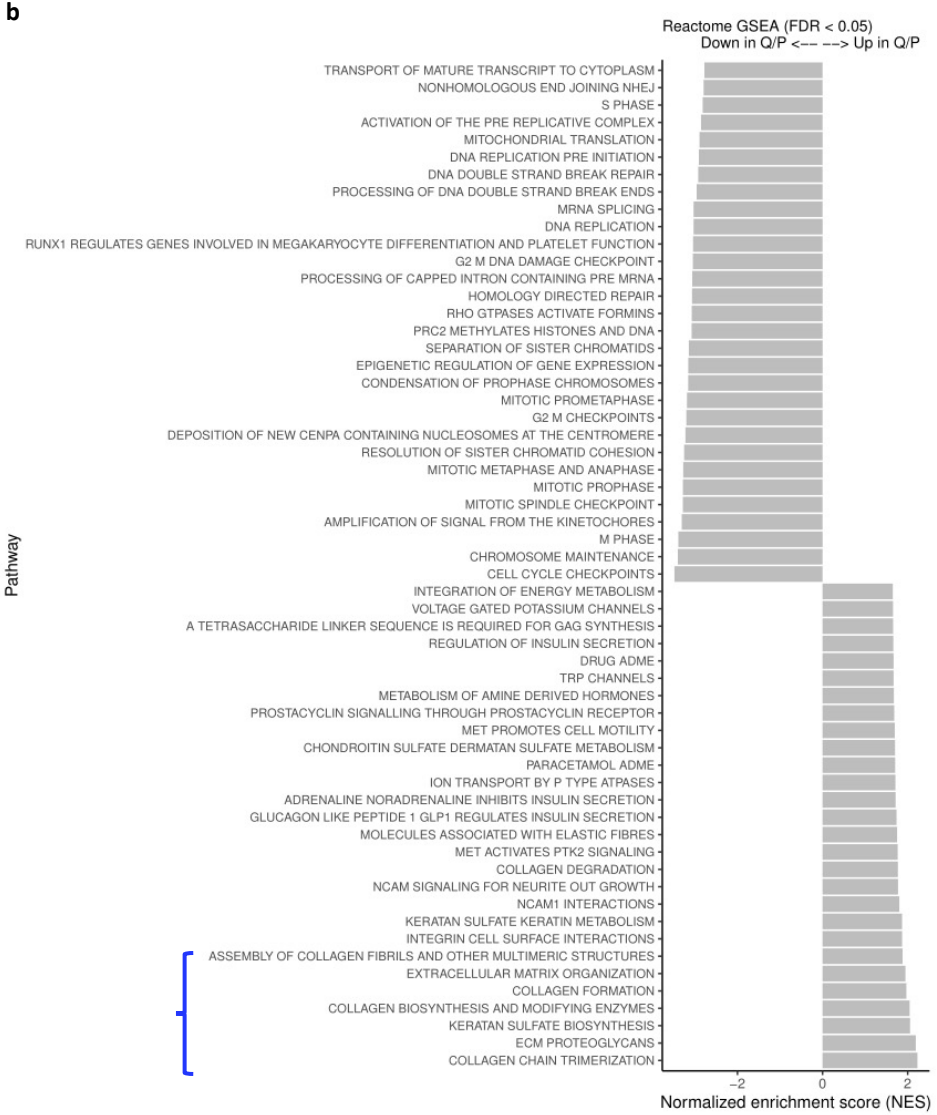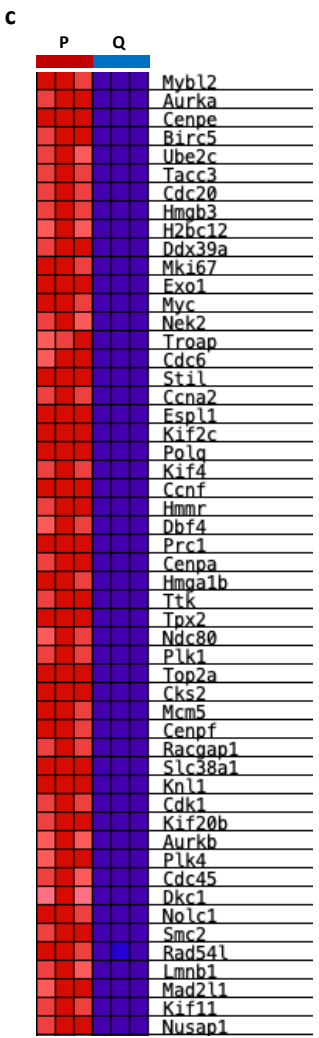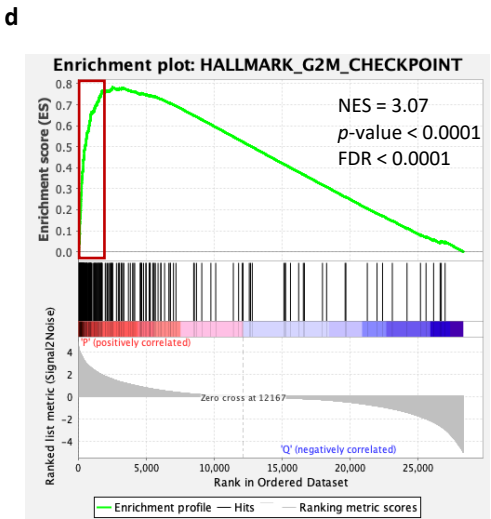

## Supplementary figure 1

- a. Heatmap of the differentially expressed genes between P and Q MEFs as determined by RNA sequencing. Data represent values from three independent experiments, and Z scored log<sub>2</sub>-fold change values are color-coded as indicated.
- b. GSEA identified the differentially expressed Reactome pathways in P and Q MEFs. The top 30 down- and 28 upregulated pathways selected by statistical significance (there were only 28 upregulated pathways with FDR < 0.05 in Q/P). Top 7 most upregulated pathways in Q cells are marked with blue curly bracket.
- c. Heatmap of the genes in the G<sub>2</sub>-M checkpoint pathway by GSEA from RNA sequencing of P and Q MEFs. Expression values are represented as colors and range from red (high expression), pink (moderate), light blue (low) to dark blue (lowest expression).
- d. Enrichment of genes in the G<sub>2</sub>-M checkpoint pathway by GSEA from RNA sequencing of P and Q MEFs. The normalized enrichment score (NES), *p*-value and false discovery rate (FDR) are shown.

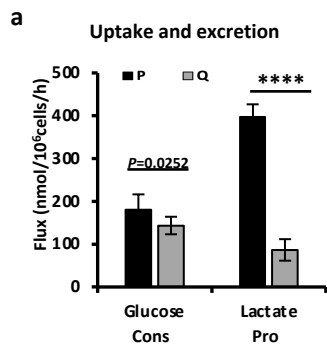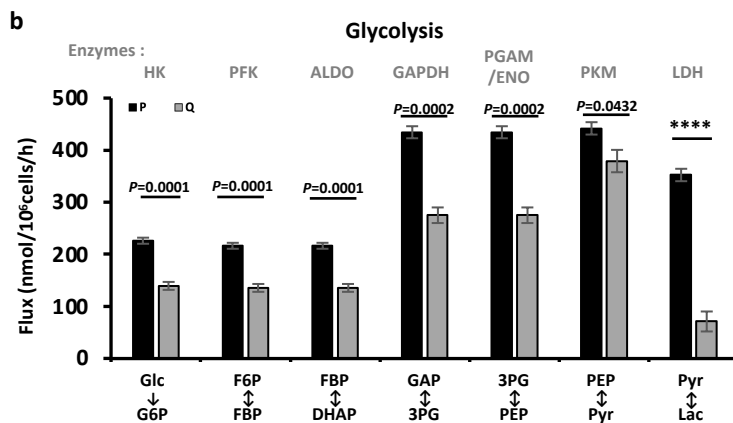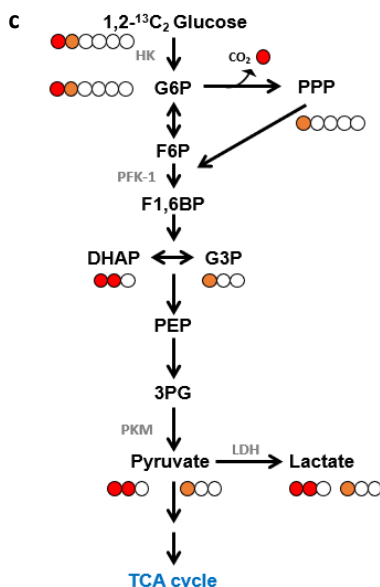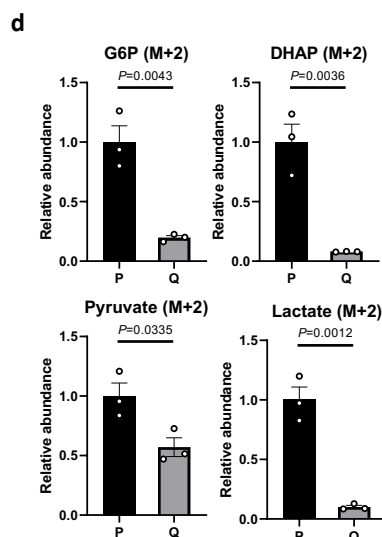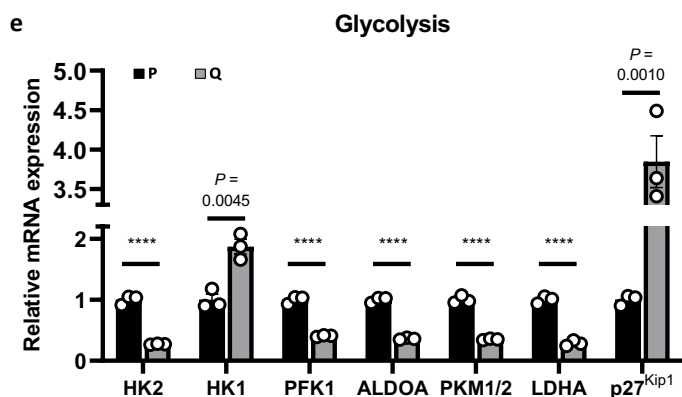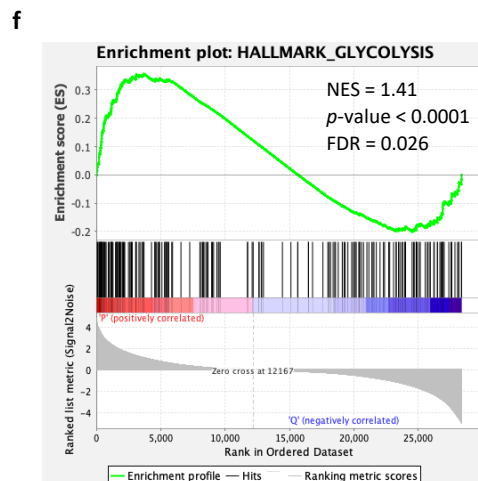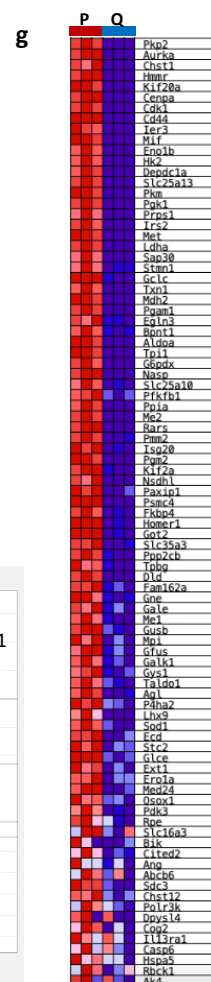

## Supplementary figure 2

- a. Comparison of the quantified key extracellular metabolic fluxes (estimated flux  $\pm$  SD) in P and Q MEFs. The flux rates of glucose uptake and lactate excretion are plotted.
- b. Comparison of key intracellular glycolytic fluxes (estimated flux  $\pm$  SD) in P and Q MEFs. The black bars represent P cells, and the gray bars represent Q cells.
- c. Simplified schematic of the steps in glycolysis and the pentose phosphate pathway (PPP), showing  $^{13}\text{C}$  labeling patterns with  $[1,2-^{13}\text{C}_2]$ -glucose tracing. Red fills indicate  $^{13}\text{C}$ -labeled carbons. Abbreviations: G6P, glucose-6-phosphate; F6P, fructose-6-phosphate; F1,6BP, fructose 1,6-bisphosphate; DHAP, dihydroxyacetone phosphate; G3P, glyceraldehyde-3-phosphate; PEP, phosphoenolpyruvate; 3PG, 3-phosphoglycerate.
- d. Relative abundances of intracellular  $2\times^{13}\text{C}$  (M+2) glycolytic metabolites (G6P, DHAP, pyruvate, and lactate) after 25 mM  $[1,2-^{13}\text{C}_2]$ -glucose labeling for 24 h. The AUC was normalized to the levels of protein and internal standard. Means  $\pm$  SEMs ( $n = 3$ ) are shown.
- e. Relative mRNA expression of glycolytic genes in P and Q MEFs. Data are normalized to the average value of P cells and are the mean  $\pm$  SEM of 3 independent experiments.
- f. Enrichment of genes in glycolysis by GSEA from RNA sequencing of P and Q MEFs. The normalized enrichment score (NES),  $p$ -value and false discovery rate (FDR) are shown.
- g. Heatmap of the genes in glycolysis by GSEA from RNA sequencing of P and Q MEFs. Expression values are represented as colors and range from red (high expression), pink (moderate), light blue (low) to dark blue (lowest expression).

Means and SEMs are shown, unless otherwise indicated. Individual  $P$  values by unpaired two-tailed  $t$ -test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the  $P$  value; ns  $P \geq 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

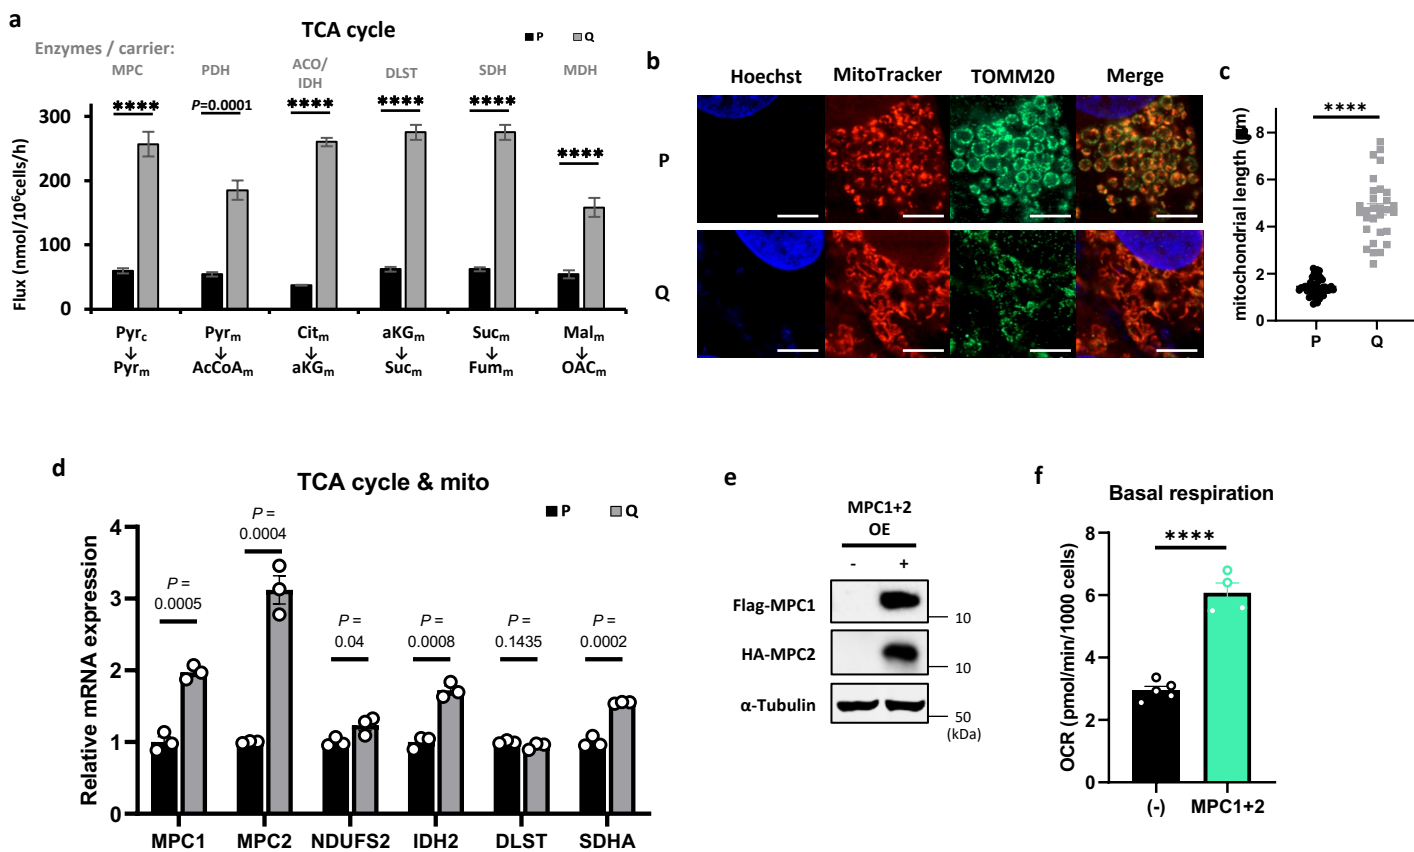

### Supplementary figure 3

- Comparison of key intracellular TCA cycle fluxes (estimated flux  $\pm$  SD) in P and Q MEFs. The black bars represent P cells, and the gray bars represent Q cells.
- Representative confocal images of MitoTracker (red), TOMM20 (green) and Hoechst 33342 (blue) immunostaining in P and Q MEFs. Scale bars: 5  $\mu$ m.
- Quantification of mitochondrial length. n=46 and 30 for P and Q cells, respectively.
- Relative mRNA expression of MPC1-2, TCA cycle genes, and p27<sup>kip1</sup> in P and Q MEFs. Data are normalized to the average value of P cells and are the mean  $\pm$  SEM of 3 independent experiments.
- Immunoblots of MPC1-2 in control and MPC1 and 2 overexpressing MEFs. MPC1 and 2 are stably expressed in the tet-on system, which were treated with doxycycline (0.2  $\mu$ g/ml) for 5 days.  $\alpha$ -Tubulin was monitored as a loading control. Flag and HA tags are used to target MPC1 and MPC2 respectively. Each immunoblot is representative of three independent experiments. Abbreviations: MPC1-2, mitochondrial pyruvate carrier 1-2.
- Basal respiration measured by oxygen consumption rate (OCR) of control (-) and MPC1 and MPC2 overexpressing cells. Means  $\pm$  SEMs (n  $\geq$  4) are shown.

Means and SEMs are shown, unless otherwise indicated. Individual *P* values by unpaired two-tailed *t*-test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the *P* value; ns *P*  $\geq$  0.05, \* *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001, \*\*\*\* *P* < 0.0001.

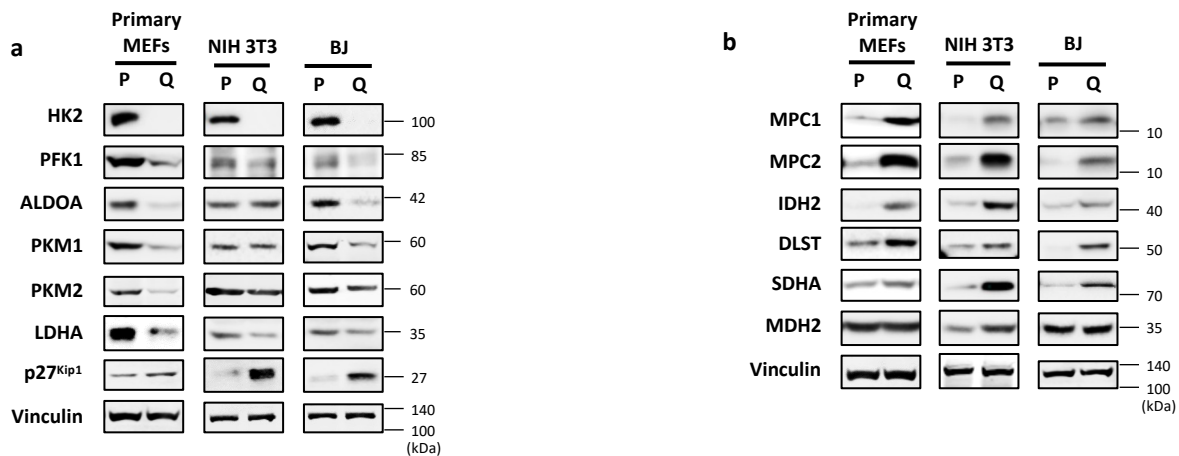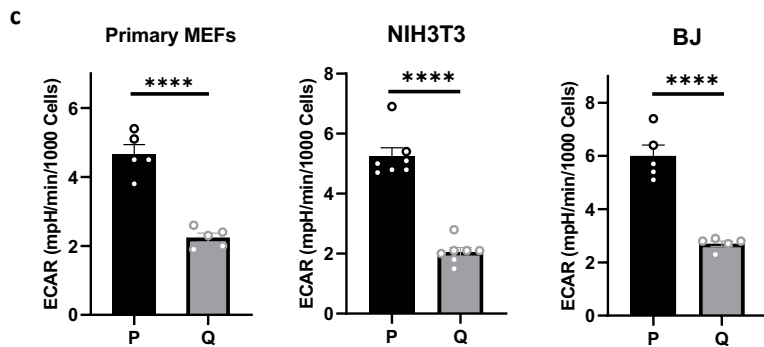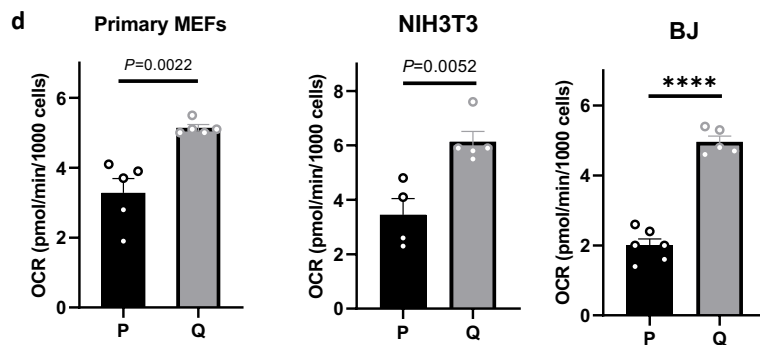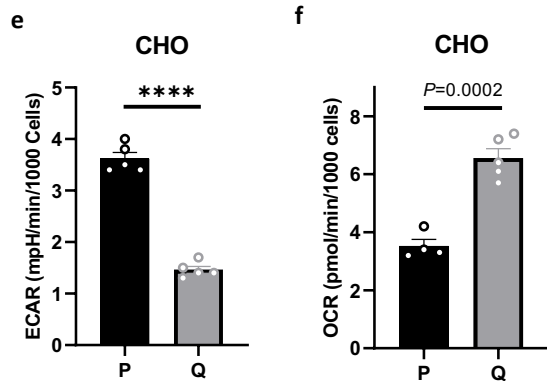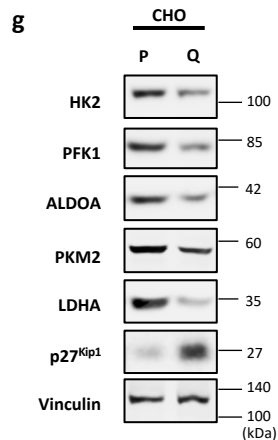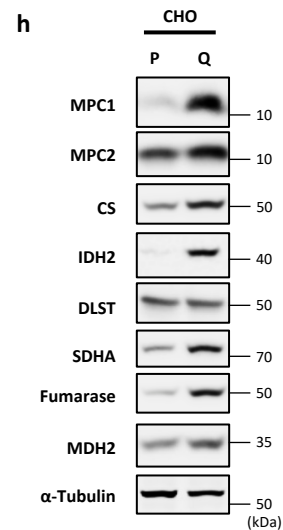

#### Supplementary figure 4

- a. Immunoblots of glycolytic enzymes in P and Q primary MEFs, NIH3T3, and BJ cells. Vinculin was monitored as a loading control. The immunoblots are representative of three independent experiments. Abbreviations: HK, hexokinase; PFK1, phosphofructokinase 1; ALDOA, aldolase A; PKM, pyruvate kinase M; LDHA, lactate dehydrogenase A.
- b. Immunoblots of mitochondrial pyruvate carriers and TCA cycle enzymes in primary MEFs, NIH3T3, and BJ cells. Vinculin was monitored as a loading control. Each immunoblot is representative of three independent experiments. Abbreviations: MPC1-2, mitochondrial pyruvate carrier 1-2; IDH2, isocitrate dehydrogenase 2; DLST, dihydrolipoamide S-succinyltransferase; SDHA, succinate dehydrogenase; MDH2, malate dehydrogenase 2.
- c. Glycolytic function monitored by the extracellular acidification rate (ECAR) in P and Q NIH3T3 cells. Means  $\pm$  SEMs ( $n \geq 4$ ) are shown.
- d. Basal respiration measured by oxygen consumption rate (OCR) of P and primary MEFs, NIH3T3, and BJ cells. Means  $\pm$  SEMs ( $n \geq 4$ ) are shown.
- e. Glycolytic function monitored by the extracellular acidification rate (ECAR) in P and Q CHO-K1 cells. Means  $\pm$  SEMs ( $n \geq 4$ ) are shown.
- f. Basal respiration measured by oxygen consumption rate (OCR) of P and Q CHO-K1 cells. Means  $\pm$  SEMs ( $n \geq 4$ ) are shown.
- g. Immunoblots of glycolytic enzymes in P and Q CHO-K1 cells. Vinculin was monitored as a loading control. The immunoblots are representative of three independent experiments. Abbreviations: HK, hexokinase; PFK1, phosphofructokinase 1; ALDOA, aldolase A; PKM, pyruvate kinase M; LDHA, lactate dehydrogenase A.
- h. Immunoblots of mitochondrial pyruvate carriers and TCA cycle enzymes CHO-K1 cells. Vinculin was monitored as a loading control. Each immunoblot is representative of three independent experiments. Abbreviations: MPC1-2, mitochondrial pyruvate carrier 1-2; CS, citrate synthase; IDH2, isocitrate dehydrogenase 2; DLST, dihydrolipoamide S-succinyltransferase; SDHA, succinate dehydrogenase; MDH2, malate dehydrogenase 2.

Means and SEMs are shown, unless otherwise indicated. Individual *P* values by unpaired two-tailed *t*-test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the *P* value; ns  $P \geq 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

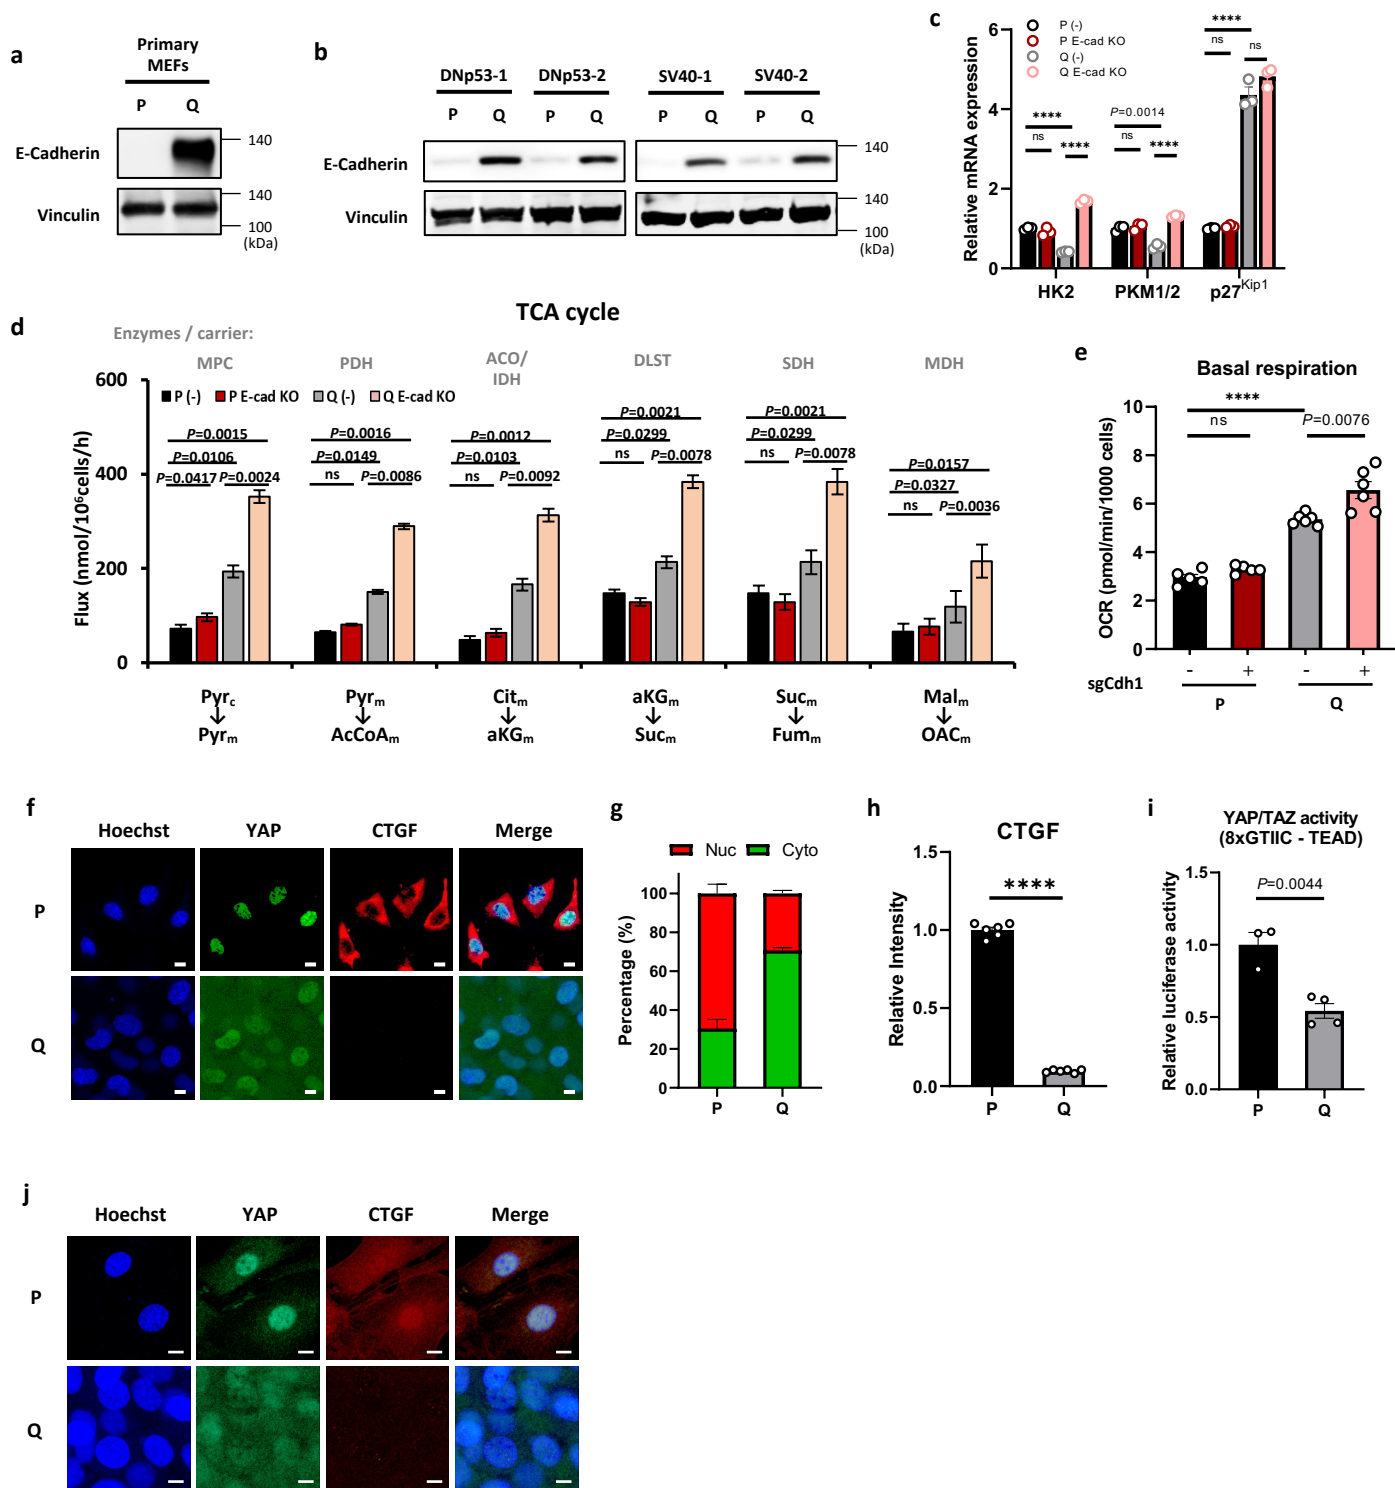

## Supplementary figure 5

- a. Immunoblots of E-Cadherin in primary P and Q MEFs. Each immunoblot is representative of three independent experiments, and vinculin was used as a loading control.
- b. Immunoblots of E-Cadherin in P and Q MEFs immortalized with either dominant-negative p53 or SV40 large T. Each immunoblot is representative of three independent experiments, and vinculin was used as a loading control.
- c. Relative mRNA expression of HK2, PKM1/2 and p27<sup>Kip1</sup> in control or E-cadherin KO MEFs in the P and Q states. Means  $\pm$  SEMs ( $n = 3$ ) are shown.
- d. Comparison of key intracellular TCA cycle fluxes (estimated flux  $\pm$  SD) in control or E-cadherin KO MEFs in the P and Q states.
- e. Basal respiration measured by oxygen consumption rate (OCR) of control or E-cadherin KO MEFs in the P and Q states. Values are the mean  $\pm$  SEM of 5~6 independent experiments.
- f. Localization and expression analysis of YAP (green) and CTGF (red) in P and Q MEFs by immunofluorescence. Hoechst 33342 (blue) was used to show the nuclei, and the scale bar size represents 10  $\mu$ m. Each experiment included observation of at least 10 randomly selected fields (400 $\times$  magnification).
- g. The quantified percentage (%) of nuclear (red) and cytosolic (green) YAP immunofluorescence is indicated, and the data represent the mean  $\pm$  SEM ( $n=10$ ). The statistical significance of the differences was determined by two-way ANOVA;  $P < 0.0001$ .
- h. The quantified intensity of CTGF immunofluorescence is indicated, and the data represent the mean  $\pm$  SEM ( $n=6$ ).
- i. Luciferase assays with the 8 $\times$ GTIIC-Lux reporter in control or E-cadherin KO MEFs in the P and Q states. Data are normalized to the average value of P cells and are presented as the mean  $\pm$  SEM of 3 to 5 biologically independent samples.
- j. Representative confocal images of YAP (green), CTGF (red) and Hoechst 33342 (blue) immunostaining in P and Q primary MEFs. Scale bars: 10  $\mu$ m.

Means and SEMs are shown, unless otherwise indicated. Individual  $P$  values by unpaired two-tailed  $t$ -test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the  $P$  value; ns  $P \geq 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

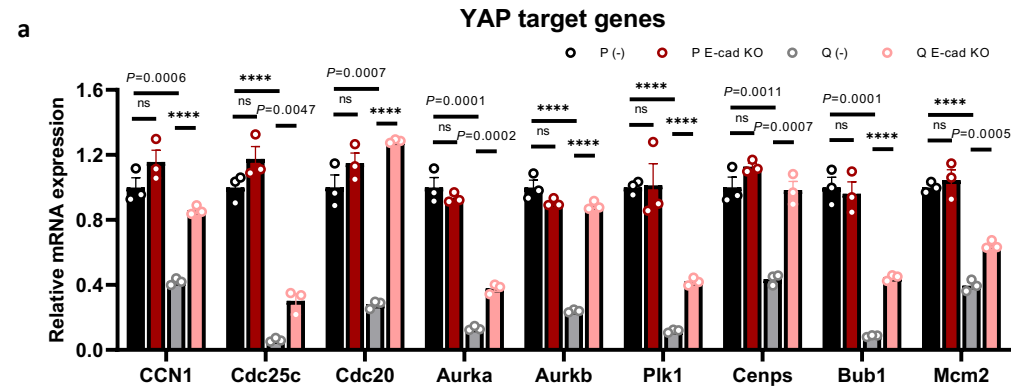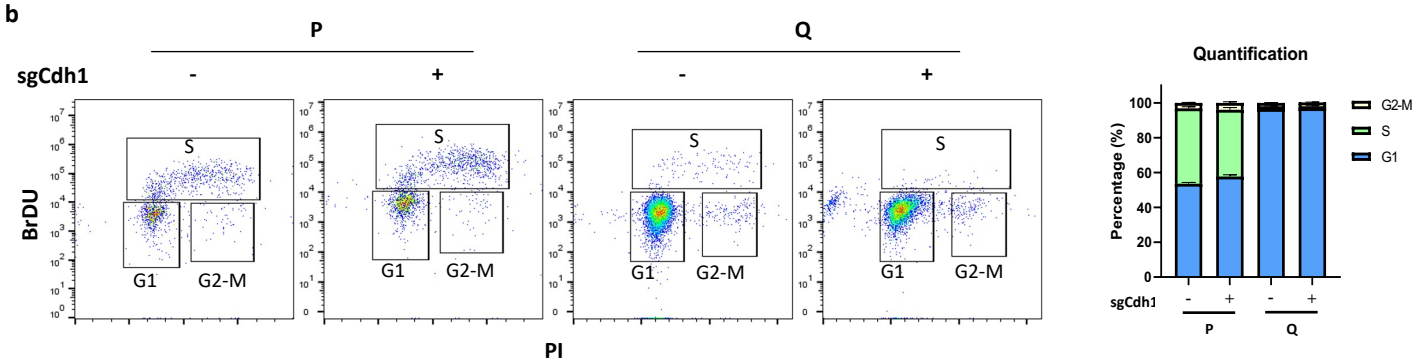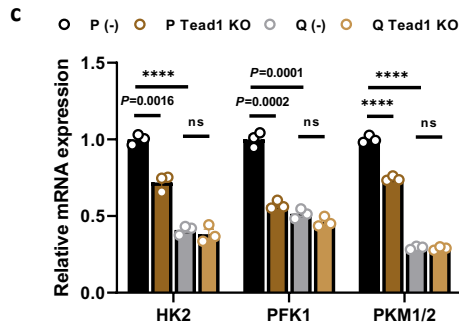

## Supplementary figure 6

- Relative mRNA expression of YAP target genes in control or E-cadherin KO MEFs in the P and Q states. Data are normalized to the average value of P cells and are the mean  $\pm$  SEM of 3 independent experiments.
- Cytometric analysis of BrdU incorporation and DNA content by PI staining in control or E-cadherin KO MEFs in the P and Q states. The box gates on dot plots represent G<sub>1</sub>, S and G<sub>2</sub>-M phases. The graph shows the quantification of cells in each phase of the cell cycle: cells arrested in G<sub>1</sub> phase (BrdU negative; 2N DNA content), in S phase (BrdU positive) and in G<sub>2</sub>-M phase (BrdU negative; 4N DNA content). The statistical significance of the differences was determined using two-way ANOVA;  $P < 0.0001$ .
- Relative mRNA expression of HK2, PFK1 and PKM1/2 in control or TEAD1 KO P and Q MEFs. Means  $\pm$  SEMs ( $n = 3$ ) are shown.

Means and SEMs are shown, unless otherwise indicated. Individual  $P$  values by unpaired two-tailed  $t$ -test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the  $P$  value; ns  $P \geq 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

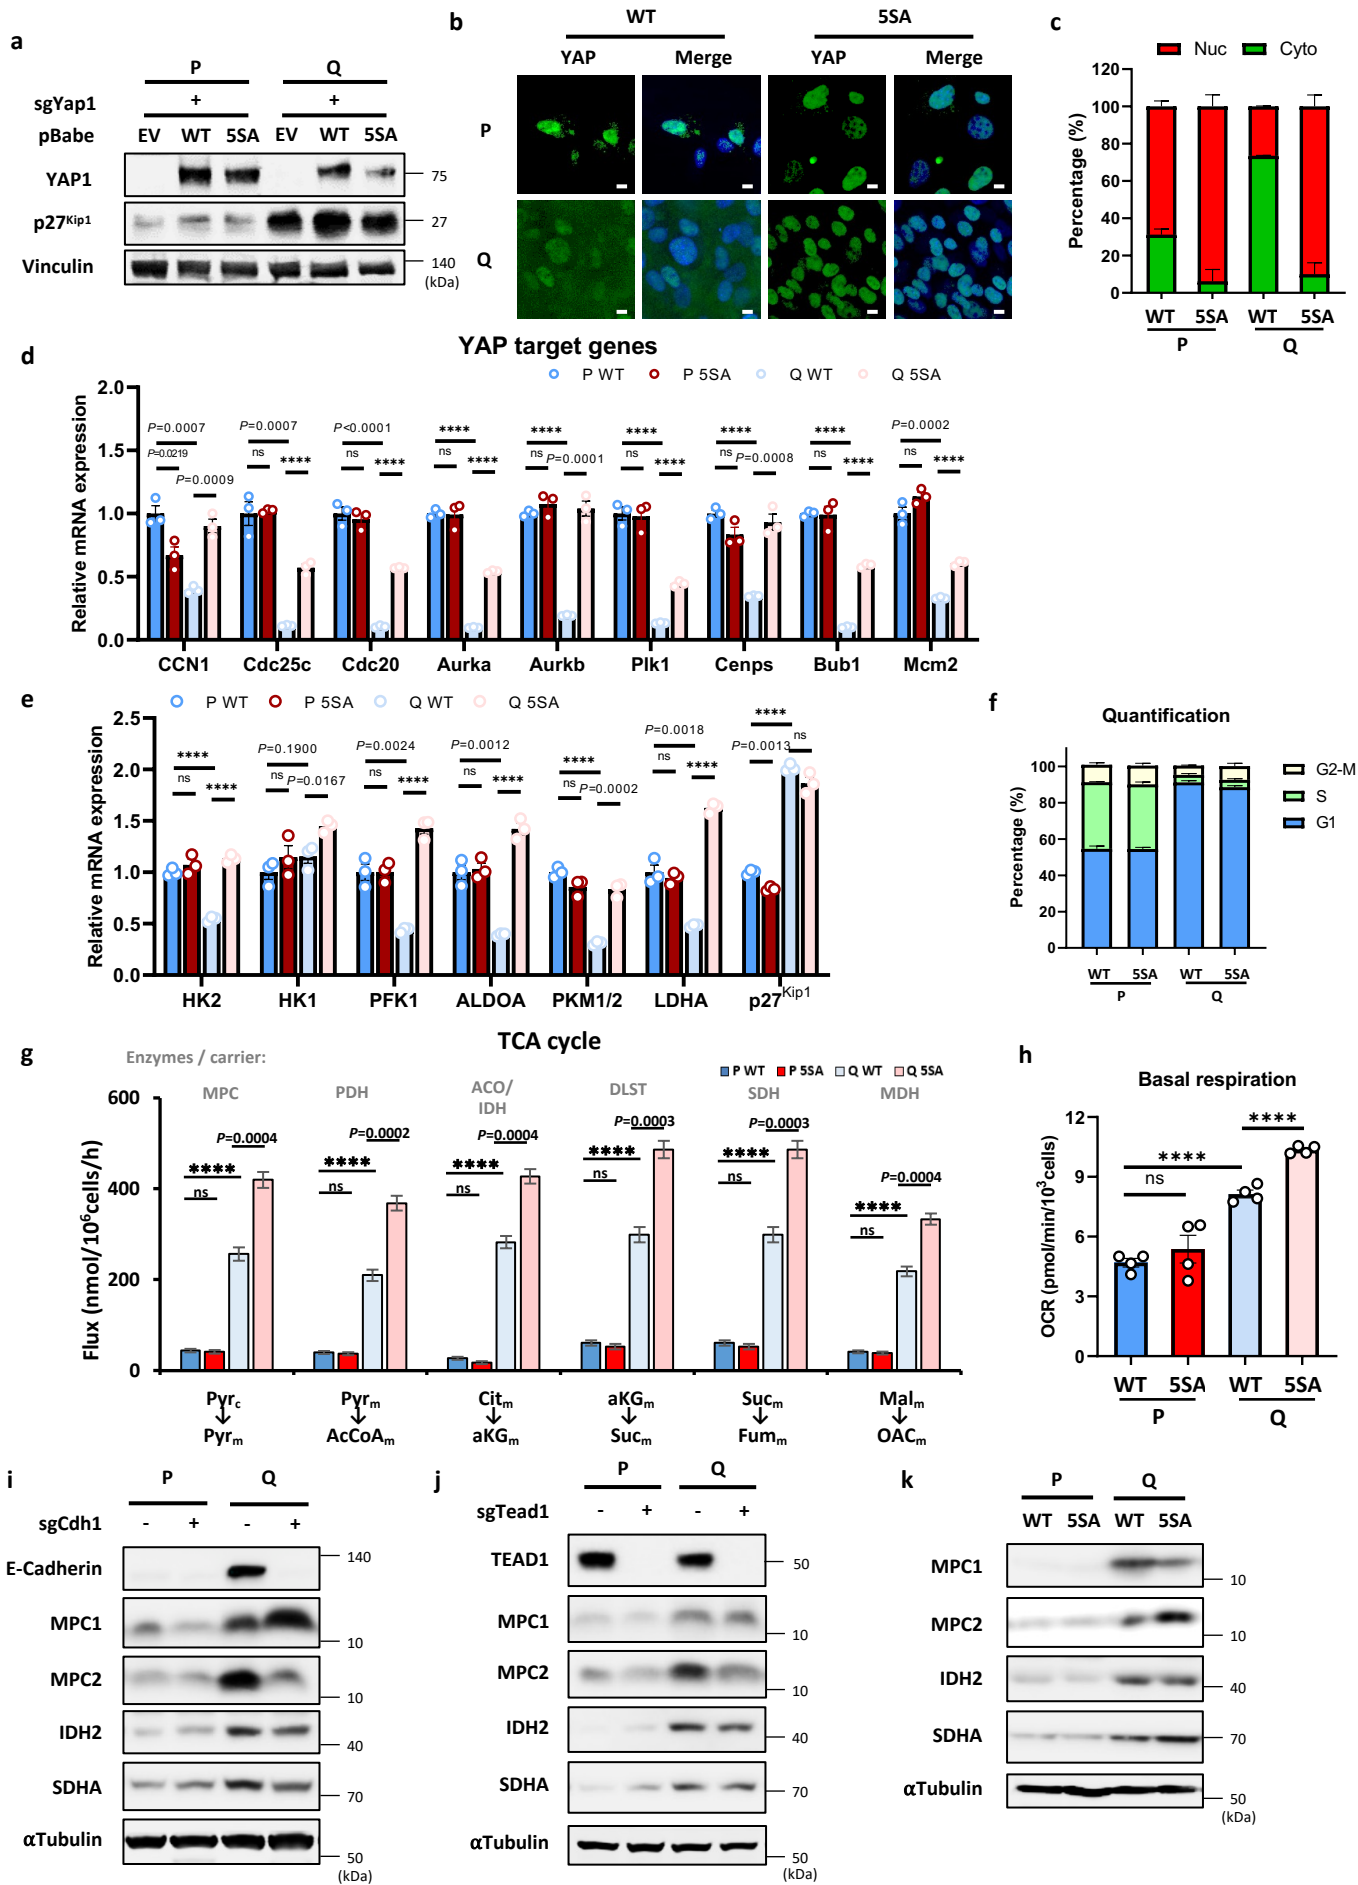

## Supplementary figure 7

- a. Immunoblots of YAP1, in P and Q MEFs after CRISPR-Cas9 based YAP1 deletion and either EV or YAP WT or YAP 5SA were re-expressed. Vinculin was monitored as a loading control. p27<sup>Kip1</sup> is monitored as a quiescent marker. The immunoblots are representative of three independent experiments.
- b. Immunofluorescence analysis of YAP (green) in YAP WT (WT) and YAP 5SA (5SA) cells in P and Q states. Hoechst 33342 (blue) was used to show the nuclei, and the scale bar size represents 10  $\mu$ m. Each experiment included observation of at least 10 randomly selected fields (400 $\times$  magnification).
- c. The quantified percentage (%) of nuclear (red) and cytosolic (green) YAP immunofluorescence is indicated, where the data represent the mean  $\pm$  SEM (n=6~7). The statistical significance of the differences was determined by two-way ANOVA;  $P < 0.0001$ .
- d. Relative mRNA expression of YAP target genes in WT and 5SA cells in the P and Q states. Data are normalized to the average value of P WT cells and are the mean  $\pm$  SEM of 3 independent experiments.
- e. Relative mRNA expression of glycolytic enzymes and p27<sup>Kip1</sup> in WT and 5SA cells in the P and Q states. Vinculin was monitored as a loading control.
- f. Cytometric analysis of BrdU incorporation and DNA content by PI staining in WT and 5SA cells in the P and Q states. The graph shows the quantification of cells in each phase of the cell cycle: cells arrested in G<sub>1</sub> phase (BrdU negative; 2N DNA content), in S phase (BrdU positive) and in G<sub>2</sub>-M phase (BrdU negative; 4N DNA content). The statistical significance of the differences was determined using two-way ANOVA;  $P < 0.0001$ .
- g. Comparison of key intracellular TCA cycle fluxes (estimated flux  $\pm$  SD) in WT and 5SA cells in the P and Q states.
- h. Basal respiration measured by oxygen consumption rate (OCR) of WT and 5SA cells in the P and Q states. Values are the mean  $\pm$  SEM of 4 independent experiments.
- i. Immunoblots of E-cadherin, MPC1-2, and TCA cycle enzymes in control or E-cadherin KO MEFs in the P and Q states.  $\alpha$ Tubulin was used as a loading control. Each immunoblot is representative of three independent experiments. Abbreviations: MPC, mitochondrial pyruvate carrier; IDH, isocitrate dehydrogenase; DLST, dihydrolipoamide S-succinyltransferase; SDHA, succinate dehydrogenase A.
- j. Immunoblots of TEAD1, MPC1-2, and TCA cycle enzymes in control or TEAD1 KO MEFs in the P and Q states.  $\alpha$ Tubulin was used as a loading control. Each immunoblot is representative of three independent experiments.
- k. Immunoblots of MPC1-2 and TCA cycle enzymes in WT and 5SA cells in the P and Q states.  $\alpha$ Tubulin was used as a loading control. Each immunoblot is representative of three independent experiments.

Means and SEMs are shown, unless otherwise indicated. Individual  $P$  values by unpaired two-tailed  $t$ -test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the  $P$  value; ns  $P \geq 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

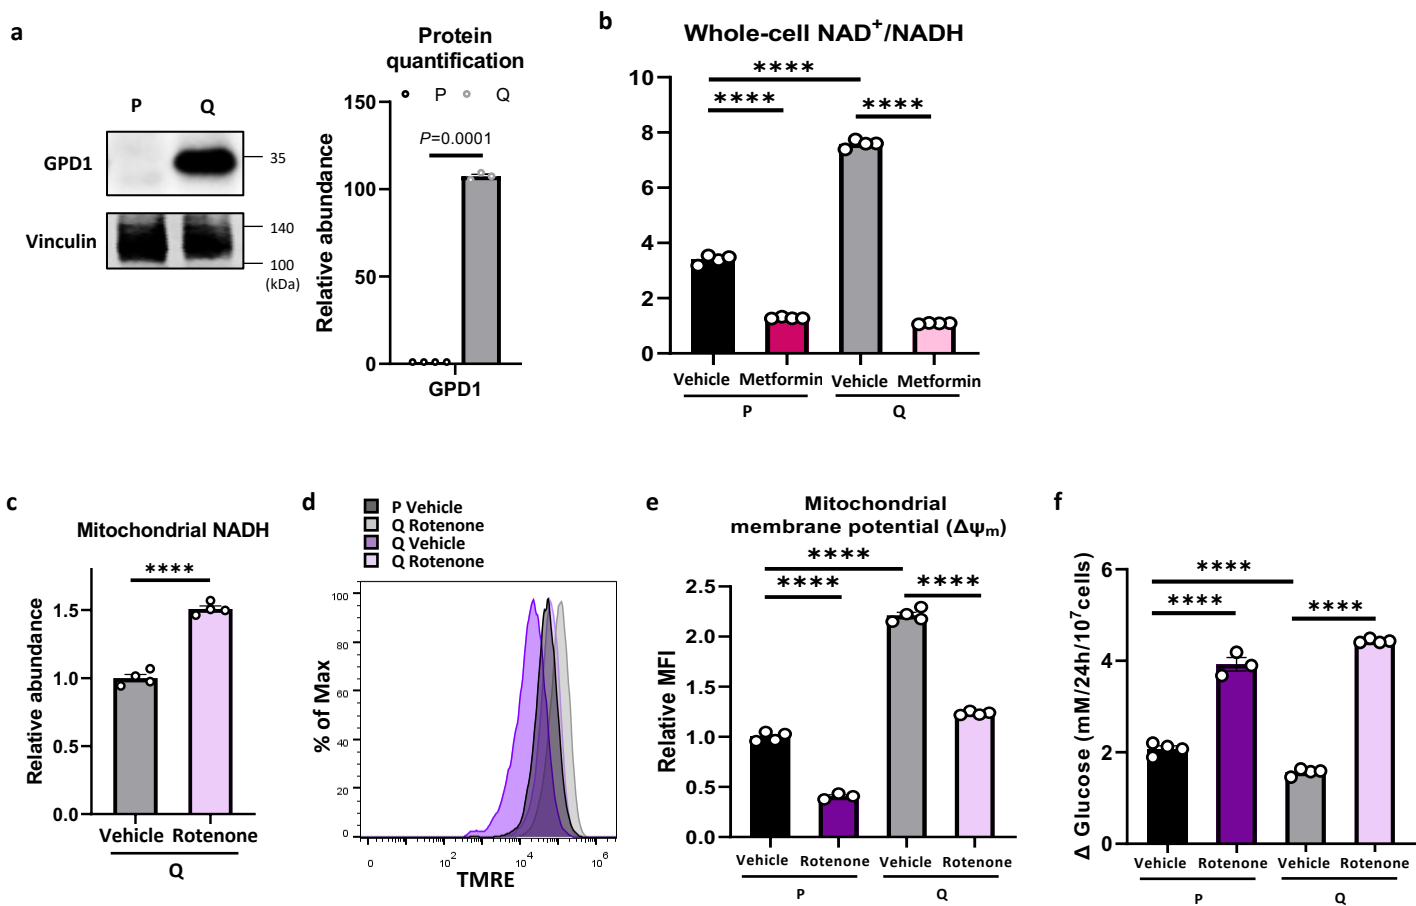

## Supplementary figure 8

- Immunoblot and protein quantification of glycerol-3-phosphate dehydrogenase 1 (GPD1) in P and Q MEFs. Vinculin was monitored as a loading control. Each immunoblot is representative of three independent experiments. Values are the mean  $\pm$  SEM of 3 independent experiments.
- Whole-cell  $\text{NAD}^+/\text{NADH}$  ratio in P or Q MEFs cultured in vehicle or 10 mM metformin for 24 h. Data are presented as the mean  $\pm$  SEM of 4 biologically independent samples.
- The relative abundance of mitochondrial NADH in Q MEFs cultured in vehicle or 0.2  $\mu\text{M}$  rotenone for 24 h measured by the pC1-mitoRexYFP sensor using flow cytometry. Data are presented as the mean  $\pm$  SEM of 4 biologically independent samples.
- e. Mitochondrial membrane potential ( $\Delta\Psi_m$ ), as reflected by TMRE fluorescence, of P and Q MEFs. Values are the mean  $\pm$  SEM of 3 to 4 independent experiments.
- f. Extracellular glucose uptake rates of P and Q MEFs cultured in vehicle or 0.2  $\mu\text{M}$  rotenone for 24 h. The amount of extracellular glucose uptake in 24 h was normalized to the viable cell number. The results are the mean  $\pm$  SEM of 3 to 4 independent experiments.

Means and SEMs are shown, unless otherwise indicated. Individual  $P$  values by unpaired two-tailed  $t$ -test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the  $P$  value; ns  $P \geq 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

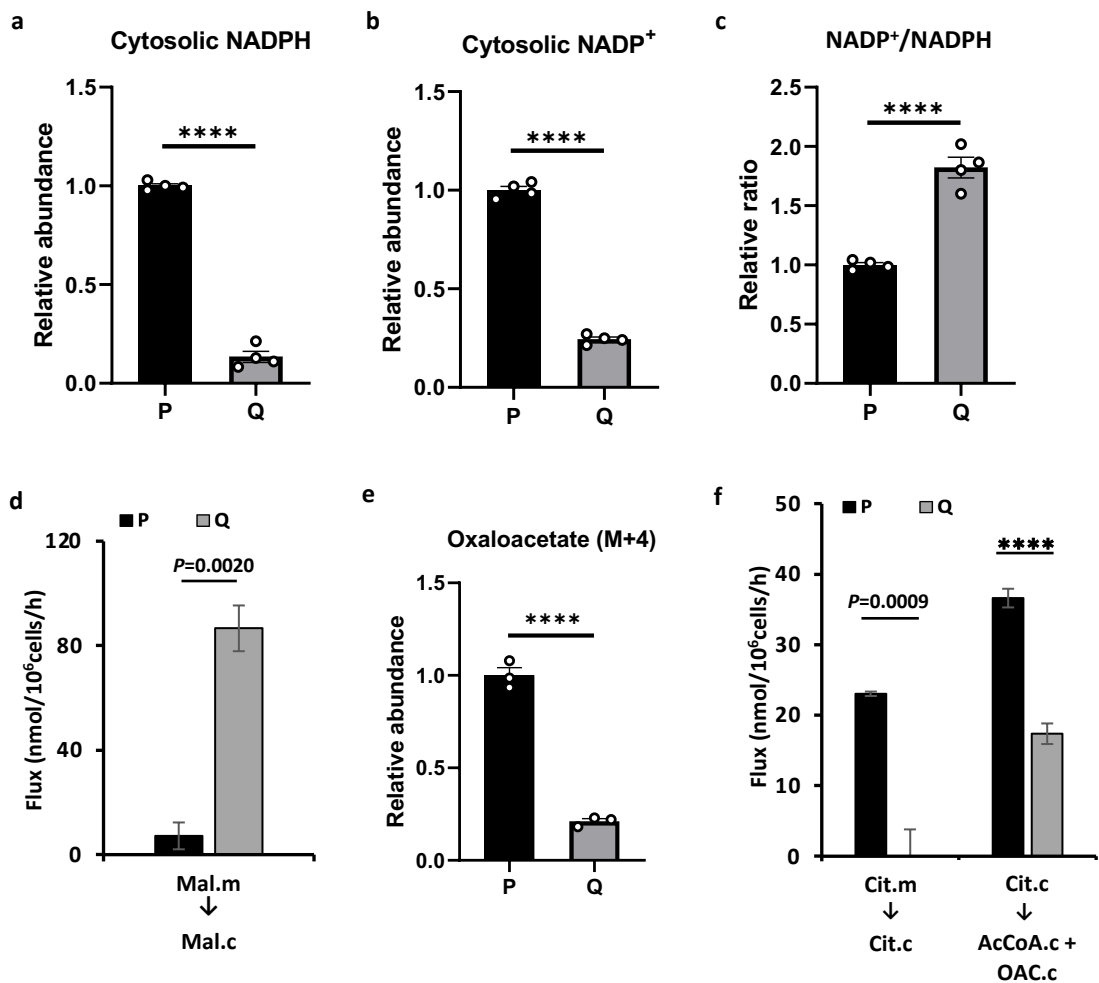

### Supplementary figure 9

- Relative abundance of cytosolic NADPH in P and Q MEFs measured by the iNap1 sensor (cytosolic) using flow cytometry. Data are presented as the mean  $\pm$  SEM of 4 biologically independent samples.
- Relative abundance of cytosolic NADP<sup>+</sup> in P and Q MEFs measured by the iNap1 sensor (cytosolic) using flow cytometry. Data are presented as the mean  $\pm$  SEM of 4 biologically independent samples.
- Relative ratio of cytosolic NADP<sup>+</sup>/NADPH of P and Q MEFs measured by the iNap1 sensor (cytosolic) using flow cytometry. Data are presented as the mean  $\pm$  SEM of 4 biologically independent samples.
- Comparison of the quantified mitochondrial malate export flux (Mal.m  $\rightarrow$  Mal.c) (estimated flux  $\pm$  SD) in P and Q MEFs. P cells are shown in black bars, and Q cells are shown in gray bars.
- Relative abundance of oxaloacetate (M+4) after 4 mM [U-<sup>13</sup>C]-glutamine labeling for 24 h. The AUC was normalized to the levels of protein and internal standard. Means  $\pm$  SEMs (n = 3) are shown.
- Comparison of the quantified fluxes of mitochondrial citrate export (Cit.m  $\rightarrow$  Cit.c) and conversion of cytosolic citrate (Cit.c) to cytosolic oxaloacetate (OAC.c) and acetyl-CoA (AcCoA.c) (estimated flux  $\pm$  SD) in P and Q MEFs. P cells are shown in black bars, and Q cells are shown in gray bars.

Means and SEMs are shown, unless otherwise indicated. Individual *P* values by unpaired two-tailed *t*-test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the *P* value; ns *P*  $\geq$  0.05, \* *P* < 0.05, \*\* *P* < 0.01, \*\*\* *P* < 0.001, \*\*\*\* *P* < 0.0001.

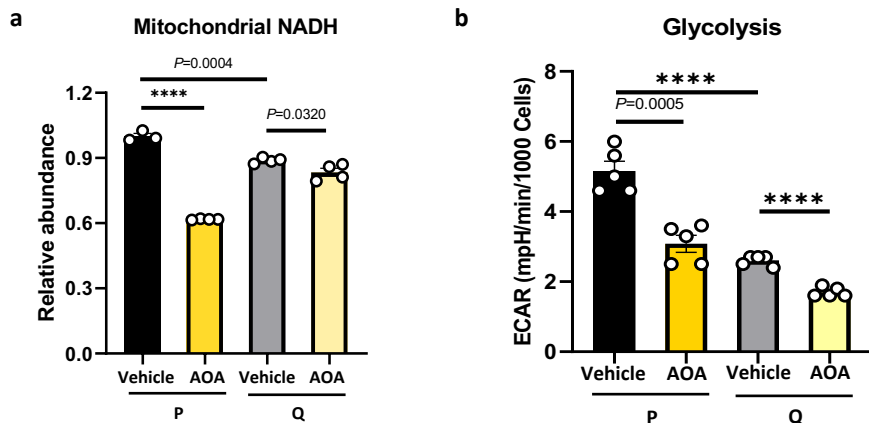

### Supplementary figure 10

- The relative mitochondrial NADH of P and Q MEFs cultured in vehicle or 2 mM AOA for 24 h measured by the pC1-mitoRexYFP sensor using flow cytometry. Values are the mean  $\pm$  SEM of 3 to 4 biologically independent experiments.
- Glycolysis measured by extracellular acidification rate (ECAR) of P and Q MEFs cultured in vehicle or 2 mM AOA for 24 h. Data are presented as the mean  $\pm$  SEM of 5 biologically independent samples.

Means and SEMs are shown, unless otherwise indicated. Individual  $P$  values by unpaired two-tailed  $t$ -test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the  $P$  value; ns  $P \geq 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

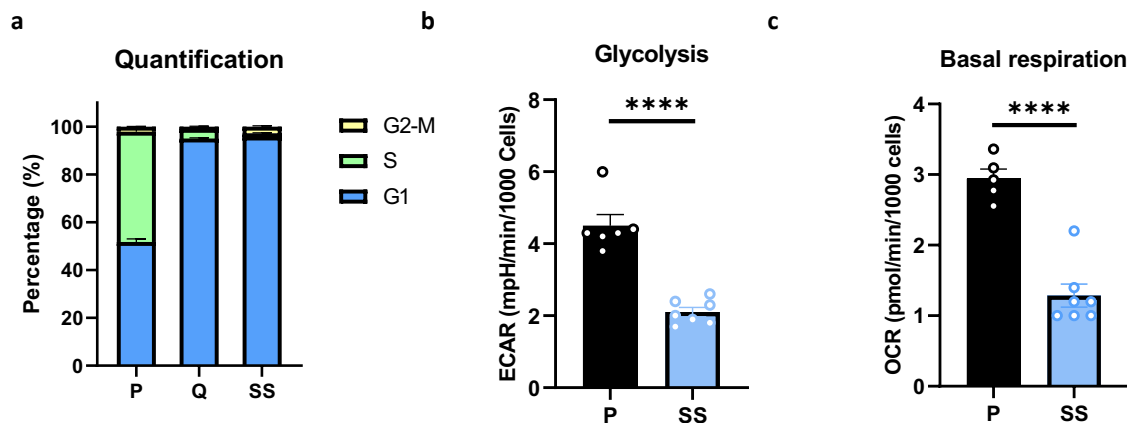

### Supplementary figure 11

- Quantification of the cytometric analysis of BrdU incorporation and DNA content by PI staining in P and serum-starvation induced SS MEFs. The graph shows the quantification of cells in each phase of the cell cycle: cells arrested in G<sub>1</sub> phase (BrdU negative; 2N DNA content), in S phase (BrdU positive) and in G<sub>2</sub>-M phase (BrdU negative; 4N DNA content). The statistical significance of the differences was determined using two-way ANOVA;  $P < 0.0001$ .
- Glycolytic function monitored by the extracellular acidification rate (ECAR) in P and serum-starvation induced SS MEFs. Means  $\pm$  SEMs ( $n \geq 4$ ) are shown.
- Basal respiration measured by oxygen consumption rate (OCR) of P and serum-starvation induced SS MEFs. Means  $\pm$  SEMs ( $n \geq 4$ ) are shown.

Means and SEMs are shown, unless otherwise indicated. Individual  $P$  values by unpaired two-tailed  $t$ -test are indicated in each figure, unless otherwise indicated. Otherwise, asterisks indicate the  $P$  value; ns  $P \geq 0.05$ , \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$ , \*\*\*\*  $P < 0.0001$ .

# Supplementary material for: Metabolic and transcriptomic reprogramming during contact inhibition-induced quiescence is mediated by YAP-dependent and YAP-independent mechanisms
**Source:** Nat Commun. 2024 Aug 8;15:6777. doi: 10.1038/s41467-024-51117-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data Legends**

**Supplementary Data 1** - Differentially Expressed Genes P versus Q cells

**Supplementary Data 2** -  $^{13}\text{C}$  metabolic flux analysis results based on combined fitting of data from parallel labeling experiments with 1,2- $^{13}\text{C}$

**Supplementary Data 3** - Biomass specific uptake and production rates of extracellular metabolites (nmol $10^6$  cellsh n=8)

# Supplementary material for: Metabolic and transcriptomic reprogramming during contact inhibition-induced quiescence is mediated by YAP-dependent and YAP-independent mechanisms
**Source:** Nat Commun. 2024 Aug 8;15:6777. doi: 10.1038/s41467-024-51117-y
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Data collection (image acquisition and quantifications, metabolic analysis, and others) were performed with instruments and softwares as described in Methods.                                                                                                                                                                                                                                                                             |
| Data analysis   | Statistical analysis was performed with built-in statistics tools in Prism9 (GraphPad Software). Statistical significance was determined using Student's t test in paired groups of samples with known median and ordinary one-way analysis of variance (ANOVA) with Dunnett's or Holm-Sidak's multiple comparison test or two-way ANOVA with Tukey's post hoc multiple comparison test in comparisons of more than two groups of samples. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Provide your data availability statement here.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Describe how sample size was determined, detailing any statistical methods used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.

### Data exclusions

No data exclusion.

### Replication

WB quantifications were done with at least 3 independently generated blots.

### Randomization

No randomization was required.

### Blinding

No blinding was required.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

MYC TAG Cell Signaling Technology 2276S  
 Flag TAG Cell Signaling Technology 2368S  
 Mouse monoclonal anti-FLAG Sigma-Aldrich F1804; RRID:AB\_262044  
 HA TAG Sigma-Aldrich H-9658  
 Vinculin Sigma V9131; RRID:AB\_477629  
 Tubulin Sigma 7-9062  
 HK1 Invitrogen MA5-15675  
 HK2 Cell Signaling Technology 2867S  
 PFK1 abcam ab97443  
 ALDOA Cell Signaling Technology 8060S  
 PKM1 Cell Signaling Technology 7067T  
 PKM2 R&D Systems MAB72442  
 LDHA Invitrogen MA5-17246  
 p27Kip1 BD Biosciences 610241  
 MPC1 Cell Signaling Technology 14462S  
 MPC2 Cell Signaling Technology 46141S  
 IDH2 Cell Signaling Technology 56439S  
 DLST Cell Signaling Technology 11954S  
 SDHA Cell Signaling Technology 11998S  
 Fumarase Cell Signaling Technology 4567T  
 CS Cell Signaling Technology 14309T  
 MDH2 Invitrogen PA5-21760  
 YAP1 Cell Signaling Technology 12395  
 Phosphorylated YAP1 (S127) Cell Signaling Technology 4911S  
 TEAD1 Cell Signaling Technology 12292S  
 PCK1 Cell Signaling Technology 12940S  
 MDH1 Invitrogen PA5-97965  
 ME1 Invitrogen MA5-23524  
 ME1 Proteintech 16619-1-AP  
 SIRT6 Invitrogen MA5-24768  
 ACAT1 Cell Signaling Technology 44276S  
 Acetylated Lysine Cell Signaling Technology 9441S  
 SLC25A11 Invitrogen PA5-101673  
 SLC25A13 Proteintech 10789-1-AP  
 GOT1 Proteintech 60317-1-Ig)  
 TOMM20 Invitrogen PA5-52843  
  
 GPD2 Proteintech 17219-1-AP  
 COL1A1 NOVUS BIO NBP1-30054  
 COL2A1 NOVUS BIO NBP1-77795  
 COL3A1 Proteintech 22734-1-AP  
 COL14A1 Invitrogen PA5-49916  
 COL23A1 Invitrogen MA5-24188  
 Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 Invitrogen A11001  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Cyanine3 Invitrogen A10520

### Validation

All antibodies used herein are commercially available and have been validated by the companies that provide them.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                         |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | ATCC , received from another source or established in the laboratory.                                                                                                                                                                                   |
| Authentication                                                    | All cell lines were received from ATCC and are NOT on the latest version (Vs. 8.0) of ICLAC list of misidentified cell lines. All lines used were tested for mycoplasma contamination and confirmed negative of infection via PCR through the UIC core. |
| Mycoplasma contamination                                          | Cell lines used were tested for mycoplasma contamination and confirmed negative of infection via PCR through the UIC core.                                                                                                                              |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | Not relevant.                                                                                                                                                                                                                                           |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                       |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | <i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>                                                                                                                            |
| Instrument                | <i>Identify the instrument used for data collection, specifying make and model number.</i>                                                                                                                                                            |
| Software                  | <i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>                                                                     |
| Cell population abundance | <i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>                                                                                  |
| Gating strategy           | <i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i> |

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

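Expression was measured by RNA-seq in MEFs immortalized with dominant-negative p53. The 6 cultures were 3 proliferating cultures (P), 2 days after plating, and 3 quiescent cultures (Q), contact-inhibited for 6 days and taken 11 days after plating. The state and number of each culture were taken from its label. The authors checked the reads with FastQC, trimmed them with cutadapt, aligned them with STAR in a splice-aware manner, checked or removed apparent PCR duplicates with Picard and counted reads on genes with featureCounts and the Ensembl annotation of GRCm39. The methods also name BWA MEM as an aligner. The authors deposited the raw counts of 49944 genes in each of the 6 cultures, without normalization. The paper gives no versions of the tools used on the reads, although its supplement lists one of R, and does not say whether reads were counted by strand or whether the molecular identifiers of the library kit were used.

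Counts per culture ranged from 12696727 to 18004305. Each culture was a library of its own, and none was pooled. The floor was set at 3 counts, and a fold against a state whose cultures were all at or under it was computed against the floor and is written as a lower bound. Floors cover counting error only. Between cultures of the same state, counts spread more than counting error alone gives, with a chi-squared per degree of freedom from 3.78 to 9.47. The common biological coefficient of variation was 0.067.

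Gene names, biotypes and coordinates came from GENCODE mouse release M39 on GRCm39, which names 49282 of the 49944 genes, and the remaining 662 carry their identifier only. Entrez identifiers, needed for the Reactome sets, were found for 33213 genes. Counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, glmQLFit with its default legacy option and glmQLFTest, on the genes with at least 1 count in total. No covariates were used. P-values were adjusted by the Benjamini-Hochberg method. The strict list used an adjusted p-value under 0.01 and a log2 fold change over 2 or under -2, as in the paper. The prior degrees of freedom of this fit were infinite, so that its p-values rest on the trend of the variance. They were 16.9 in the fit to genes kept by filterByExpr, whose p-values use each gene's own spread. The supplement's description of the paper's analysis names edgeR with TMM normalization but not the test.

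Reactome sets were tested with fgsea 1.28.0 (unweighted statistic, 3000 permutations, sets of 15 to 500 genes). Lists of genes shown in the paper's heatmaps were read from the figures and tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes. Alternatives were DESeq2 1.42.0 with its size factors, genes kept by filterByExpr, edgeR's exact test, scaling by library size only or by upper quartiles, the replicate number as a block, protein-coding genes only, and each culture left out in turn. For the gene sets they were also the weighted statistic, camera, ranking by the signed root of the quasi-likelihood F statistic or by DESeq2's log2 fold change, and leaving out replication-dependent histone genes. The self-contained test fry was an alternative for the gene lists. Replicate numbers come from the labels, which number the cultures from 1 to 3 in each state, and the paper's text does not state that cultures of the same number were handled together.

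The genes named in the text are every gene that the paper names for RNA-seq, protein or RT-qPCR measurements in P and Q MEFs, and the 5 largest increases and 5 largest decreases by log2 fold change among genes with an adjusted p-value under 0.01, an average log2 CPM of at least 1 and no overlap between P and Q cultures. Malat1, Trac, Postn, Vcl, Ppie, Ap3m1, Rnf167, Gm16537 and the collagen genes outside Fig. 8a lie outside this rule and were chosen after their values were seen. So were Ankrd1 and Igfbp3, named as the extremes of a separate list of 22 YAP target genes. Some results that belong to this rule or to the comparisons with RT-qPCR and overlapping genes are not reported here.

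The tests were run on simulated counts with the means and library sizes of these cultures and 200 genes changed 4-fold. Every simulated gene had the same biological coefficient of variation, 0.07, and the changed genes were drawn from those kept by filterByExpr. In the real cultures 13141 genes were called and spread can differ between genes. The simulation thus does not test calls for genes of larger spread or at the floor. The quasi-likelihood test recovered 198 of the 200 among 31297 genes tested and called 3 unchanged genes. On the 15319 simulated genes kept by filterByExpr it recovered 195 and called 2 unchanged genes. The exact test recovered 196 and DESeq2 188. Both planted gene sets were found by fgsea and by camera, and 0 of 100 random sets were. The metabolic flux, protein and imaging experiments of the paper were not analysed here. RT-qPCR values of the supplement were used only for comparison with the RNA-seq folds.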

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

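The test for T cells and the look at overlapping genes were chosen only after the results below were seen. These genes stand out because the paper does not discuss them and their counts were at or under 3 in every culture of one state, so that each fold is a lower bound.

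Among the genes higher in Q cells, Dcn had 0, 0 and 1 counts in the P cultures and 274 ± 12.3 CPM (SD, n = 3) in Q cells, at least 1111-fold higher. Eln had 1 count in each P culture and 561 ± 15.5 CPM in Q cells, at least 2272-fold higher. Islr was at least 487-fold, Fxyd1 at least 201-fold and Lum at least 187-fold higher. Among the genes lower in Q cells, Arhgap36 had 172, 109 and 202 counts in the P cultures and 1, 0 and 1 in the Q cultures, at least 48.5-fold lower. Gm50397 was at least 32.2-fold, Tmem171 at least 26.8-fold, Tigit at least 20.3-fold and Gm42679 at least 17.7-fold lower.

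Technical explanations were weighed for these genes. A difference in library size was not seen, since total counts overlapped between the states, from 12696727 to 17055029 in P and from 13486828 to 18004305 in Q cultures. Cells of another type in the Q cultures could bring in such transcripts. Of the lists of marker genes for adipocytes, macrophages, endothelial cells, epithelial cells and skeletal muscle, the adipocyte list had the highest median log2 fold change, 1.84, with a mean of 8.87 CPM in Q cells. This is under the limits of 2 and 10 CPM set for that explanation, but close to both. The epithelial list averaged 14.5 CPM in Q cells and 14.7 CPM in P cells, over the limit of 10 CPM, with a median log2 fold change of -0.05. Single genes of the lists rose by as much as 7.75 on the log2 scale. No list for other fibroblast-like or mesenchymal cells was run. T cells in the P cultures could explain Tigit and Trac, which had 70, 52 and 80 counts in P and 3, 0 and 0 in Q cultures. Of 8 other T cell genes, the highest average in P cells was 0.506 CPM, under the 1 CPM set for that explanation. Gene length and GC content had little relation to the fold changes, with a larger Spearman coefficient of -0.053 across genes, for length.

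Reads shared with overlapping genes were weighed next. Eln, Islr, Arhgap36 and Gm50397 overlap genes whose averages were at most 0.253 CPM in each state. No other gene overlaps Dcn, Fxyd1, Lum, Tigit or Tmem171. For these 9 genes a change of expression with the state of the cells remains as a hypothesis, found and tested on the same data. It cannot be told apart from a change in the mix of cells in the cultures, which the marker lists (highest median 1.84) did not exclude. No such reading is offered for Gm42679. In this design the days after plating change together with contact inhibition, so those conditions cannot be told apart.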

How the results depend on the processing

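The fit without the legacy option of glmQLFit was added after the values were seen, and every other alternative here, the test of each comparison, the lists of Fig. 3a and Fig. 8a, the list of 22 YAP target genes and the rule for the genes named were set before the data were examined. Across the alternatives, the number of genes with an adjusted p-value under 0.05 ranged from 10801 to 13361, against 13141, and more genes were higher than lower in Q cells in each of them. The share higher in Q cells was 54.6%, and ranged from 50.8% with upper-quartile scaling to 56.9% with library size only. Between 96.3% and 99.8% of the genes called by an alternative were also called here. The strict list held 2193 genes, 1560 of them higher, when only protein-coding genes were tested, against 3301 and 2455. Of those 3301 genes, 2171 are protein-coding, so most of this drop is the genes left out. With DESeq2 the strict list held 2797 genes and with filterByExpr 2464. Fits that each left out a culture gave 3046 to 3172 genes. The fit without the legacy option gave 13361 and 3410 genes.

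The Reactome sets lower in Q cells numbered 251 with the weighted statistic, against 441, and the sets higher in Q cells numbered 122 when genes were ranked by the signed root of the F statistic, against 47. The cause was not tested. Of the 251 sets, 250 were among the 441. The sets higher in Q cells were shared less, since only 28 of 40 with the weighted statistic, 22 of 54 with camera and 35 of 122 with the signed root were among the 47. Without single cultures, 39 to 62 sets were higher and 408 to 481 lower. Of 15 sets named in the text, 4 changed their side of the threshold under at least 1 alternative, in 7 preranked fits to a weaker and in 3 to a stronger result. Keratan sulfate biosynthesis also passed with camera, which gives no score. The 4 were glycolysis, M phase, keratan sulfate biosynthesis and molecules associated with elastic fibres. M phase still scored -3.31 with the weighted statistic, for which the smallest p open to the set was not recorded.

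The median log2 fold change of the YAP target genes of Fig. 3a stayed between -2.29 and -2.15, and that of the collagen genes of Fig. 8a between 2.45 and 2.64. The stability of the collagen list shows little, since its genes are those collagen genes that passed the threshold on these data. With the replicate number as a block, 12476 genes differed, and the mean correlation of same-numbered cultures was 0.062.

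Changes of direction or side of the threshold were followed for 79 genes, which leave out some genes of Fig. 8a. Among those left out, Col6a6 did not pass with the replicate block (adjusted p = 0.067 from edgeR) or in DESeq2 (0.0636). Col6a5, also left out, reached an adjusted p of 0.176 in a fit without a culture. Of the 79 genes, all but 5 kept their direction and side of the threshold in every alternative. The 5 were Col25a1, Pfkp, Slc25a11, Aldh18a1 and Col2a1. In all, 10 fits gave a weaker, 5 a stronger and 7 a reversed result for a gene, and 1079 gave the same. Pfkp, with a log2 fold change of -0.01, reversed to 0.0093 with filterByExpr, 0.041 with library size only and 0.018 with protein-coding genes only, and ranged from -0.059 to 0.019 across the fits that each left out a culture. Col2a1, at 0.05, reversed to -0.036 with upper-quartile scaling and ranged from -0.087 to 0.110 across those fits. Neither gene passed the threshold in any fit. The scaling moves the median log2 fold change of all expressed genes from 0.03 to 0.08 with library size only and to -0.06 with upper quartiles, so these reversals follow the scaling. For the other fits the cause was not tested. Depth limits genes at the floor of 3 counts, for which only a lower bound of the fold is known, as in 1117 of the strict genes higher and 177 of those lower in Q cells.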

Differences from the paper's values

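The comparison with RT-qPCR folds was set up after the RNA-seq values were seen. A value was taken to differ from the paper's when the 2 were more than 1.5 times apart and, for folds, also further apart than the SD across Q cultures and the paper's error. A lower bound was taken to differ only when it was more than 1.5 times the paper's fold. The numbers of genes called, all and strict, did not differ by these criteria, and neither did 16 of the 18 RNA-seq folds of Fig. 8b and Fig. 8f. For the other 2, Col14a1 and Col23a1, every P culture had 3 counts or fewer. Their lower bounds, at least 275 and at least 16.9, cannot show agreement. Without the floor, the ratios of mean CPM were 765 for Col14a1 and 34.3 for Col23a1, the same as the paper's 765 and 34.3. At these counts the size of both folds is known only roughly. The RT-qPCR folds come from other cultures than the sequenced ones, and the paper's errors are SEM.

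The paper reports 28 Reactome sets higher in Q cells, and 47 were found here. Of the 13 alternatives set before the data were examined, 6 came within the criteria, namely 40 sets with the weighted statistic, 42 with genes kept by filterByExpr, 42 with the replicate block, 39 without P replicate 1, 42 without P replicate 2 and 41 without Q replicate 1. The paper reports 240 sets lower in Q cells, and 441 were found here, again from different inputs. The weighted statistic with 251 sets and camera with 352 came within the criteria, and the other alternatives set before the data were examined did not. The paper's methods name the classic algorithm, so the nearness of these counts does not show how the paper's counts arose.

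For 14 genes the RNA-seq fold of Q over P differed from the paper's RT-qPCR fold. In Supplementary Fig. 2e these were Hk1, at 0.696 against the paper's 1.87, and Cdkn1b, at 2.13 against the paper's 3.85. In Supplementary Fig. 3d they were Mpc2, at 1.48 against the paper's 3.12, Dlst, at 0.513 against the paper's 0.946, and Sdha, at 0.763 against the paper's 1.55. In Fig. 8c they were Col1a1, at 3.73 against the paper's 7.57, Col4a3, at 0.421 against the paper's 2.97, Col5a1, at 2.05 against the paper's 4.12, Col5a2, at 1.45 against the paper's 3.50, and Col5a3, at 16.3 against the paper's 32.3. In the same panel Col6a1 was at 5.50 against the paper's 10.7, Col6a3 at 3.17 against the paper's 7.92, and Col11a1 at 4.63 against the paper's 11.3. Col14a1 was at least 275-fold higher by RNA-seq, against the paper's 8.07. For none of the 14 genes did any alternative set before the data were examined close the gap. The folds under those alternatives ranged from 0.658 to 0.740 for Hk1, from 2.01 to 2.20 for Cdkn1b and from 3.52 to 3.96 for Col1a1. For Col14a1 the lower bound ranged from 263 to 361 in the 11 alternatives that gave one.

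The paper states that GPD1 did not appear to be upregulated at the mRNA level. The log2 fold change of Gpd1 was 1.43 in Q cells (adjusted p = 1.5e-04 from edgeR), with higher values in 3 of 3 Q cultures, and it passed the threshold in every alternative, with adjusted p-values from 3.3e-05 to 0.00718. The paper lists keratan sulfate biosynthesis among the gene sets higher in Q cells. The set scored 1.49 with an adjusted p of 0.104 and did not pass. It passed with the weighted statistic (0.0121), the genes kept by filterByExpr (0.0493), the signed root of the F statistic (0.00217) and camera (adjusted p = 1.3e-08), and adjusted p-values from the preranked alternatives ranged from 0.00217 to 0.231. The paper describes P5CS, measured on immunoblots (Fig. 8g), as induced in Q cells, so the comparison is of RNA with protein. The RNA of its gene Aldh18a1 had a log2 fold change of 0.13 with an adjusted p of 0.136, and it passed with filterByExpr (0.0364), library size only (0.0112), protein-coding genes only (0.0204), without P replicate 2 (0.0331) and without Q replicate 3 (0.0397), over a range of adjusted p-values from 0.0112 to 0.647. The paper describes DLST, SDHA and fumarase as higher in Q cells, citing immunoblots (Fig. 1l) and mRNA levels (Supplementary Fig. 3d). Their RNA was lower in Q cells in all alternatives, with log2 fold changes of -0.96 for Dlst, -0.39 for Sdha and -0.47 for Fh1. MPC1, MPC2 and IDH2, named with them, had higher RNA in all alternatives. Their log2 fold changes ranged from 0.52 to 0.65 for Mpc1, 0.48 to 0.61 for Mpc2 and 0.34 to 0.48 for Idh2. The paper also refers to an increase in TCA cycle enzymes. At the RNA level the Reactome TCA cycle set (19 genes) scored -2.39 in Q cells, with 15 genes significantly lower and 1 higher.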

Other observations

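The counts of the strict list, the YAP list and the collagen list over other divisions of the cultures, the removal of the most abundant genes, the test of the RT-qPCR reference genes and the look at all collagen genes were chosen only after the results were seen.

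The 6 cultures can be divided into 2 groups of 3 in 10 ways, of which 4, the real one included, part all same-numbered cultures. The real division gave the most genes with an adjusted p-value under 0.05, in 1 of the 4. The other divisions gave 0 such genes, with 95 to 267 at an unadjusted p under 0.05 against 14360 in the real division. For the strict list the real division was again the only 1 of the 4 to give as many, and the others gave 0 genes, with at most 4 at an unadjusted p under 0.01 and the same fold limits against 3575. A share under 0.05 cannot be reached with 4 or with 10 divisions, so this count was bound to leave an accidental grouping open, and by its share alone the differences cannot be told apart from one. Each other division mixes P and Q cultures in both groups, so that the difference between the states adds to its spread, and few or no genes were to be expected there. The low numbers in the other divisions are thus no evidence against an accidental grouping, and the same limit holds for the lists of YAP and collagen genes below. On the first principal component the P cultures lay between -98.7 and -94.1 and the Q cultures between 94.9 and 96.1. This gap, beyond the spread within each state, argues against an accidental grouping for the genes taken together.

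In the strict list 74.4% of the genes were higher in Q cells. Low counts could favour such an excess, since 83.2% of the 1692 genes with an average log2 CPM under 1 were higher. Among the 1609 genes at or above 1, 65.1% were higher, so that low counts do not account for all of it. Other scalings changed the share by at most -3.50 percentage points, and leaving out the 100 genes of highest CPM changed it by -0.055 points. Each of these scalings is relative to the library, so none can show a change in the amount of RNA per cell. Those 100 genes held between 17.4% and 18.3% of the counts in P cultures and between 24.5% and 25.0% in Q cultures. Fold changes were nearly unrelated to gene length (Spearman coefficient -0.053 across genes, which are not independent replicates) and to GC content (0.042). In the strict list the median length was 2847 bases for genes higher and 3358 bases for genes lower in Q cells, against 3920 bases for expressed genes, so both groups held shorter genes. A difference of state is a hypothesis that remains, and the days after plating change together with it. The labels give no sequencing batch.

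As many Reactome sets as in the real division passed in 2 of the 4 divisions that part same-numbered cultures, and in 4 of all 10. This count cannot decide whether the number of sets reflects an accidental grouping. Each other division puts 2 cultures of one state with 1 of the other, so that its fold changes retain part of the difference between P and Q cells, and the preranked test depends on the order of genes and not on the size of changes. Replication-dependent histone genes, which enter many sets, might also raise the number of sets lower in Q cells. Without them 433 sets were lower in place of 441, a loss of 1.81%.

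The decrease of the YAP target genes of Fig. 3a could reflect the 19 cell cycle genes of that list alone. The median log2 fold change of the other 9 genes was -2.72, which is no test of this, since every gene shown in Fig. 3a fell. A separate list of 22 YAP target genes had a median of -0.58. In the list of 22 genes, 14 were lower and 8 higher, from -4.49 for Ankrd1 to 4.67 for Igfbp3, and the camera p was 5.0e-05, and 0.00145 with the replicate block. Per culture the median of that list did not separate P from Q cells (exact permutation test, p = 0.2, where 0.1 is the smallest possible). That median is of expression levels, and genes that move in opposite directions can leave it unchanged. Gene by gene, P and Q values did not overlap in 21 of the 22, with 12 significantly lower and 7 significantly higher. The decrease is thus smaller and mixed outside the list of Fig. 3a. For the list of Fig. 3a, 1 of the 4 divisions gave a camera p as small as the real one. That 1 is the real division itself, and the other divisions of the 10 gave camera p-values from 8.3e-09 to 6.4e-06 against 9.8e-55. No share under 0.05 was possible, so this count could not decide on an accidental grouping. The values per culture argue against one for the 28 genes of Fig. 3a. Their median log2 CPM lay between 6.78 and 6.93 in P cultures and between 4.78 and 4.80 in Q cultures. The SD within a state was 0.08 in P and 0.01 in Q cells. How these genes were chosen is not stated, so this covers no other YAP target genes.

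For the collagen genes of Fig. 8a, too, 1 of the 4 divisions gave a camera p as small as the real one, and the other divisions gave 6.8e-06 to 0.00224 against 1.6e-32. As with the YAP genes, no share under 0.05 is possible. The 6 collagen genes with counts that Fig. 8a leaves out are Col2a1, Col4a4, Col6a4, Col13a1, Col19a1 and Col22a1. None passed the threshold, and the camera p of all 44 collagen genes was 1.3e-27. The RNA of Col2a1 was at 128 ± 4.65 CPM (SD, n = 3) in P cells and 133 ± 16.7 CPM (SD, n = 3) in Q cells, a log2 fold change of 0.05 (standard error 0.07, adjusted p = 0.582 from edgeR), while Fig. 8d shows COL2A1 protein.

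RT-qPCR folds were higher than RNA-seq folds for 20 of 23 genes, with a median log2 ratio of 0.882. Col14a1 and Col23a1 were left out of these 23, because every P culture had 3 counts or fewer. Their RT-qPCR folds, 8.07 and 15.2 in the paper, were lower than their RNA-seq folds of at least 275 and at least 16.9, the other way. A fall of the RT-qPCR reference genes in Q cells is a candidate explanation. The methods name vinculin or cyclophilin E as reference. Supplementary Table 1 lists primers for cyclophilin E, and the legends of the panels compared here do not name the one used. In the RNA-seq data Vcl fell from 1408 ± 53.8 to 450 ± 6.49 CPM and Ppie from 20.3 ± 1.85 to 13.9 ± 1.28 CPM (SD, n = 3 each), with log2 fold changes of -1.65 and -0.54. Vcl overlaps Ap3m1 on the opposite strand, which fell from 123 to 75.7 CPM. RNA-seq folds came within 1.5 times the RT-qPCR fold for 10 genes with TMM normalization, for 15 genes relative to Ppie and for 5 genes relative to Vcl. This may explain part of the gap for those 23 genes if Ppie was the reference, but not Col14a1 and Col23a1, and the RT-qPCR cultures were not the sequenced ones.

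Some further values are given without explanation. The Reactome set of respiratory electron transport (70 genes) scored -3.57 in Q cells, with 42 genes significantly lower and 9 higher. Postn rose from 70.5 ± 5.05 to 20007 ± 832 CPM (SD, n = 3 each), or 284-fold. Malat1 rose from 4899 ± 1093 to 13765 ± 5224 CPM. Its spread between cultures was wide, and its adjusted p was 1.7e-146 from the trend of the variance and 1.2e-07 with its own spread, over a range from 3.8e-218 to 1.1e-04 in the alternatives. Trac was at least 20.5-fold lower in Q cells.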
